# Apelin modulates inflammation and leukocyte recruitment in experimental autoimmune encephalomyelitis

**DOI:** 10.1038/s41467-024-50540-5

**Published:** 2024-07-25

**Authors:** Hongryeol Park, Jian Song, Hyun-Woo Jeong, Max L. B. Grönloh, Bong Ihn Koh, Esther Bovay, Kee-Pyo Kim, Luisa Klotz, Patricia A. Thistlethwaite, Jaap D. van Buul, Lydia Sorokin, Ralf H. Adams

**Keywords:** Inflammatory diseases, Cardiovascular biology

## Abstract

Demyelination due to autoreactive T cells and inflammation in the central nervous system are principal features of multiple sclerosis (MS), a chronic and highly disabling human disease affecting brain and spinal cord. Here, we show that treatment with apelin, a secreted peptide ligand for the G protein-coupled receptor APJ/Aplnr, is protective in experimental autoimmune encephalomyelitis (EAE), an animal model of MS. Apelin reduces immune cell entry into the brain, delays the onset and reduces the severity of EAE. Apelin affects the trafficking of leukocytes through the lung by modulating the expression of cell adhesion molecules that mediate leukocyte recruitment. In addition, apelin induces the internalization and desensitization of its receptor in endothelial cells (ECs). Accordingly, protection against EAE major outcomes of apelin treatment are phenocopied by loss of APJ/Aplnr function, achieved by EC-specific gene inactivation in mice or knockdown experiments in cultured primary endothelial cells. Our findings highlight the importance of the lung-brain axis in neuroinflammation and indicate that apelin targets the transendothelial migration of immune cells into the lung during acute inflammation.

## Abstract (web summary)

Apelin is a G protein-coupled receptor ligand that is proteolytically converted into a 13-aa active peptide (A13) involved in a number of physiological processes, including inflammation. Here, the authors demonstrate that A13 reduces the severity of experimental autoimmune encephalitis by modulating leukocyte trafficking and inflammation.

## Introduction

Multiple sclerosis (MS) is a complex and chronic autoimmune disease with unknown etiology. The prevailing view is that the pathogenesis of MS involves autoreactive T cells, but also B lymphocytes, leading to immune responses against myelin or other antigens, inflammation, demyelination, and neuronal damage^1,2^. Experimental autoimmune encephalomyelitis (EAE), evoked by immunization with myelin proteins, is a widely used animal model for MS, which has been used to characterize the migration of autoreactive T cells across the blood–brain barrier and the demyelination of nerve axons^3,4^. EAE provides valuable insight into the early stages of immune cell activation and leukocyte extravasation across cerebral blood vessels that is relevant to MS and allows the explorative analysis of treatment options for acute MS and disease-modifying therapies. It is also established that the generation of encephalitogenic T cells capable of penetrating the blood-brain barrier involves activation steps in lymph nodes, spleen, intestine, and lung^5–9^.

Endothelial cells (ECs), which form the innermost lining of the vascular network, are central to inflammatory processes inside and outside of the central nervous system. In the brain, the initial loose interaction of circulating leukocytes with the activated endothelium is mediated mainly by integrin binding to vascular cell adhesion molecule 1 (VCAM-1) on the endothelial surface^10,11^. Chemokine signals presented on the luminal endothelial surface promote the activation of leukocyte integrins and, thereby, high affinity binding to endothelial adhesion molecules such as ICAM-1 (Intercellular Adhesion Molecule 1 or CD54), which induces arrest of the immune cells prior to transendothelial migration (TEM). To transmigrate through the endothelium and enter into the adjacent tissue, leukocytes migrate mainly paracellularly through endothelial junctions but, in some cases, also transcellularly through the cell body^12^.

Recent work indicates that inflammatory processes can be modulated by apelin, which is a peptide ligand for the G protein-coupled receptor (GPCR) APJ/Aplnr. Apelin is proteolytically processed, converting a larger 77-amino acid (aa) (in humans) preproprotein into various shorter products including a biologically active 13-aa isoform^13^. This short peptide is further activated by a pyroglutamyl modification at its N-terminus, which generates the highly potent [Pyr1]-apelin-13 (termed A13 in the article). Apelin, the related peptide ligand apela/elabela, and their common receptor APJ/Aplnr regulate cardiovascular morphogenesis during development, but there is increasing evidence linking these molecules to cancer and other pathobiological processes including inflammation-related diseases^14–16^.

In the present study, we show that administration of A13 delays and suppresses the development of EAE in mice. Analysis of apelin receptor expression by single cell RNA sequencing (scRNA-seq) and genetic labeling indicate that the GPCR is largely absent from adult brain endothelium, whereas expression is prominent in the lung and a few other peripheral organs. We find that A13 interferes with leukocyte transendothelial migration and the formation of immune cell clusters in the lung, a step that was previously shown to endow T cells with the capacity to enter the central nervous system^8,17–19^. Our data also indicate that apelin treatment induces desensitization and internalization of the receptor APJ/Aplnr and, accordingly, major outcomes of A13 administration are phenocopied by EC-specific inactivation of the *Aplnr* gene in adult mice or siRNA-mediated gene knockdown in cultured cells.

## Results

### A13 suppresses development of experimental autoimmune encephalomyelitis

Mice were immunized with myelin oligodendrocyte glycoprotein peptide (MOG35-55 and injected intraperitoneally (i.p) with either A13 or vehicle (PBS) every other day commencing on the day of immunization (Fig. 1a). Disease onset and severity were assessed daily and brains were removed for immunofluorescence and/or flow cytometry analyses on day (D) 16, corresponding to peak disease severity in PBS-treated mice. EAE incidence was significantly lower in A13-treated animals (Fig. 1a). While EAE symptoms were detected in most of vehicle-treated animals by day (D) 13, less than 20% of mice in the A13 group developed symptoms by D16. Furthermore, the average disease score was significantly lower in A13-treated mice (Fig. 1a), which continued to show lower disease severity until D30. Consistent with these findings, immunofluorescence staining of brains of A13-treated mice at D16 showed a lack of CD45+ immune cell infiltration (Fig. 1b, c). Expression of the cell adhesion molecule ICAM-1 in the endothelium, an indicator of the inflammatory response^20^, was also strongly reduced in A13 brain samples (Fig. 1b). Flow cytometry confirmed substantially lower numbers of CD4+ T cells, CD8+ T cells, Th1 helper cells, and IL-17-secreting (Th17) helper cells, important disease drivers in MS and EAE^21,22^, in EAE brains and spinal cords at D16 after A13 administration (Fig. 1e and Supplementary Fig. 1a, b).

**Fig. 1:**
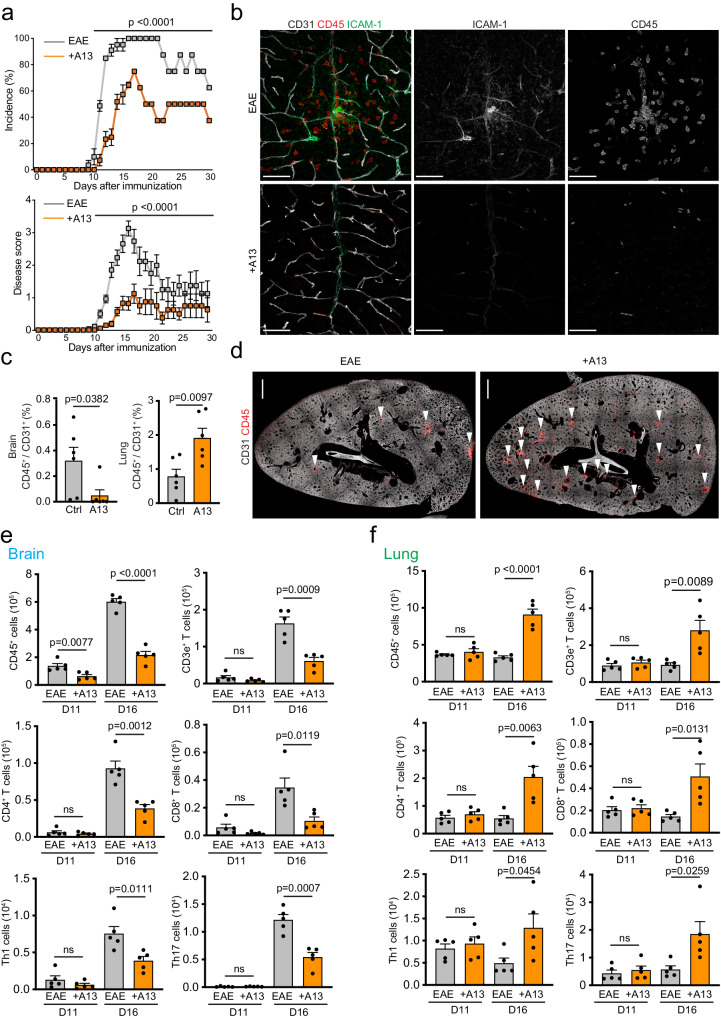
A13 ameliorates EAE development and increases immune cell accumulation in the lung. **a** Time course of MOG_35-55_ immunization and A13 administration and analysis. Female C57Bl/6 mice aged 8-12 weeks received intraperitoneal (i.p.) injections of A13 or vehicle every other day commencing on the day of immunization (D0). Incidence rate and disease scores are shown up to day 30 (D30). Error bars, s.e.m. Two-way ANOVA. *n* = 27 mice/group (D0-D12, 4 independent experiments), 21 mice/group (D13-D15, 3 experiments), 14 mice/group (D16, 2 experiments), 8 mice/group (D17-D30, 1 experiment). **b** Representative confocal images showing sagittal sections of brain cortex from vehicle or A13-treated (+A13) mice at peak EAE (D16) immunostained for CD31 (white), ICAM-1 (green) and CD45 (red). Scale bar, 50 µm. Disease score, vehicle=3, +A13 = 1. **c** Quantification of immune cells infiltrating brain cortex or lung per vascular area at D16 (*n* = 6 mice each). Error bars, s.e.m. Two-sided Student’s *t*-test. **d** Overview confocal images showing lung lobe sections at D16 EAE from vehicle control and A13-treated mice immunostained for CD31 (white) and CD45+ (red) immune cell clusters (arrowheads). Scale bar, 1 mm. Quantitation of CD45^+^ cells, CD3e^+^ T cells, CD4^+^ T cells, CD8^+^ T cells, Th1 cells, and Th17 cells in brain (**e**) and lung (**f**) by flow cytometry at EAE onset (D11) and peak (D16). Error bars, s.e.m. Two-sided Student’s *t*-test. 5 mice per group.

Previous work has shown that the development of EAE pathology involves the reprogramming of T cells from an activated into a migratory mode in the lung, which is required to provide the cells with the capacity to enter the CNS^8,17,18^. Strikingly, immunofluorescence staining of tissue sections revealed changes in immune cell recruitment to the lung in A13-treated mice. While the initial accumulation of CD45+ immune cells and cluster formation was substantially delayed by A13 at D7, the resolution of these clusters, visible in vehicle-treated controls at peak EAE, occurred also significantly slower, leading to a much larger number of CD45+ foci in A13 lungs at D16 (Fig. 1d; Supplementary Fig. 2a, b). Likewise, flow cytometry indicated higher numbers of CD4+ T cells, CD8+ T cells, Th1 and Th17 in lungs of A13-treated mice at peak EAE (D16) but not at disease onset (D11) (Fig. 1f). The weight of freshly isolated lungs was significantly higher in A13 treated mice than vehicle controls at peak EAE, but a smaller difference was already seen at D11 (Supplementary Fig. 3a). As these data indicated that the trafficking of immune cells through the lung is compromised by A13, we used flow cytometry to measure total CD45+ immune cells in peripheral blood. The number of CD45+ and different T cell populations in peripheral blood were highest at disease onset (D11) in the control EAE group, and were substantially lower in A13-treated EAE animals at the same time point (Supplementary Fig. 3b). Moreover, FACS analysis of the mediastinal lymph node, which is draining lymph and immune cells from the lung and other nearby organs, shows that A13 treatment leads to significant reduction of multiple immune cell populations at D11 but no longer at peak EAE (D16) (Supplementary Fig. 1a, b). In contrast, immune cells in the spleen showed no significant differences between A13 and vehicle control. Moreover, analysis of inguinal lymph nodes (near the site of MOG35-55 injection) at D7 also showed no differences in immune cell content, indicating that the initial immune response is not compromised by A13 (Supplementary Fig. 1c). Taken together, these data indicate that A13 treatment affects immune cell trafficking and thereby reduces the entry pathogenic cells into the central nervous system, which results in delayed EAE onset and reduced disease severity.

Next, we addressed the question whether A13 acts in an organ-specific fashion. While apelin receptor is broadly expressed by endothelial cells (ECs) in the developing mouse^23^, expression in the adult is more restricted and, as previously published scRNA-seq data show^24^, confined to certain organs such as heart, gut, kidney, testis and lung (Supplementary Fig. 4a). To validate this data, we employed *Aplnr-CreERT2* transgenic mice in a *R26-mTmG* Cre reporter background, which results in expression of green fluorescent protein (GFP) by *Aplnr*+ cells upon tamoxifen injection. Shortly after tamoxifen administration to adult mice, GFP was detectable throughout the microvasculature of the adult heart and kidney, but was limited to only a few vessels in spleen and liver (Supplementary Fig. 4b). The same strategy, analysis of *Aplnr-CreERT2*-expressing cells shortly after tamoxifen administration, labeled lung microvascular ECs in early postnatal stages but also in adult (8-week-old) and aged (78-week-old) mice (Supplementary Fig. 4c), respectively. In contrast, *Aplnr* expression was largely absent in adult brain, whereas GFP signal was readily detectable in postnatal brain endothelium where it also decorated a subset of Olig2+ oligodendrocyte-lineage cells (Supplementary Fig. 5a–d). Downregulation of *Aplnr* transcripts in adult relative to postnatal brain ECs is also supported by scRNA-seq data^25^ and transcripts for the GPCR were also not upregulated in EAE (Supplementary Fig. 5e). These results argue that A13 is unlikely to directly affect brain endothelium in EAE, but, instead, might act through ECs in the lung or other organs.

We also analyzed intestine because this organ shows endothelial *Aplnr* expression in the adult (Supplementary Fig. 4a) and is an important site of immune surveillance with established relevance for MS and EAE^9,26–28^. Analysis of intestinal sections, however, revealed no significant changes in tissue morphology or the abundance of CD45+ immune cells in A13-treated EAE mice (Supplementary Fig. 6a, b).

### A13 reduces the endothelial inflammatory response

Next, we investigated how A13 affects the accumulation of immune cells in the lung. Previous studies have shown that A13 treatment attenuates lipopolysaccharide (LPS)-induced acute lung injury^29–31^. To limit systemic effects and induce localized inflammation in the lung, we administered LPS (100 µg/40 µl) intranasally either alone or in conjunction with A13 (100 nM). Immunofluorescence staining revealed that A13 reduces the number of CD45+ cells in the lungs of treated mice relative to non-treated mice at 18 hours after LPS challenge (Supplementary Fig. 7a). Four hours after treatment, flow cytometry showed that A13 strongly reduces the number of immune cells in bronchoalveolar lavage fluid (BALF) relative to controls, while immune cell numbers in peripheral blood were not significantly changed (Supplementary Fig. 7b and c). Consistent with the short A13 half-life^32^, differences between treated and non-treated mice were less apparent at 24 hours after treatment (Supplementary Fig. 7b). Thus, a single treatment with A13 is sufficient to reduce acute immune cell recruitment to the lung.

Given that *Aplnr* expression is restricted to ECs, we investigated whether A13 might affect transendothelial migration of leukocytes. The cell surface glycoprotein ICAM-1 is expressed by ECs but also by epithelial and some immune cells. In ECs, ICAM-1 enables integrin-mediated stable adhesion of leukocytes and promotes inflammatory processes^33^. It is also known that endothelial ICAM-1 expression is strongly increased by inflammation and flow-induced shear stress^33,34^. Confocal imaging of immunostained tissue sections revealed that endothelial but not epithelial ICAM-1 staining intensity was significantly lower in A13-treated lungs relative to vehicle control at peak EAE (Fig. 2a). qPCR analysis of extracted RNA from whole lungs and from FACS-isolated ECs confirmed the downregulation of *Icam1* transcripts after A13 treatment (Fig. 2b). In addition, transcripts encoding chemokine ligand 2 (*Ccl2*) and interleukin 6 (*Il6*), important mediators of inflammation, were also downregulated in A13-treated lungs (Fig. 2b). In contrast, transcripts for the cell adhesion molecules VE-cadherin (*Cdh5*) and Claudin 5 (*Cldn5*), and for Gap Junction Protein Alpha 4 (*Gja4*), which mediate EC-EC junctional interactions, were not significantly altered. Interestingly, the endogenous expression of apelin (*Apln*) was also significantly reduced by A13, whereas *Aplnr* transcript levels were slightly decreased in whole lung without a significant change in sorted ECs (Fig. 2b). These results indicate that A13 treatment lowers endothelial ICAM-1 in the pulmonary endothelium but also reduces the expression of apelin itself and of cytokines that promote tissue inflammation.

**Fig. 2:**
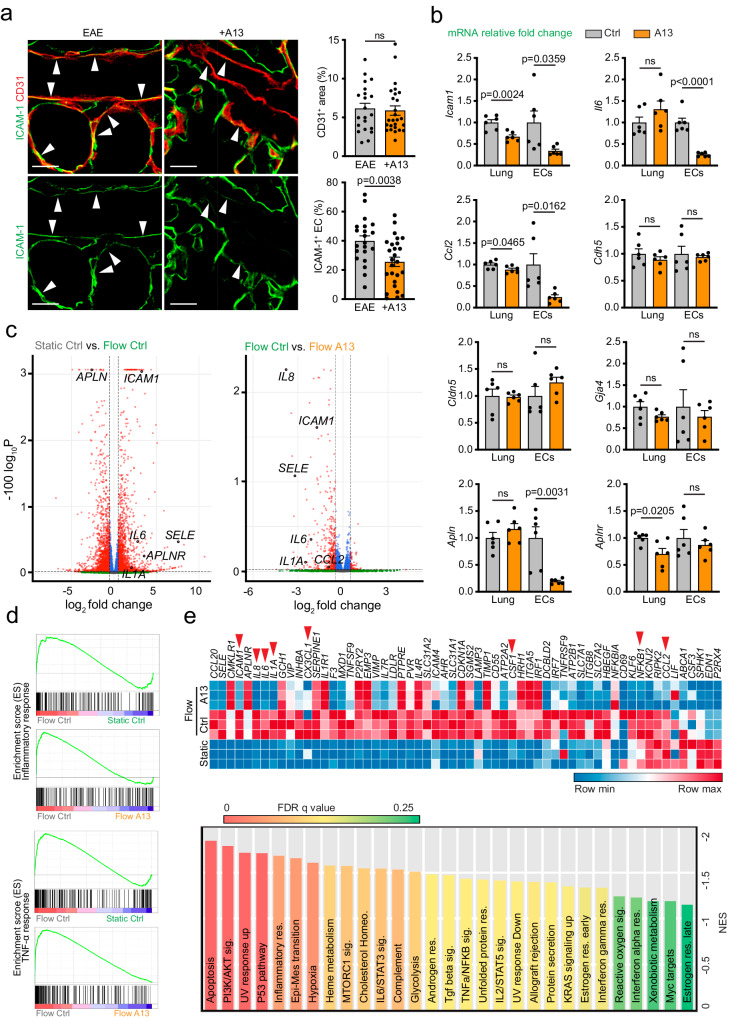
A13 reduces inflammatory gene expression in ECs. **a** Lung sections from A13-treated (+A13) or vehicle control EAE mice stained for CD31^+^ (red) ECs (arrowheads) and ICAM-1 (green). Note reduction of endothelial but not epithelial ICAM-1 by A13. Graphs on the right show quantitation of CD31^+^ area and ICAM-1^+^ area as a fraction of total EC area in randomly chosen areas. Scale bar, 20 µm. Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 21 (EAE) and 26 (+A13) areas from 5 mice in each group. **b** qPCR of whole lung and sorted lung ECs after 7 days of A13 treatment. Data normalized to control (Ctrl). Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 6 (2 technical replicates for 3 independent samples). **c** Volcano plots comparing gene expression differences in HUVECs with or without A13 treatment (Ctrl, A13) both under static conditions and flow (15 dyn/cm²). DEG analysis was performed based on two-sided Negative Binomial model. **d** Enrichment plots for inflammatory or TNF-α response genes after GSEA analysis for each comparison. The green curves represent the running sum of the weighted enrichment score, which is higher in the flow (15 dyn/cm^2^) control compared to the static control or A13-treated HUVEC. **e**, Heatmap of gene expression related to inflammation, comparing static and flow conditions (15 dyn/cm^2^) with/without A13 treatment (upper panel). GSEA Hallmark analysis showing enriched gene sets (FDR ≤ 0.25) in HUVEC treated with A13 under flow (lower panel).

As fundamental endothelial physiological functions, such as vascular permeability, are influenced by fluid shear stress, we investigated whether A13 treatment alters the response to shear (15 dyn/cm^2^ for 18 hours) in cultured human umbilical cord venous endothelial cells (HUVECs) by bulk RNA sequencing (Fig. 2c-e). As expected, shear stress-induced a strong upregulation of the transcription factors Krüppel-like Factor 2 (*KLF2*) and *KLF4*, which was not affected by A13 (Supplementary Fig. 8). Apelin (*APLN*) was downregulated by fluid shear stress, whereas levels of apelin receptor transcripts (*APLNR*) were strongly increased, consistent with previous findings^35^. *APLNR* expression was further enhanced by A13 treatment (Supplementary Fig. 8). Importantly, shear stress-induced increases in the transcripts for ICAM-1 and VCAM were suppressed by A13 (Fig. 2c, e; Supplementary Fig. 8). A13 also reduced the expression of E-selectin (*SELE*), a molecule that enables the initial rolling and loose attachment of leukocytes from the bloodstream in peripheral tissues, but had no effect on the related P-selectin molecule (*SELP*) (Fig. 2c, e; Supplementary Fig. 8). Other regulators of the inflammatory response, including interleukin 6 (*IL6*), interleukin 8 (*IL8*), interleukin 1α (*IL1A*) and CXCL2, that have been reported to be upregulated by shear stress in human umbilical vein endothelial cells (HUVECs)^36,37^, were downregulated by A13 to levels seen without flow (Fig. 2c, e; Supplementary Fig. 8). Gene set enrichment analysis (GSEA) confirmed that gene sets associated with the inflammatory response, tumor necrosis factor α (TNFα) signaling, IL6-STAT3 and IL2-STAT5 signaling were downregulated in response to A13 (Fig. 2d). These results argue that A13 affects leukocyte extravasation through gene expression changes in ECs.

### A13 suppresses inflammatory gene expression in Aplnr+ ECs, but not T cells

To systematically investigate EAE and A13-induced changes in different cell populations of the lung in vivo, we performed scRNA-seq analysis of untreated controls (8 to 9-week-old C57BL6 naïve females) and sex and age-matched mice at peak EAE after treatment with vehicle (PBS) or A13, respectively. 

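The lungs of 3 mice were pooled in each group and captured together, so that the scRNA-seq data hold 1 library of untreated controls (Naïve), 1 library of vehicle-treated mice with EAE and 1 library of A13-treated mice with EAE (EAE + A13). The mice with EAE were analysed on day 16 after immunization. With 1 library per group there are no replicates, and no test between groups can be made. A difference between groups is therefore reported as a difference between 2 libraries, and cells are not treated as replicates. Intervals of shares, folds and log2 ratios cover counting error only and leave out the variation between mice and between preparations. Those of log2 ratios also leave out the variation between cells. Intervals of medians over lists of genes cover the spread between the genes, and leave out mice and preparations as well. The authors processed the reads with the BD Rhapsody pipeline, which assigns each read to a cell and a gene and counts molecules by their unique molecular identifiers. Sequencing errors in the identifiers were corrected by recursive substitution error correction (RSEC). Version 1.10.1 of the pipeline made the Naïve counts, and version 1.9.1, run the year before, made the counts of both EAE libraries. The pipeline version and the difference between the Naïve and EAE libraries therefore cannot be told apart. The RSEC-adjusted counts, which carry no normalization, were used here. They hold 18782 putative cells with 60854621 molecules in the Naïve library, 13286 cells with 70574656 molecules in the EAE library and 17100 cells with 100955943 molecules in the EAE + A13 library. RSEC left 93.1%, 89.6% and 93.1% of the raw molecules, respectively. Cells with more than 500 and fewer than 6000 genes and with mitochondrial transcripts under 25% were kept, following the paper's methods, together with the 23712 genes found in at least 3 cells. This left 17074 Naïve, 12952 EAE and 16567 EAE + A13 cells, with a median of 2554, 4028 and 4764 molecules and 1272, 1682 and 1882 genes per cell.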

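The libraries were integrated and clustered in Seurat on 2000 variable genes and 9 principal components at resolution 0.8, because the paper's text gives a range of resolutions and not the final value. A cluster was named after the cell type whose marker genes scored highest in it, and these marker genes are not reported as results. Gpx3, which the paper names, was not among them. Endothelial, T cell and myeloid clusters were clustered again in the same manner. DEGs between 2 libraries were called within a cell type by the two-sided Wilcoxon rank-sum test over cells, with Bonferroni adjustment over all genes kept, an adjusted p-value below 0.05, an absolute log2 fold change above 0.25 and the gene found in at least 10% of the cells of either library. A count of DEGs describes 2 libraries and not 2 conditions, since cells of a library are not independent replicates. For single genes, the counts of all cells of a type were summed and divided by the total of that type in the library (counts per 10000), and the log2 ratio of 2 libraries is given with its exact binomial (Clopper-Pearson) interval. A gene with 3 counts or fewer in a library gives no ratio, only a bound.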

Red blood cells were depleted prior to barcoding with the BD Rhapsody platform, library generation, and sequencing. 

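After red blood cell lysis, a cluster named by erythroid marker genes held 67 of 17074 Naïve cells, 43 of 12952 EAE cells and 77 of 16567 EAE + A13 cells. These are shares of 0.392% (95% Wilson interval 0.309 to 0.498%), 0.332% (95% Wilson interval 0.247 to 0.447%) and 0.465% (95% Wilson interval 0.372 to 0.581%). Within this cluster the median log2 ratio of the erythroid marker genes was -5.31 from Naïve to EAE. This is far beyond the limit of 1.5-fold set for a comparison, so its shares are not compared. Another lineage's markers were carried by 43.3%, 76.7% and 76.6% of its cells in the Naïve, EAE and EAE + A13 libraries. The numbers are thus not counts of erythroid cells alone.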

The resulting data sets contain ECs, epithelial cells (type I and II), mesenchymal cells, monocytes, dendritic cells (DCs), neutrophils, T cells, B cells, and NK cells (Fig. 3a, b; Supplementary Fig. 9a). 

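Shares of cells are given in the order Naïve, EAE and EAE + A13. ECs made up 15.4%, 15.8% and 14.4% of the cells. Type I epithelial cells made up 2.23%, 5.33% and 3.54%, and type II epithelial cells 3.85%, 4.25% and 3.00%. Among the mesenchymal cells, matrix fibroblasts marked by Col13a1 made up 13.6%, 14.5% and 12.9%, and smooth muscle cells 1.39%, 1.37% and 1.26%. The NK cell clusters held 9.53%, 8.03% and 9.49% of the cells and the T cell clusters 8.06%, 4.01% and 2.93%. When T and NK clusters were clustered again together, an alternative chosen after seeing the data because a cluster carried the markers of both, NK cells made up 4.75%, 3.01% and 4.04%. With these library sizes, the 95% Wilson interval of the smallest of these shares, smooth muscle cells in the EAE + A13 library, was 1.10 to 1.44%. RNA released from other cells was estimated in T, B and NK cells, from 14 airway and alveolar epithelial genes. Its share of their counts was 2.37%, 2.45% and 2.21% in the same order, and it was not measured in other cell types.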

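Between the Naïve and EAE libraries, 789 DEGs were called in type I epithelial cells, 905 in matrix fibroblasts and 709 in all ECs together. Between the EAE and EAE + A13 libraries the counts were 250, 350 and 284 DEGs. Within the type I epithelial cells, 679 of the DEGs were higher and 110 lower in EAE than in Naïve, and the mean molecules per cell were 4672 and 7510.0. Of the alternatives tried, drawing the same number of cells moved these counts most. With 68 cells of each type drawn from each library, the median over 10 draws was 51 DEGs in type I epithelial cells, 54 in matrix fibroblasts and 8 in ECs between Naïve and EAE, and 16, 21.5 and 1.5 between EAE and EAE + A13. Across the 29 cell types and subsets compared, the number of DEGs between Naïve and EAE ranged from 1 in mitotic T cells to the value in matrix fibroblasts. In B cells there were 387 DEGs between Naïve and EAE and 62 between EAE and EAE + A13, in type II epithelial cells 436 and 65, and in neutrophils 264 and 246. As a check of the test itself, the gCap ECs of a library were split at random into equal parts 5 times per library, and no split gave a DEG.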

EAE and A13 treatment-induced gene expression changes in a variety of cell types including type I epithelial cells, matrix fibroblasts, and *Aplnr*+ ECs, according to the analysis of differentially expressed genes (DEGs) (Supplementary Fig. 9b). We initially focused on ECs to gain insight into the alterations in response to EAE and A13 treatment. By sub-clustering, we distinguished six endothelial subsets, which include arterial, venous, and lymphatic ECs together with several capillary EC subpopulations. 

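ECs of all 3 libraries were clustered again and named by marker genes, which gave the same 6 kinds of EC. General capillary (gCap) ECs numbered 1797, 1059 and 1298 cells in the Naïve, EAE and EAE + A13 libraries. Car4+ ECs numbered 208, 237 and 272 cells, Gpx3+ ECs 176, 325 and 312, arterial ECs 138, 98 and 129, venous ECs 239, 146 and 214 and lymphatic ECs 68, 179 and 153. A cluster of 56 cells scored below 0 for all 6 marker sets and was counted with the arterial ECs, where its score was highest at -0.252.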

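Apln (ENSMUSG00000037010, chromosome X, 48025146 to 48034853) encodes apelin, the ligand of the apelin receptor. Over the 3 libraries, at least 1 Apln molecule was found in 66.4% (95% Wilson interval 62.9 to 69.7%) of Car4+ ECs, against 12.2% of Gpx3+ ECs, 4.19% of gCap ECs, 2.74% of arterial ECs, 1.84% of venous ECs and 0 of 400 lymphatic ECs, for which the upper 95% limit is 0.951%. B cells, which should lack the gene, gave 0.245%. Within the Car4+ ECs the level differed between the libraries. Apln was found in 70.2% of the Naïve, 45.6% of the EAE and 81.6% of the EAE + A13 Car4+ ECs. The log2 ratio was -1.31 (95% interval -1.54 to -1.09) from Naïve to EAE and 1.59 (95% interval 1.39 to 1.79) from EAE to EAE + A13, and the gene was called a DEG in both comparisons. Among the alternatives, the first ratio moved furthest when only cells with over 1000 genes were kept, to -1.16. By qPCR of lung, the paper reports lower Apln after A13, the opposite direction to the second ratio. That is another method and another length of treatment.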

*Apln* expression is prominent in Car4+ aerocytes^38–40^, which have been previously associated with gas exchange in the lung. 

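Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) encodes the apelin receptor. At least 1 Aplnr molecule was found in 22.8% (95% Wilson interval 21.6 to 24.1%) of gCap ECs and 16.2% (95% Wilson interval 13.9 to 18.9%) of Gpx3+ ECs over the 3 libraries. The shares were 8.09% in Car4+ ECs, 8.01% in venous ECs, 4.93% in arterial ECs and 1% in lymphatic ECs. In counts per 10000, Aplnr measured 1.11 in gCap, 0.284 in Car4+, 0.280 in venous, 0.259 in Gpx3+, 0.165 in arterial and 0.0443 in lymphatic ECs. Gpx3+ ECs thus exceeded Car4+ and venous ECs in the share of cells but not per count. Their median number of molecules per cell was at least 2.91 times that of gCap ECs in each library. In B cells, taken as background, the share was 0.445%, and the lymphatic interval (0.390 to 2.54%) reaches this level. Aplnr was found in 33.3% of gCap ECs in the Naïve library, 11.2% in the EAE library and 17.7% in the EAE + A13 library. Its log2 ratio in gCap ECs was -2.11 (95% interval -2.37 to -1.87) from Naïve to EAE, the second largest fall among the 7007 genes with at least 50 counts in both libraries, and 0.51 (95% interval 0.23 to 0.79) from EAE to EAE + A13, where it was not called a DEG. In Gpx3+ ECs the ratios were -1.99 (95% interval -2.60 to -1.40) and 0.89 (95% interval 0.33 to 1.46), while in Car4+ ECs they were -1.20 (95% interval -1.94 to -0.47) and -1.21 (95% interval -2.19 to -0.27), a fall in both comparisons. Arterial and venous ECs of the EAE library held 4 and 2 Aplnr counts. Gpx3 (ENSMUSG00000018339, chromosome 11, 54902453 to 54910377) was found in 99.8% of Gpx3+ ECs, 20.9% of gCap ECs and 6.84% of B cells. The Gpx3+ ECs were named by 2 other genes, both higher per 10000 counts in matrix fibroblasts than in Gpx3+ ECs. Fibroblast RNA can therefore enter their naming. Gpx3 was also found in 99.9% of matrix fibroblasts, at 94.0 counts per 10000 against 71.1 in Gpx3+ ECs. Of the Gpx3+ ECs, 95.1% carried Col1a2 and 92.6% carried Pdgfra, genes of fibroblasts, against 10.5% and 5.49% of gCap ECs.

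**Figure D1:**
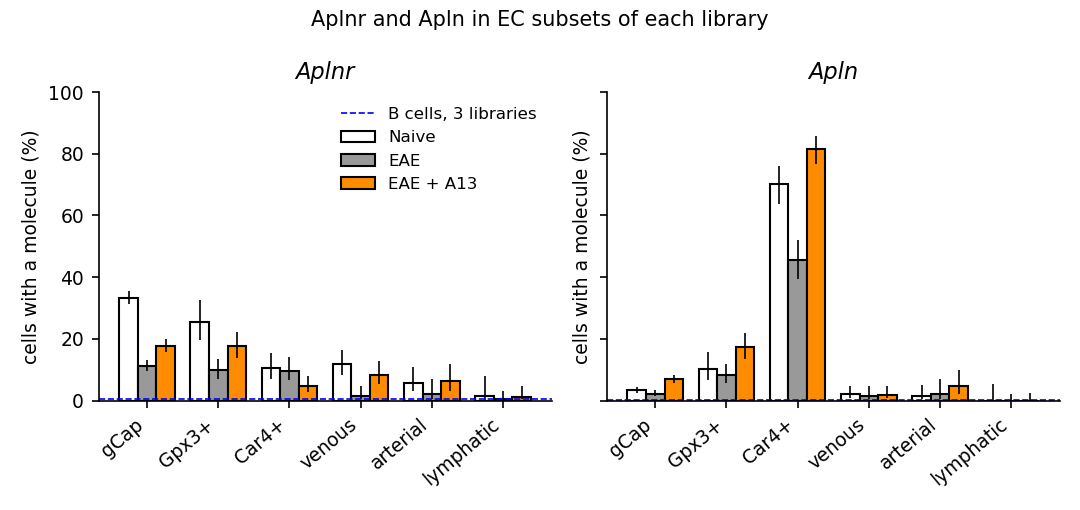
Percent of cells (vertical axis) with at least 1 molecule of Aplnr (left) and Apln (right) in the EC subsets of the Naïve (white), EAE (grey) and EAE + A13 (orange) libraries, with 95% Wilson intervals as error bars and the share in B cells of all libraries as a dashed line. Aplnr is highest in Naïve gCap ECs at 33.3%, and Apln in EAE + A13 Car4+ ECs at 81.6%. The shares are not adjusted for the number of molecules per cell, which is highest in Gpx3+ ECs.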

*Aplnr* is found in general capillary (gCap) ECs as well as in a smaller EC subpopulation expressing glutathione peroxidase 3 (*Gpx3*), an enzyme that protects against oxidative damage by catalyzing the reduction of hydrogen peroxide (Fig. 3c; Supplementary Fig. 10a, b). EAE caused a threefold increase in the relative fraction of lymphatic ECs, whereas the other EC subpopulations showed smaller changes (Supplementary Fig. 10a, b). gCap ECs were the most responsive endothelial population in terms of DEGs for both EAE and A13 treatment (Supplementary Fig. 10b). 

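The share of lymphatic ECs among all cells was 0.398% (95% Wilson interval 0.314 to 0.504%) in the Naïve library and 1.38% (95% Wilson interval 1.19 to 1.60%) in the EAE library, a fold of 3.47 (95% interval 2.61 to 4.66). In the EAE + A13 library it was 0.923% (95% Wilson interval 0.789 to 1.08%). The fold fell to 1.05 when each cell was assigned to the type with its own highest marker score instead of by cluster, and to 1.70 among cells with over 1000 genes. From Naïve to EAE, the fold in share was 2.43 (95% interval 2.02 to 2.94) for Gpx3+ ECs, 1.5 (95% interval 1.24 to 1.82) for Car4+ ECs, 0.936 (95% interval 0.715 to 1.22) for arterial ECs, 0.805 (95% interval 0.651 to 0.994) for venous ECs and 0.777 (95% interval 0.719 to 0.839) for gCap ECs. The interval of the arterial ECs includes no change. Between Naïve and EAE, 648 DEGs were called in gCap ECs, 331 in Gpx3+ ECs, 148 in Car4+ ECs, 96 in venous ECs, 40 in arterial ECs and 21 in lymphatic ECs. Between EAE and EAE + A13 there were 287, 181, 71, 40, 2 and 14 DEGs in the same order. With 68 cells drawn per subset and library, the median number of DEGs in gCap ECs was 12 between Naïve and EAE and 2.5 between EAE and EAE + A13. Gpx3+ ECs had 60.5 and 20, Car4+ ECs 16 and 6 and venous ECs 14.5 and 3, all above gCap ECs. Arterial ECs had 11.5 and 1 and lymphatic ECs 8 and 1.5, below gCap ECs. Of the Gpx3+ ECs, 98.9 to 100% carried another lineage's markers, so that their DEGs can include those of fibroblast RNA. Matrix fibroblasts had 54 and 21.5 DEGs with 68 cells per library. Depth stayed unequal in these draws, as the mean number of molecules per cell of the EAE library was 3097 in gCap ECs and 8903 in Gpx3+ ECs. With counts also thinned to a mean of 2383 molecules per cell, which was done after seeing the data, gCap ECs had 7 and 1 DEGs and Gpx3+ ECs 22.5 and 6.5. Among cells with over 1000 genes, without equal numbers of cells, Gpx3+ ECs had 28 and 14 DEGs, while the numbers in gCap ECs stayed within 1.5-fold of those given first.

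**Figure D2:**
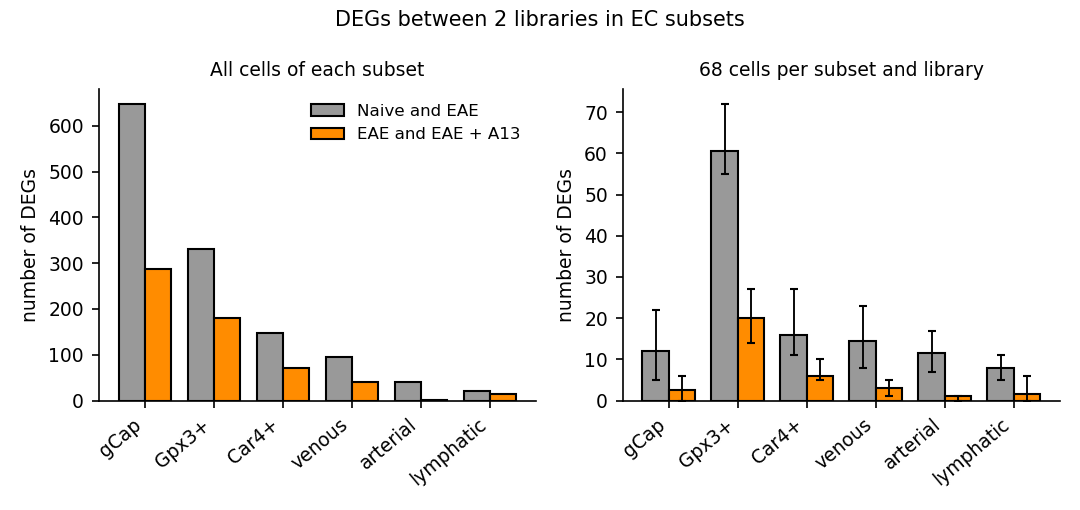
Number of DEGs (vertical axis) in each EC subset between the Naïve and EAE libraries (grey) and between the EAE and EAE + A13 libraries (orange), with all cells of a subset (left) and with 68 cells per subset and library (right, median of 10 draws as bars, lowest and highest draw as error bars). The largest bar is that of gCap ECs at 648 on the left and that of Gpx3+ ECs at 60.5 on the right.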

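The Hallmark gene sets were not analysed here. Gene lists for the same pathways, written before the data were examined, were used instead. For each list, the median log2 ratio of its genes with at least 20 counts in both libraries together was compared with 10000 random lists of the same size matched on mean expression. The 95% interval of a median comes from the spread between the genes of the list. The genes of TNF/NF-κB signaling were split into 46 immediate early genes, which also respond to tissue dissociation, and 110 other genes. In gCap ECs, the median log2 ratio from EAE to EAE + A13 was -0.56 (95% interval -0.71 to -0.45) for the immediate early genes, at percentile 0 of the random lists, with 41 genes lower and 4 higher. For the other genes of TNF/NF-κB signaling it was -0.08 (95% interval -0.23 to 0.03), at percentile 33.9. For 51 genes of TGFβ signaling it was -0.20 (95% interval -0.38 to -0.05), at percentile 0.07, with 35 genes lower and 16 higher. The median of the other TNF/NF-κB genes moved most, to -0.24 at percentile 0, when the clusters were made at resolution 0.4. From Naïve to EAE the same medians were 0.72 (95% interval 0.52 to 0.95), 0.37 (95% interval 0.23 to 0.62) and 0.05 (95% interval -0.07 to 0.28). The first and the second were at percentile 100 and the third at percentile 82.4. The fall of the immediate early genes from EAE to EAE + A13 was not limited to gCap ECs. The list had a median below 0 in all 6 EC subsets, from -0.68 in Car4+ ECs to -0.30 in Gpx3+ ECs, and in 17 of 20 cell types outside the endothelium, where the median over the types was -0.16.

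**Figure D3:**
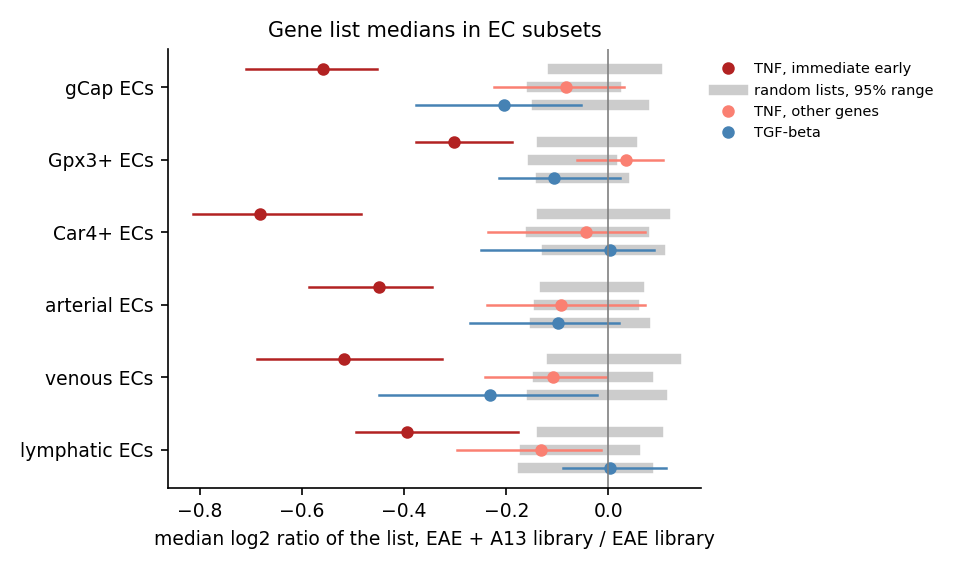
Median log2 ratio (horizontal axis) of the immediate early genes (dark red) and other genes (light red) of TNF/NF-κB signaling and of genes of TGFβ signaling (blue) between the EAE + A13 and EAE libraries in each EC subset, with 95% intervals as lines and the middle 95% of random lists as grey bars. The immediate early genes lie left of the random lists in all 6 subsets.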

Gene Set Enrichment analysis using the Hallmark gene set^41^ showed strong A13-induced reductions of TNFα/NFKB and transforming growth factor-β (TGFβ) signaling genes relative to vehicle-treated EAE lungs (Fig. 3d). 

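In gCap ECs, Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908) measured 0.512, 3.3 and 0.847 counts per 10000 in the Naïve, EAE and EAE + A13 libraries. Its log2 ratio was 2.69 (95% interval 2.48 to 2.90) from Naïve to EAE and -1.96 (95% interval -2.13 to -1.80) from EAE to EAE + A13, the largest fall in the latter comparison among 7183 genes. Zfp36 (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253) had log2 ratios of 0.91 (95% interval 0.84 to 0.98) and -0.58 (95% interval -0.65 to -0.52). Both genes were called DEGs in both comparisons. The negative binomial model, which does not adjust for molecules per cell, did not call Zfp36 from EAE to EAE + A13. With 68 cells drawn per library, the fall of Cyp26b1 was called in 1 and that of Zfp36 in 0 of 10 draws. Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469) rose from Naïve to EAE with a log2 ratio of 1.26 (95% interval 1.10 to 1.43) and had a log2 ratio of -0.22 (95% interval -0.35 to -0.09) from EAE to EAE + A13. Sgms1 (ENSMUSG00000040451, chromosome 19, 32122727 to 32389714) had log2 ratios of 0.41 (95% interval 0.23 to 0.59) and -0.74 (95% interval -0.93 to -0.56). From EAE to EAE + A13, neither gene was called a DEG. Other genes marked in Fig. 3d or Supplementary Fig. 10c moved in both directions from EAE to EAE + A13. The log2 ratio was -0.53 for Nfkbia, -0.42 for Jun and -0.30 for Icam1, and 0.96 for Vim, 0.85 for Col4a1 and 0.45 for Cd74. From Naïve to EAE these ratios were 0.69, 0.31, 1.06, -0.70, -0.77 and 2.18. The 20 genes of Fig. 3d, which the paper chose on these libraries, had a median log2 ratio of 0.87 (95% interval 0.54 to 1.02) from Naïve to EAE and -0.42 (95% interval -0.58 to -0.30) from EAE to EAE + A13. All 20 were higher in EAE than in Naïve and lower in EAE + A13 than in EAE.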

Inflammation-associated genes, including *Cyp26b1* (cytochrome P450 family 26 subfamily B member 1), *Csf1* (colony-stimulating factor 1), *Sgms1* (sphingomyelin synthase 1), and *Zfp36* (zinc finger protein 36), were downregulated by A13 in EAE (Fig. 3d; Supplementary Fig. 10c).

**Fig. 3:**
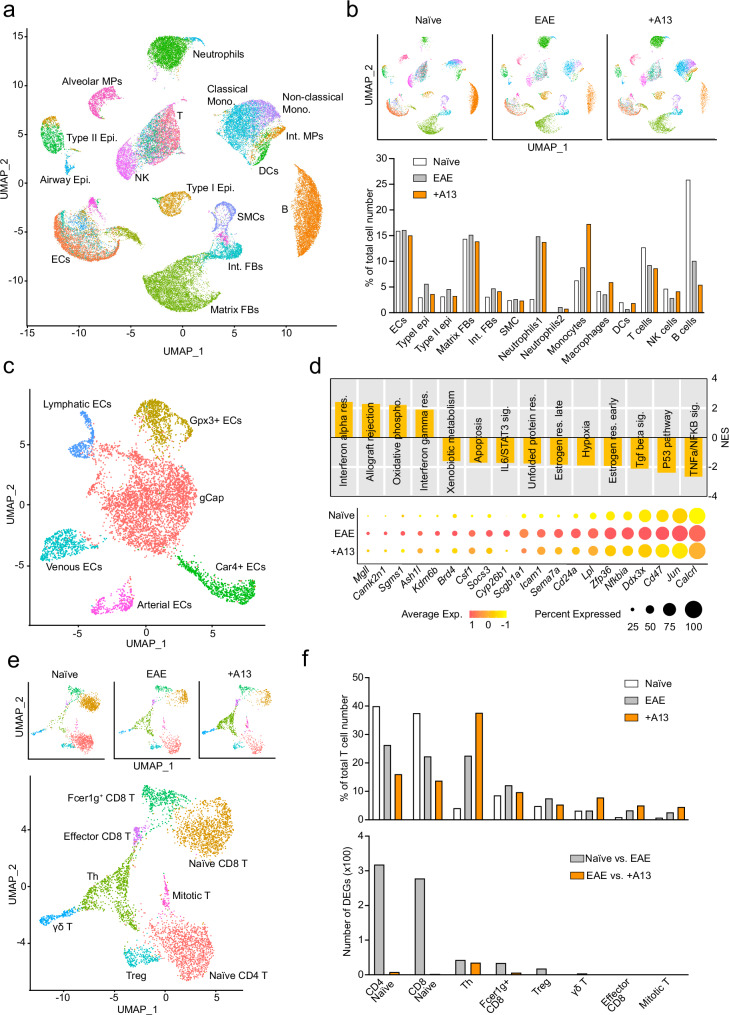
A13-induced changes in EAE lungs. **a** UMAP plot of total cells from lung with color-coded cell types. Single cells were dissociated from three mouse lungs in each group (Naïve, EAE, EAE + A13) at D16 without any depletion, except red blood cell lysis. scRNA-seq was performed using BD Rhapsody and Illumina NextSeq 500 platforms. **b** UMAP plots of individual samples and bar graphs showing the population ratio of each cell type. **c** UMAP plot of the EC subset. **d** GSEA Hallmark analysis of enriched gene sets (FDR ≤ 0.25) in gCap ECs, comparing +A13 vs. EAE. Dot plot shows the expression and percent expression of inflammatory-related genes in gCap ECs for each condition. **e** UMAP plots of T cell subsets. **f** Population ratio of each T cell subset in each condition (upper panel) and a number of differentially expressed genes (DEGs) (adjusted *p*-value < 0.05, log2 fold-change>0.25) comparing Naïve vs. EAE or +A13 vs. EAE. DEG analysis was performed based on a two-sided Negative Binomial model.

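T cells of the lung were clustered again on their own, and no Th cluster came out of this, because a cluster of the whole data set carried the markers of both T and NK cells. T and NK clusters were therefore clustered again together, an alternative chosen after seeing the data, and the T cell subsets other than naïve T cells are given from these clusters. They hold 2117 Naïve, 1150 EAE and 1357 EAE + A13 T cells. Of these T cells, naïve CD4 T cells made up 38.4%, 23.6% and 14.1% in the Naïve, EAE and EAE + A13 libraries, and naïve CD8 T cells 34.5%, 20.6% and 12.3%. Th cells made up 6.42%, 24.7% and 38.7%, Treg cells 4.72%, 7.74% and 5.01%, effector CD8 T cells 2.17%, 4.26% and 5.60% and mitotic T cells 1.13%, 4.09% and 7.66%. In naïve CD4 T cells of the T cell clusters alone, 168 genes were called DEGs as higher and 44 as lower in EAE than in Naïve, and 8 DEGs were called between EAE and EAE + A13, while naïve CD8 T cells had 78 and 0 DEGs. From the joint clusters the counts were 224 and 10 for naïve CD4 and 247 and 1 for naïve CD8 T cells. Th cells had 106 and 56 DEGs, Treg cells 22 and 0, Fcer1g+ CD8 T cells 45 and 5, γδ T cells 4 and 0, effector CD8 T cells 5 and 0, and mitotic T cells 1 and 2. The smaller subsets limit these counts, since there were 24 Naïve mitotic T cells and 35 EAE γδ T cells. When 68 cells of each subset were drawn from each library, the medians between Naïve and EAE were 15.5 for naïve CD4, 14 for naïve CD8 and 13.5 for Th cells.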

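The legend names a negative binomial model, while the statistics section of the paper names the Wilcoxon rank-sum test for the same panel, so DEGs were also counted with a negative binomial model over cells. Between Naïve and EAE this model called 361 DEGs in naïve CD4 T cells, 215 in naïve CD8 T cells and 291 in Th cells. Between EAE and EAE + A13 it called 7, 1 and 60 DEGs. The model took counts without adjustment for molecules per cell, so that a difference in depth can enter its calls. In naïve CD4 T cells the mean was 2165 molecules per cell in Naïve and 3246 in EAE. On simulated counts with 200 changed genes among 5051, the model recovered 193 of these and the rank-sum test 192. Without any changed gene, the model called 1 and the rank-sum test 0 of 5067 genes. These counts were simulated from gCap ECs, at the cell numbers and depths of the EAE and EAE + A13 libraries. They do not test either method at the fewer T cells and the wider difference in depth between Naïve and EAE.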

We also analyzed immune cells in our lung scRNA-seq data (Supplementary Fig. 11a). EAE raises the relative abundance of neutrophils 6-fold, classical monocytes 2-fold and T-helper cells (Th) cells 4-fold, whereas B cells decrease by more than 60% (Fig. 3b). 

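Neutrophils made up 2.28% (95% Wilson interval 2.06 to 2.51%) of the cells in the Naïve library and 14.2% (95% Wilson interval 13.6 to 14.8%) in the EAE library, a fold of 6.23 (95% interval 5.58 to 6.97). Immature neutrophils, a cluster of their own, made up 0.0586% (95% Wilson interval 0.0318 to 0.108%) and 1.01% (95% Wilson interval 0.853 to 1.20%), a fold of 17.3 (95% interval 9.10 to 36.9). The paper's Source Data name the larger of 2 granulocyte populations Eosinophils and the smaller one Neutrophils, so that it is not settled here which cells the paper's text counts as neutrophils. Classical monocytes rose from 3.33% to 7.03%, a fold of 2.11 (95% interval 1.9 to 2.35). B cells were 25.6% and 9.89% of the cells, a fold of 0.387 (95% interval 0.363 to 0.412), so that their share fell by 61.3%. Relative to stromal, epithelial and endothelial cells instead of all cells, the folds were 5.29 for neutrophils, 1.79 for classical monocytes and 0.328 for B cells. The fold of neutrophils depended most on the number of genes a cell must have, and was 13.2 among cells with over 1000 genes. Th cells were 0.796% (95% Wilson interval 0.674 to 0.941%) of the Naïve and 2.19% (95% Wilson interval 1.95 to 2.46%) of the EAE cells. The median log2 ratio of their marker genes between these libraries was 0.68 within the cluster, beyond 1.5-fold, so that the Th clusters of the 2 libraries do not hold the same kind of cell to the extent set for a comparison and no fold is given.

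**Figure D4:**
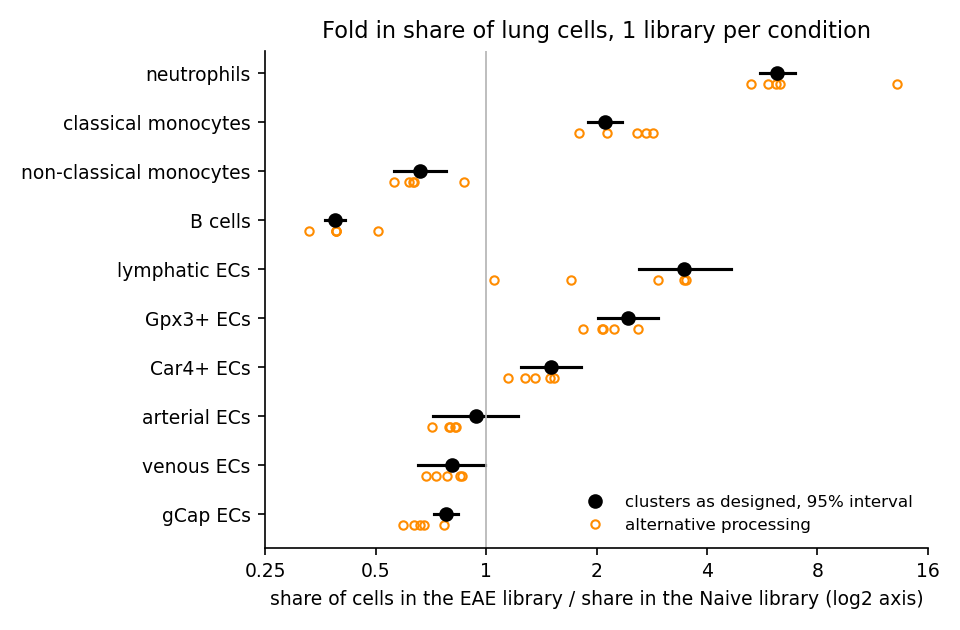
Fold in the share of cells (horizontal log2 axis) between the EAE and Naïve libraries for myeloid cells, B cells and EC subsets, with the exact 95% interval as a line and the folds under alternative processing as open orange points. Neutrophils are higher and B cells lower in EAE under every alternative drawn, while the lymphatic ECs range from 1.05 to 3.50.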

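Between the EAE and EAE + A13 libraries, the share of Th cells went to 3.17% (95% Wilson interval 2.91 to 3.45%), a fold of 1.45 (95% interval 1.25 to 1.68). Classical monocytes went to 11.2% (95% Wilson interval 10.8 to 11.7%), a fold of 1.60 (95% interval 1.48 to 1.73). Non-classical monocytes were 1.77% (95% Wilson interval 1.55 to 2.01%) of the EAE and 5.38% (95% Wilson interval 5.04 to 5.73%) of the EAE + A13 cells, a fold of 3.04 (95% interval 2.63 to 3.53). From Naïve to EAE the share of non-classical monocytes had fallen, with a fold of 0.661 (95% interval 0.561 to 0.776). The fold of Th cells moved most, to 1.20, when each cell was assigned by its own marker score. Among all cells, the shares of neutrophils and B cells did not rise with A13, with folds of 0.898 (95% interval 0.843 to 0.956) and 0.533 (95% interval 0.488 to 0.581). Relative to stromal, epithelial and endothelial cells the folds were 1.03 and 0.614, so that the direction for neutrophils depends on the denominator.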

The abundance of Th cells as well as classical and non-classical monocytes was further elevated in EAE lungs treated with A13 (Fig. 3b, e, f; Supplementary Fig. 11a, b). The degree of myelin phagocytosis in MS coincides with CCR2+ monocyte invasion into the CNS^42^. 

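In classical monocytes, Ccr1 (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692) had a log2 ratio of 3.11 (95% interval 2.74 to 3.51) from Naïve to EAE, Mmp8 (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485) of 2.20 (95% interval 2.02 to 2.39), S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) of 5.87 (95% interval 5.41 to 6.36) and Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) of 1.71 (95% interval 1.46 to 1.96). All 4 were called DEGs with all cells. With 68 cells drawn per library, Ccr1 was called in 10, Mmp8 in 9, S100a9 in 0 and Cxcl2 in 0 of 10 draws. In counts per 10000, Ccr1 went from 0.249 to 2.16, Mmp8 from 1.09 to 5.03, S100a9 from 0.160 to 9.31 and Cxcl2 from 0.593 to 1.94. S100a9 rests on 39 counts in 6 of 568 cells of the Naïve library and was found in 192 of 910 cells (21.1%) of the EAE library. Its ratio is thus not a rise shared by most of these cells. Of the classical monocytes, 4.75% in the Naïve and 17.7% in the EAE library carried another lineage's markers. This measure counts neutrophils and monocytes as the same lineage, so that it cannot show neutrophil RNA in these cells. The largest rises in these cells included S100a8 (5.51), Chil3 (4.13) and Vcan (3.24), ranked among the 5299 genes with at least 50 counts in both libraries. Hpgd (-2.40) and Rsad2 (-2.30) were among the 3 largest falls, and the other is a marker gene.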

Numerous mediators of inflammation, including C-C motif chemokine receptor 1 (*Ccr1*), matrix metalloproteinase-8 (*Mmp8*), S100 calcium-binding protein A9 (*S100a9*), and chemokine (C-X-C motif) ligand 2 (*Cxcl2*), were upregulated in classic monocytes in EAE lungs (Supplementary Fig. 11c, d). *Ccr1* transcripts and other inflammation-associated genes, such as *Fn1* (encoding fibronectin 1), were reduced after A13 treatment, but changes in gene expression relative to vehicle-treated EAE lungs were small (Supplementary Fig. 11c, d). 

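From EAE to EAE + A13, the log2 ratio of Ccr1 in classical monocytes was -0.93 (95% interval -1.03 to -0.83). Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) had a log2 ratio of 0.55 (95% interval 0.48 to 0.62) from Naïve to EAE and -1.14 (95% interval -1.18 to -1.10) from EAE to EAE + A13, at 9.09, 13.3 and 6.03 counts per 10000 in the 3 libraries. The ratios of Mmp8, S100a9 and Cxcl2 from EAE to EAE + A13 were -0.55 (95% interval -0.61 to -0.48), -0.68 (95% interval -0.73 to -0.64) and -0.43 (95% interval -0.53 to -0.33). Ccr1, Fn1 and Mmp8 were called DEGs and S100a9 and Cxcl2 were not. With 68 cells drawn per library, Ccr1 was called in 0 and Fn1 in 4 of 10 draws. Chil3 had a log2 ratio of -2.04 (95% interval -2.05 to -2.02), larger than any of these. In all, 591 DEGs were called in classical monocytes between Naïve and EAE and 182 between EAE and EAE + A13. Of the 422 genes higher in EAE than in Naïve, 50 were lower in EAE + A13 than in EAE. The largest rises from EAE to EAE + A13 were Ifi206 (1.53), Basp1 (1.44) and Abcb1a (1.36), and Crispld2 (-2.59) was among the 3 largest falls, the other 2 being marker genes of immature neutrophils.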

We also looked into the changes affecting helper T cells (Th cells) and γδ T cells, which are critical players in the development of autoimmune diseases^43^. 

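Log2 ratios from Naïve to EAE in naïve CD4 T cells were 2.59 (95% interval 2.17 to 3.03) for Lgals1 (ENSMUSG00000068220, chromosome 15, 78926725 to 78930465), 0.81 (95% interval 0.63 to 0.99) for Thy1 (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579), 1.57 (95% interval 0.89 to 2.27) for Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) and 1.83 (95% interval 1.51 to 2.15) for Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274). All 4 were called DEGs in naïve CD4 T cells with the reported settings, but Cd44 was not with counts thinned to the same mean or with an absolute log2 fold change above 0.5. With 68 cells drawn per library, Lgals1 was called in 1, Thy1 in 1, Cd44 in 0 and Bcl2 in 5 of 10 draws. In naïve CD8 T cells, Lgals1 had a log2 ratio of 2.64 (95% interval 2.10 to 3.21) and Bcl2 of 1.77 (95% interval 1.35 to 2.20), and both were called DEGs, with 68 cells per library in 5 and 3 of 10 draws. Thy1 (0.18, 95% interval -0.04 to 0.39) and Cd44 (0.57, 95% interval -0.76 to 1.84) were not, and their intervals include 0. Cd44 rests on 14 counts in the Naïve and 10 in the EAE naïve CD8 T cells, where a rise of this size is not detectable. With T and NK clusters clustered again together, which gives 730 Naïve and 237 EAE naïve CD8 T cells in place of 364 and 110, Cd44 was called a DEG with a log2 ratio of 1.26 (95% interval 0.67 to 1.87), and Thy1 was not, with a log2 ratio of 0.29 (95% interval 0.16 to 0.43). Under it the log2 ratio of Lgals1 was 2.02 (95% interval 1.74 to 2.31) in naïve CD4 and that of Bcl2 1.28 (95% interval 1.02 to 1.54) in naïve CD8 T cells, both lower than from the T cell clusters alone. That alternative was chosen after seeing the data.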

According to DEG analysis, EAE caused naïve T cells to acquire T cell activation-related factors such as galectin 1 (*Lgals*), Thy-1 cell surface antigen (*Thy1*), the cell surface adhesion receptor CD44 (*Cd44*), and B-cell lymphoma 2 (*Bcl2*), a regulator of cell death (Supplementary Fig. 12a, b). Th cells also acquired expression of markers associated with T cell activation, including Ccr2 (*Ccr2*), galectin 1 (*Lgals*), and ADAM metallopeptidase domain 8 (*Adam8*) (Supplementary Fig. 12a, c). 

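In Th cells, Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) had a log2 ratio of 2.07 (95% interval 1.57 to 2.62) from Naïve to EAE and Adam8 (ENSMUSG00000025473, chromosome 7, 139978932 to 139992562) of 2.50 (95% interval 1.72 to 3.39). Lgals1 had a log2 ratio of 1.18 (95% interval 1.00 to 1.38) in Th cells. All 3 were called DEGs, among 89 genes that were higher and 17 that were lower in EAE. Ccr2 was not called among cells with over 1000 genes. With 68 cells drawn per library, Ccr2 was called in 4, Adam8 in 2 and Lgals1 in 9 of 10 draws. Adam8 rests on 14 counts and Ccr2 on 34 counts in the Naïve library, whose Th cluster held 136 cells. The marker genes of the Th cluster were themselves higher in EAE, as given with the shares of cells, so that part of a ratio can come from a cluster of another make-up in the Naïve library. Bhlhe40 (1.64), S100a4 (1.63) and Gm42418 (1.51), which was higher in EAE in all 26 cell types with enough counts, rose most and Klf4 (-2.06), Actn1 (-1.84) and Foxp1 (-1.79) fell most among the 1312 genes with at least 50 counts in both libraries.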

Notably, administration of A13 had no or only small effects on the expression of these genes, indicating normal T cell representation and activation in A13-treated lungs. 

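From EAE to EAE + A13, the log2 ratios in naïve CD4 T cells were -1.0 (95% interval -1.39 to -0.63) for Lgals1, -0.23 (95% interval -0.43 to -0.02) for Thy1, -0.51 (95% interval -1.23 to 0.18) for Cd44 and -0.57 (95% interval -0.89 to -0.26) for Bcl2. In naïve CD8 T cells they were -0.29 (95% interval -0.74 to 0.16), 0.06 (95% interval -0.21 to 0.33), 0.16 (95% interval -1.38 to 1.65) and -0.93 (95% interval -1.45 to -0.44). None of these genes was called a DEG in naïve T cells, while the intervals of Lgals1, Thy1 and Bcl2 in naïve CD4 and of Bcl2 in naïve CD8 T cells lie below 0. Cd44 could not be called in naïve CD8 T cells, as it was found in 8.18% of EAE and 9.41% of EAE + A13 cells, under the 10% needed. The ratio of Cd44 in naïve CD8 T cells turned negative without integration, without cells that carry another lineage's markers and with T and NK clusters clustered again together, and that of Thy1 in cells with over 1000 genes. With T and NK clusters clustered again together, chosen after seeing the data, the log2 ratio of Lgals1 was -0.44 (95% interval -0.72 to -0.16) in naïve CD4 T cells, outside the interval given first, and -0.48 (95% interval -0.74 to -0.22) in naïve CD8 T cells. In Th cells, the log2 ratio from EAE to EAE + A13 was 0.37 (95% interval 0.30 to 0.45) for Lgals1, 0.54 (95% interval 0.39 to 0.70) for Ccr2 and 0.74 (95% interval 0.54 to 0.95) for Adam8. Lgals1 and Adam8 were called DEGs and Ccr2 was not. Bcl2 in Th cells, also called a DEG, had a log2 ratio of -1.32 (95% interval -1.69 to -0.95), and Ifng, not called, of -0.85 (95% interval -1.19 to -0.51). From the size of these changes, the paper reasons that T cells are present and activated normally in A13-treated lungs.

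**Figure D5:**
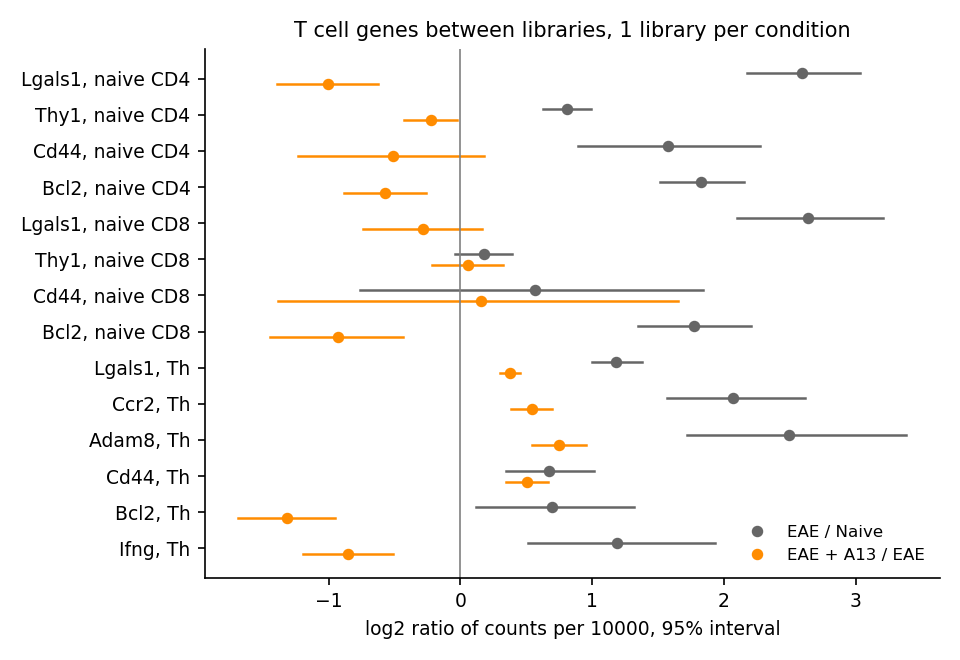
Log2 ratio (horizontal axis) of genes in naïve CD4, naïve CD8 and Th cells between the EAE and Naïve libraries (grey) and between the EAE + A13 and EAE libraries (orange), with exact 95% intervals as lines. Lgals1 in naïve CD4 T cells is at 2.59 for the first and -1.0 for the second comparison, where T and NK clusters clustered again together give 2.02 and -0.44.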

Finally, we compared gene expression in T cells from the lung and brain at peak EAE (Supplementary Fig. 13a, b). This revealed that T cell subpopulations isolated from the brain show much higher expression of activation markers^44–46^ relative to lung. Some examples include interferon γ (*Ifng*), programmed cell death protein 1, also known as PD-1 or CD279 (*Pdcd1*), transforming growth factor β1 (*Tgfb1*), and chemokine ligand 5 (*Ccl5*) (Supplementary Fig. 13b). This result is consistent with the concept that T cells undergo multiple activation steps before exhibiting their full pathogenic potential inside the CNS. Indicating that the accumulation of immune cells in A13-treated lungs at peak EAE is not inducing pulmonary fibrosis, analysis of immunostained tissue sections revealed only a marginal elevation in collagen type I and immune cell cluster-containing areas of EAE showed no accumulation of α-smooth muscle actin (αSMA) in A13-treated samples relative to naïve lung (Supplementary Fig. 14a). At D30, the predominant expression of collagen type I and αSMA was observed in the bronchial and large arterial regions, reflecting coverage by smooth muscle cells, whereas only little signal was visible across the lung parenchyma, except for the few remaining immune cell clusters (Supplementary Fig. 14b).

### Immune cells in the lung form clusters near apelin receptor-positive gCap ECs

As mentioned above, immune cells accumulated in the lung before the onset of EAE symptoms and formed clusters, which were already visible at seven days after MOG35-55 immunization (Supplementary Fig. 1a). A13 treatment delayed this early formation of immune cell clusters, whereas the number of immune cells that were retained in the lung at EAE peak was strongly increased (Fig. 1f and Supplement Fig. 1a). These immune cell clusters resemble inducible bronchus-associated lymphoid tissue (iBALT), which are tertiary lymphoid structures generated by immune cell aggregation in non-lymphoid organs^47^. iBALT is frequently seen in the lungs of smokers and other patients with chronic pulmonary diseases, and is associated with the activation of the adaptive immune system^48,49^. Within these structures, which are often associated with bronchial epithelium, B cells are selected, T cells are primed, and both cell populations increase in number during inflammation^50,51^. CD45+ clusters, similar to iBALT structures, were detectable later in immunostained lung sections from A13-treated EAE mice compared to controls (Supplementary Fig. 1) and tended to be located further away from bronchi (Fig. 4a, b). Furthermore, A13 lungs contained higher proportions of T cells and less B lymphocytes compared to non-treated animals (Fig. 4c, d; Supplementary Fig. 15a, b). Relatively little is known about T cell migration within the pulmonary interstitial tissue, but previous work has proposed that the pulmonary vasculature is guiding this process^52^. Accordingly, we find that CD45+ immune cells were frequently detected near ECs in the alveolar microvasculature, which was enhanced by A13 treatment (Fig. 4e, f). T cell receptor (TCR) complexes are typically located at the rear end (uropod) of migrating T cells^53,54^. Analysis of CD3e distribution by immunostaining shows that the subunit of the TCR complex was more polarized in T cells of vehicle-treated EAE lungs compared to A13 samples (Fig. 4f, g). Taken together, these data suggest that A13 delays immune cell entry into the lung with implications for T cell polarization, the cellular composition of iBALT-like structures, and the resolution of immune cell cluster later during EAE.

**Fig. 4:**
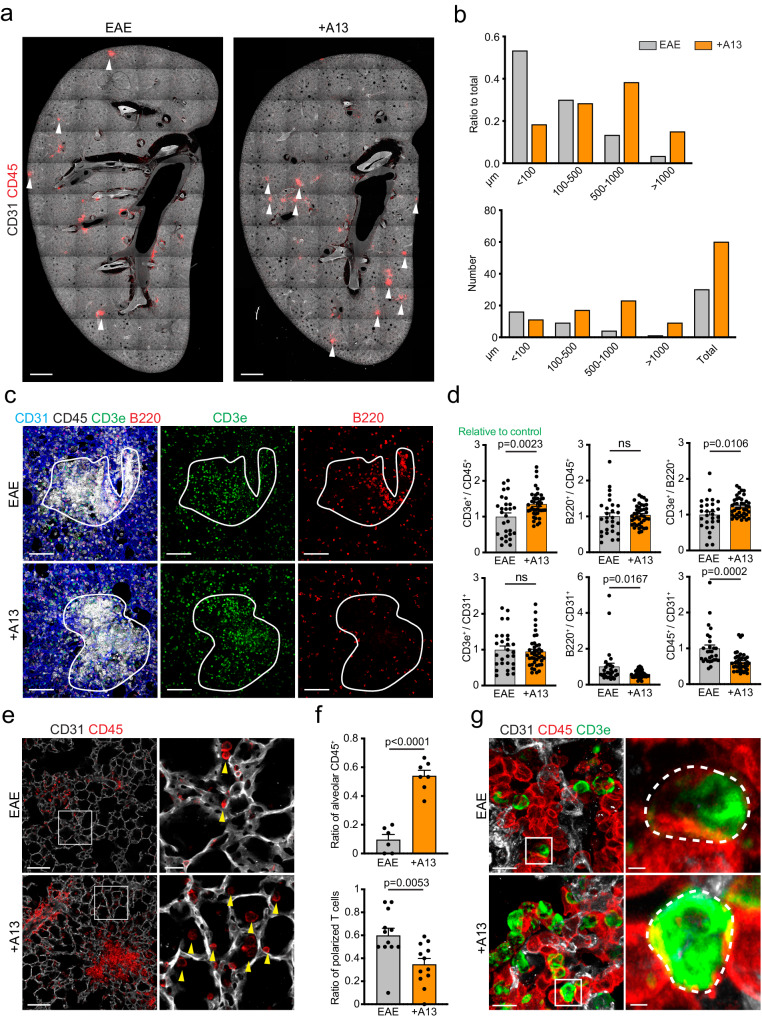
A13 alters the formation of immune cell clusters in EAE lung. **a** Immunostaining of CD45+ (red) immune cell clusters (arrowheads) and CD31 (white) in lung sections at D11 of EAE in vehicle-treated (EAE) and A13-injected mice (+A13). Scale bar, 1 mm. **b** Quantification of the distance between immune cell clusters and nearest bronchus in lung sections (*n* = 5 mice). Lower panel shows the number of immune cell clusters per distance and upper panel shows the ratio of clusters per distance relative to all clusters for each condition. **c** Immunostaining of EAE and +A13 lung sections at D11 (EAE onset) for CD31 (blue), CD45 (white), CD3e (green), and B220 (red). White lines outline immune cell clusters. Note low abundance of B220+ B cells in +A13 samples. Scale bar, 100μm. **d** Quantitation of CD3e+ or B220+ area normalized to CD45+ or CD31+ area in EAE and +A13 immune cell clusters (as shown in **c**). Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 28 (EAE) and 41 (+A13) areas from 5 mice for each condition. **e** Representative images of lung sections stained for CD31 (white) and CD45 (red) for EAE and +A13 at D16 (peak EAE). Yellow arrowheads indicate immune cells located in alveolar area. Scale bar, 100 μm (left) and 20μm (right). **f** Quantitation of CD45+ cells per alveolar area (as shown in **e** and ratio of T cells with polarized CD3e staining (green, as shown in **g**). Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 6 mice (EAE) and 7 mice (+A13) for **e**, *n* = 12 each for **g**. Scale bar, 5μm (left) and 1μm (right). **g** Representative overview images and higher magnifications of insets showing CD3e immunostaining (green) with dashed lines marking outline of cells based on CD45 signal (red).

Next, we investigated the spatial relationship between immune cells and APJ/Aplnr-expressing ECs in mice carrying the *Aplnr-CreERT2* allele together with *R26-mTmG* Cre reporter. *Aplnr-CreERT2*-mediated labeling of Aplnr+ gCap ECs showed that these cells are strongly associated with iBALT-like structures and scattered interstitial CD45+ immune cells in EAE mice (Supplementary Fig. 15c). Strikingly, more than 90% of CD45+ immune cells were already in contact with genetically labeled *Aplnr*-*GFP* + ECs in naïve conditions (Supplementary Fig. 16a, b). Another model of tissue inflammation, LPS treatment, increased the fraction of CD45+ cells in the proximity of GFP-negative CD31+ ECs and CD31-negative structures, but the majority of immune cells (70%) remained associated with *Aplnr-GFP* + ECs under these conditions (Supplementary Fig. 16a, b). Higher magnification images confirmed that *Aplnr-GFP* + ECs were associated with CD45+ leukocytes, which is likely to indicate sites of leukocyte extravasation (Supplementary Fig. 16c). Conversely, a similar genetic strategy using *Apln-CreERT2*+ for the labeling of ECs shows that CD45+ cells were not preferentially associated with apelin+ (GFP+) aerocytes (Supplementary Fig. 16d).

### Regulation of leukocyte recruitment by apelin receptor

During our analysis of immune cell association with *Aplnr-CreERT2*-labelled cells, we observed that VE-cadherin immunostaining at junctions surrounding GFP+ ECs in EAE lungs was weaker relative to GFP-negative cells (Fig. 5a). This difference between GFP+ and unlabelled ECs was eliminated in A13-treated EAE lungs (Fig. 5a). To get further insight into the effect of apelin on EC behavior, we performed a series of in vitro experiments. As *APLNR* expression in HUVECs is low in the absence of flow, a receptor fusion construct carrying GFP at its carboxyterminus (APJ-GFP) was expressed by lentiviral infection and a similar strategy was used to generate control HUVECs expressing tdTomato fluorescent protein without APJ. In mixed cultures of tdTomato+ control and APJ-GFP+ HUVECs, VE-cadherin staining at junctions between APJ-GFP+ cells was less intense relative to junctions between tdTomato+ ECs, and this difference was reduced by A13 administration (Supplementary Fig. 17a). VE-cadherin function is controlled through the phosphorylation tyrosine residues in the cytoplasmic region of the cell adhesion molecule. While tyrosine 731 (Y731) in VE-cadherin is constitutively phosphorylated by Src family kinases (SFKs) and, in particular, the kinase Yes^55^, dephosphorylation of Y731 is induced by interactions of ECs with T cells, which promotes T cell transendothelial migration^56^. Western blot analysis and immunostaining showed that A13 increased Y731 phosphorylation of VE-cadherin relative to vehicle control (Fig. 5b–d). The A13-induced increase in phospho-Y731 was abolished by treatment with PP1 (Fig. 5d), an inhibitor of all SFKs, consistent with previous reports linking Src family kinase activity to apelin^57,58^.

**Fig. 5:**
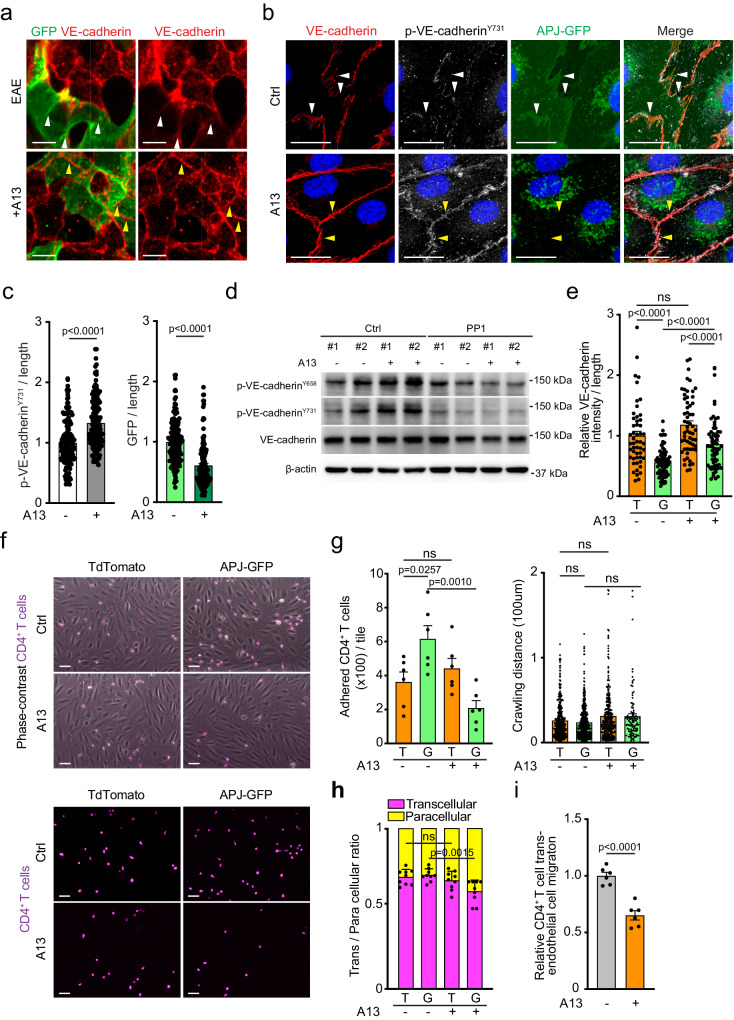
A13 increases junctional VE-cadherin and reduces immune cell trafficking. **a** High magnification confocal image of immune cell cluster in tamoxifen-treated *Aplnr-CreERT2 R26-mTmG* lung stained for VE-cadherin (red). White arrowheads mark VE-cadherin+ junction of APJ+ ECs. Scale bar, 50 μm. **b** Confocal image of HUVEC expressing apelin receptor with c-terminal GFP-tag (APJ-GFP) with or without A13 treatment, stained for VE-cadherin (red), phospho-VE-cadherin^Y731^ (white), APJ-GFP, and DAPI (blue). Note weak phospho-Y731 signal surrounding APJ-GFP+ cells (white arrowheads) but increase in response to A13 (yellow arrowheads), which also reduces APJ-GFP at cell-cell borders. Scale bar, 20 μm. **c** Quantification of phospho-VE-cadherin^Y731^ and APJ-GFP signal at cell perimeter, as indicated. Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 157 (vehicle treated), *n* = 153 (A13 treated) for both phospho-VE-cadherin^Y731^ and APJ-GFP. **d** Western blots of phospho-VE-cadherin^Y658^, phospho-VE-cadherin^Y731^, total VE-cadherin, and β-actin (loading control). APJ-GFP expressing HUVEC were treated with A13 and/or PP1, as indicated. Results from two separate stimulation experiments (#1, #2) are shown. **e** Quantitation of VE-cadherin at cell-cell contacts in tdTomato+ control HUVECs (T) and APJ-GFP+ HUVECs (G) (both pre-treated with LPS, with or without A13 treatment, as indicated). Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 51 for tdTomato+ HUVECs and *n* = 75 for APJ-GFP+ HUVECs treated with vehicle; *n* = 58 for tdTomato+ HUVECs and *n* = 64 for APJ-GFP+ HUVECs treated with A13. **f** Merged images showing phase-contrast of HUVECs (pretreated with LPS) and fluorescently labelled CD4+ T cells (top). Bottom panels show isolated fluorescent channel highlighting A13-induced reduction of adherent CD4 + T cells (purple). Representative movies of brightfield channels are provided as Supplementary Movies 1-4. Quantitation of adherent CD4+ T cells, crawling distance, and ratio of transcellular vs. paracellular trans-endothelial migration on tdTomato+ control HUVECs (T) and APJ-GFP HUVECs (G) with or without A13 treatment, as indicated. Error bars, s.e.m. Two-sided Student’s *t*-test. Scale bar, 50 μm. *n* = 6 areas for each group from 2 independent experiments (**g**, left panel). *n* = 244 cells for all conditions except APJ-GFP+ HUVECs +A13 (*n* = 104) (**g**, right panel). *n* = 9 areas for each group from 2 independent experiments (**h**). **i** Quantification of CD4+ T cell migration across APJ-GFP HUVECs in transwell assay. 6 individual wells/condition from 2 independent experiments. Error bars, s.e.m. Two-sided Student’s *t*-test.

Immunostaining also revealed localization of APJ-GFP at regions of cell-cell contact in vehicle control-treated cells, which was lost in A13-treated cells, resulting in perinuclear accumulation inside ECs (Fig. 5b; Supplementary Fig. 17a). To exclude the possibility that the C-terminal GFP fusion might alter the function of the GPCR, we also constructed an APJ-T2A-GFP lentiviral construct, in which self-cleavage generates separate APJ and GFP protein products. Coculture of APJ-T2A-GFP and tdTomato HUVECs confirmed weaker VE-cadherin staining at junctions between GFP+ cells relative to tdTomato+ cells, and this difference was diminished by A13 treatment (Supplementary Fig. 17b). As no major changes in *Cdh5* transcript level were observable in pulmonary EC subpopulations in vivo or in HUVECs in vitro, the effects of A13 on VE-cadherin are likely to be posttrancriptional (Supplementary Fig. 17c, d).

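In the lung libraries, Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) was found in 93.9% of ECs and 2.47% of B cells. From EAE to EAE + A13, the log2 ratio of Cdh5 was 0.31 (95% interval 0.26 to 0.36) in gCap ECs, where it was called a DEG, 0.23 (95% interval 0.07 to 0.39) in venous ECs and 0.10 (95% interval 0.01 to 0.19) in Gpx3+ ECs. In Car4+, arterial and lymphatic ECs it was 0.05 (95% interval -0.04 to 0.13), 0.04 (95% interval -0.14 to 0.23) and 0.11 (95% interval -0.11 to 0.33), intervals that include 0. The ratio turned negative in Car4+ ECs at resolution 0.4 and in arterial ECs without integration (-0.09), at resolution 0.4 (-0.12) and in cells with over 1000 genes (-0.13). From Naïve to EAE, the log2 ratio was -0.84 (95% interval -0.89 to -0.79) in gCap, -0.51 (95% interval -0.60 to -0.41) in Car4+, -0.49 (95% interval -0.61 to -0.38) in Gpx3+, -0.70 (95% interval -0.90 to -0.51) in arterial, -0.66 (95% interval -0.82 to -0.50) in venous and -0.42 (95% interval -0.72 to -0.11) in lymphatic ECs, below 0 in all 6 subsets and under every alternative tried. In counts per 10000, gCap ECs held 23.3, 13.0 and 16.1 in the Naïve, EAE and EAE + A13 libraries. From transcript levels in lung ECs and in HUVECs, the paper proposes that A13 acts on VE-cadherin after transcription. The HUVEC measurements were not analysed here.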

ICAM-1, a known mediator of leukocyte arrest, intravascular crawling and transendothelial migration, is upregulated in EAE^12,20,33^, but was reduced by A13 treatment in pulmonary ECs in vivo and in HUVECs in vitro (Fig. 2a-c). We therefore employed in vitro assays to directly assess the effects of A13 on T cell adhesion and transmigration across HUVECs and on ICAM-1 expression. Analysis of transmigration under flow confirmed that APJ-GFP expression by HUVECs increased T cell adhesion relative to tdTomato+ control HUVECs. A13 reversed this effect leading to low levels of T cell adhesion to APJ-GFP+ cells and had no significant effect on tdTomato+ control HUVECs (Fig. 5f, g). Live imaging analysis showed that crawling distances of T cells on HUVECs were slightly increased by A13 administration (Fig. 5g). The same approach also indicated that A13 treatment of APJ-GFP+ cells led to a small but significant increase in transcellular migration events relative to paracellular (junction-mediated) migration (Fig. 5g, h). In transwell assays, the migration of T cells across an APJ-GFP HUVEC monolayer in response to CXCL12/SDF-1 was also reduced by A13 (Fig. 5i).

Together, these results show that apelin reduces the transendothelial migration of T cells, but possibly also of other immune cells, which involves reduced adhesion to ECs.

### Ablation of apelin receptor in ECs recapitulates the effect of A13 in EAE

Ligand binding induces signaling by G protein-coupled receptors but, depending on ligand concentration and other factors, it can also limit signal transduction by triggering GPCR internalization and removal from the cell surface in a process termed desensitization^59^. Indeed, it was shown that A13 can desensitize apelin receptor, which involves internalization via clathrin-coated vesicles^60^. As our own in vitro experiments supported the possibility of A13-induced APJ/Aplnr internalization (Fig. 5b), we generated Cy5-tagged fluorescent version of A13 (A13-Cy5) for stimulation experiments. At 2 hours after treatment, internalized A13-Cy5 speckles were visible inside APJ-GFP-expressing HUVECs but not in tdTomato+ control cells. In vehicle-treated HUVECs, APJ-GFP was readily detectable at cell-cell contact sites and this signal was lost after A13-Cy5 administration and APJ internalization (Supplementary Fig. 17e). The sum of the data above indicates that A13 removes its receptor from the cell surface through internalization, resulting in a transient loss-of-function situation limiting inflammatory leukocyte transmigration across the endothelial monolayer.

Next, we performed bulk RNA-sequencing of cultured HUVECs in a loss-of-function setting, namely after siRNA-mediated knockdown of apelin receptor expression (*siAPLNR*). This approach led to the downregulation of inflammatory and TGFβ signaling-related gene expression both under fluid shear stress and static conditions (Fig. 6a, b). Similar to A13 treatment (Supplementary Fig. 6), *siAPLNR* reduced the low baseline expression of *ICAM1*, *VCAM* and *SELE*, but the effects were not as pronounced as those measured after A13 administration (Supplementary Fig. 18a). Moreover, *IL8*, *IL6* and *CCL2*, which were downregulated by A13 administration, were increased in *siAPLNR* HUVECs (Supplementary Fig. 18a).

**Fig. 6:**
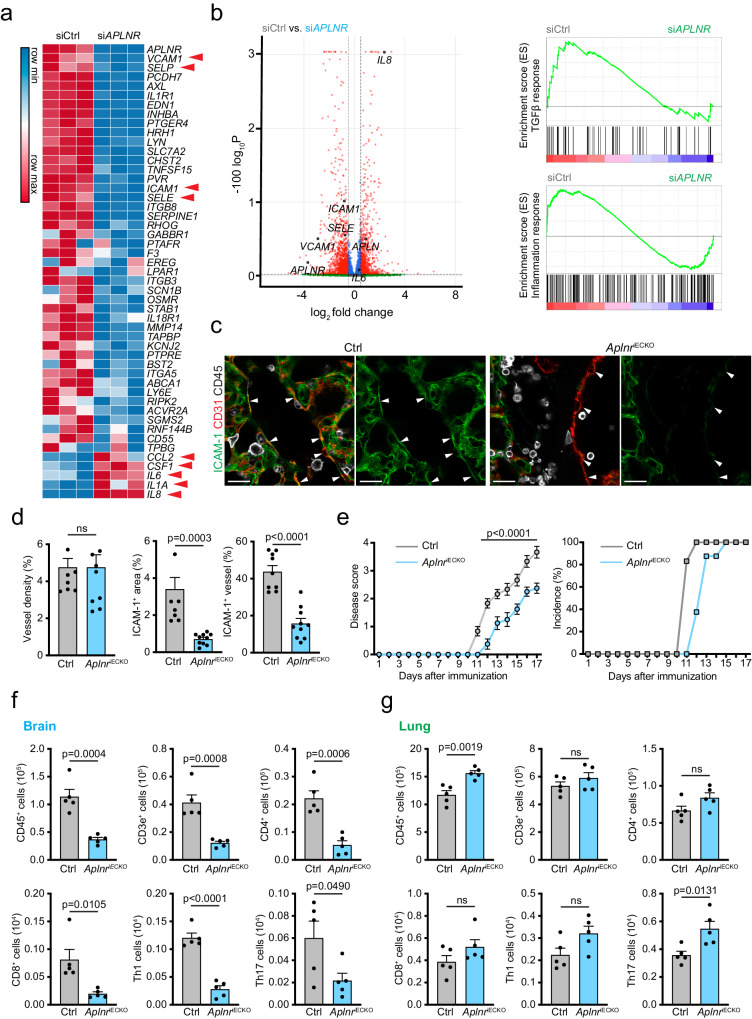
Apelin receptor ablation in ECs. **a** Heatmap showing expression of inflammation-related genes in HUVECs treated with control siRNA (siCtrl) or *APLNR* siRNA (si*APLNR*) under flow conditions. Red arrowheads indicate genes mentioned in text. **b** Volcano plot comparing gene expression of siCtrl and si*APLNR* treated HUVECs under flow (left panel). Plots show enrichment of TGF-β or inflammatory response genes in GSEA analysis (right panels). DEG analysis was performed based on two-sided Negative Binomial model. **c** Confocal images of lung sections from EC-specific *Aplnr* knockout mice (*Aplnr*^iECKO^) and littermate controls at EAE peak stained for ICAM-1 (green), CD31 (red) and CD45 (white). Arrowheads indicate endothelial ICAM-1 and downregulation in *Aplnr*^iECKO^ lung. Scale bar, 20 μm. **d** Quantitation of vessel density (CD31+ area per unit area) and ratio of ICAM-1+ (green) area per total area or CD31+ area. Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 7 for Ctrl, *n* = 10 for Aplnr^iECKO^. **e** Disease score and incidence rate of EAE in 8-12 week-old female *Aplnr*^iECKO^ mice and age and sex-matched littermate controls (Ctrl). Error bars, s.e.m. two-way ANOVA. *n* = 6 mice for each condition. Number of CD45+ cells, CD3e+ T cells, CD4+ T cells, CD8+ T cells, Th1 cells, and Th17 cells in Ctrl and *Aplnr*^iECKO^ whole brain (**f**) and lung (**g**) at peak EAE. Error bars, s.e.m. Two-sided Student’s *t*-test. *n* = 5 mice/group.

For functional studies in vivo, we generated EC-specific *Aplnr* knockouts (*Aplnr*^iECKO^) by interbreeding of *Cdh5-CreERT2* mice^61^ with animals carrying a loxP-flanked *Aplnr* gene^62^ and tamoxifen treatment. In contrast to brain, both the endothelium and the epithelium in the lung shows constitutive expression of ICAM-1, which is further upregulated in response to inflammation^63,64^. Staining of lung sections confirmed constitutive ICAM-1 expression in control littermates, whereas ICAM-1 immunofluorescence was strongly reduced in *Aplnr*^iECKO^ mutants (Supplementary Fig. 18b). Decrease of ICAM-1 was also seen in pulmonary ECs of adult (8-week-old) *Aplnr*^iECKO^ mutants (treated with tamoxifen 1 week earlier), without alterations in the density of pulmonary vessels (Fig. 6c, d). *Aplnr*^iECKO^ mutants showed reduced accumulation of CD45+ cells in response to LPS exposure (Supplementary Fig. 19a, b). Importantly, EAE progression was delayed and disease severity reduced in *Aplnr*^iECKO^ mutants relative littermate controls (Fig. 6e). Flow cytometry showed decreased immune cell infiltration into *Aplnr*^iECKO^ brains and elevated accumulation of immune cells in the lung compared with control littermates (Fig. 6f, g). Thus, genetic inactivation of apelin receptor expression in ECs recapitulates critical aspects of the A13-induced protective phenotype, arguing that decreased apelin receptor function is a common feature in both conditions. The sum of these data argues that *Aplnr*+ gCap ECs facilitate immune cell entry into the lung in the EAE model but also in response to LPS treatment. Immune cell recruitment into the lung is impaired by A13, which induces internalization of apelin receptor, or by genetic inactivation of the *Aplnr* gene in ECs.

### A13 treatment during EAE development ameliorates disease symptoms

To investigate the therapeutic potential of A13 in EAE and also rule out potential effects of the peptide on the initial immune response after MOG35-55 administration, mice were treated with A13 every second day from D7 or daily from D11 (at disease onset) (Fig. 7a). Strikingly, both late treatment regimens significantly reduced disease severity relative to vehicle control animals (Fig. 7a). A13 treatment from D7 also delayed the onset of disease symptoms. Consistent with our previous results, lung lobe sections of mice treated with A13 from D11 presented a higher number of CD45+ immune clusters relative to vehicle control at D20 (Fig. 7b, c). Moreover, the cerebellum of A13 mice at D20 showed reduced immune cell infiltration together with lower ICAM-1 expression (Fig. 7b, d). These results support that the benefits of A13 are not caused by the suppression of the initial immune response in the EAE model (before D7 or D11, respectively), but they also raise the possibility that A13 might allow therapeutic intervention in an early stage of disease development with potential relevance for MS.

**Fig. 7:**
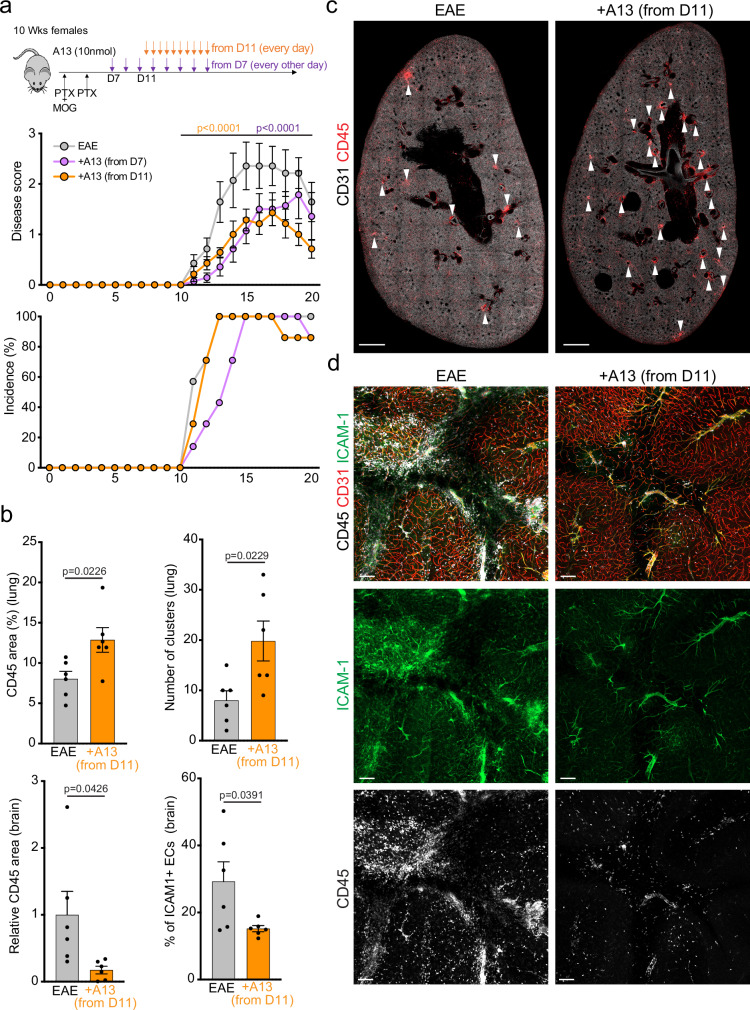
Therapeutic administration of A13 in the course of EAE. **a** Time course of MOG_35-55_ immunization and A13 administration and analysis. Female C57Bl/6 mice aged 8-12 weeks received i.p. A13 or vehicle injections every other day from D7 or daily from D11 (Onset). Shown are incidence rate and disease scores on the indicated days after immunization. Error bars, s.e.m. two-way ANOVA, *n* = 7 mice per group. **b** Quantification of immune cells infiltrating the brain and lung per area, number of clusters in the lung and ICAM-1 + EC ratio in the brain at D20 of EAE and +A13 from D11 onwards (*n* = 6 mice per group). Error bars, s.e.m. Two-sided Student’s *t*-test. **c** Overview confocal images of EAE or +A13 (D11 onwards) lung lobe sections from D20 immunostained for CD31 (white) and CD45 (red). Scale bar, 1 mm. White arrowheads indicate immune cell clusters. **d** Representative confocal images of control (EAE) and +A13 (D11 onwards) cerebellum at D20 immunostained for CD45 (white), ICAM-1 (green) and CD31+ (red). Scale bar, 100 μm. Disease score, 2 for EAE and 1 for +A13.

It has been previously suggested that A13 might be a disease biomarker that is elevated in the serum of MS patients relative to healthy controls^65^. We, therefore, analyzed serum samples of healthy controls and MS patients in relapse or remission (Supplementary Fig. 20a). This revealed significantly higher levels of serum A13 in healthy males relative to healthy women. Female MS patients exhibited an increase in serum A13 during relapse and a smaller, statistically not significant elevation during remission, which raised levels to those seen in healthy males. Disease status had no measurable impact in male samples (Supplementary Fig. 20a). Given that MS is more prevalent in women than men^66^, these findings raise the interesting possibility that higher levels of A13 in male serum might be potentially relevant for protection against the disease in humans.

## Discussion

The etiology of MS in patients remains incompletely understood, but research using EAE as an animal model has indicated a role of T cell reprogramming in the lung, which induces a migratory phenotype and enables the trafficking of these cells into the CNS^8,18^. Within the lung, chemokine signals direct T cells into bronchus-associated lymphoid tissue before they re-enter the blood circulation through lung-draining lymph nodes^8^. These findings are consistent with other reports showing that iBALT in the lung can mediate substantial respiratory immune responses even without an essential role of traditional secondary lymphoid organs^47,67^. Our study shows that A13 delayed immune cell recruitment to the lung but also the subsequent resolution of immune cell clusters in the pulmonary parenchyma, which led to reduction of the number of immune cells in peripheral blood and in mediastinal lymph nodes. These changes were associated with reduced entry of pathogenic T cells into the CNS, resulting in delayed EAE progression and milder disease symptoms relative to vehicle-treated EAE animals. We also provide evidence that treatment at the onset of EAE symptoms can reduce disease score, which suggests that further exploration of the therapeutic potential of A13 could be worthwhile. At the same time, limitations of EAE as a transient model of MS need to be considered. EAE either leads to death or partial recovery of the affected animals^68,69^. The latter is associated with the deletion of encephalitogenic T cells and, in models involving active immunization, resistance to subsequent induction of EAE. Therefore, the role of A13 in chronic neuroinflammation cannot be studied. The primary immune cell types implicated in the manifestation of symptoms are also not identical for the human disease and its animal model. CD8+ T-cells and B-lymphocytes have been associated with progressing inflammation and tissue damage in MS, whereas pathogenesis in EAE is mediated by auto-reactive CD4+ T-cells^70^.

The effect of A13 is not restricted to EAE and the ligand also successfully reduced pulmonary inflammation in response to intranasally administered LPS, which is consistent with various previous reports showing that A13 can protect against acute lung injury^29,31,71,72^. Most of these studies have attributed the beneficial effects of apelin to altered signaling in immune cells^29,31,72^, whereas the EC-specific knockout of *Aplnr* and in vitro experiments in our study indicate an important and direct role of ECs through the regulation of leukocyte transendothelial migration. In our in vivo experiments, we noted that the protection against EAE symptoms is more efficient in A13-treated mice than after EC-specific *Aplnr* inactivation. One possible explanation could be effects on other cell populations even though *Aplnr* expression is largely, but not completely, confined to ECs. Moreover, A13 might also trigger APJ signaling and not only desensitization of the GPCR, whereas the genetic approach generates an irreversible loss of apelin receptor function without active signal transduction. Finally, it should also be considered that systemic administration of A13 can exert vasodilatory and anti-hypertensive effects, which has been, at least in part, attributed to the modulation of vascular smooth cell function^73,74^.

Our data on serum levels of A13 in MS patients support its use as a biomarker at least in female patients. Two previous studies had reported variable results between male^57^ and female MS patients^75^, but it has to be considered that sample numbers were small in both studies and that disease state, comorbidities and treatment differences might result in substantial variability. Given that MS is more prevalent in women than men^66^, these findings raise the interesting possibility that higher levels of apelin in male serum might be potentially relevant for protection against the disease. However, it also needs to be considered that the biological effect of constant exposure to endogenous apelin might not be equivalent to acute A13 administration. The functional modulation of *Aplnr*+ ECs, which are, as our data show, associated with leukocyte transendothelial migration in the lung, by apelin and other factors deserves further investigation in future studies.

At the mechanistic level, we link the biological effect of A13 to reduced T cell adhesion to ECs (Supplementary Fig. 20b). E-selectin, one of the critical TEM mediators in peripheral tissues that is downregulated by A13, functions in the rolling interactions that decelerate leukocytes and position them in close proximity to the endothelial monolayer^76^. A13 also reduces the endothelial expression of ICAM-1 and VCAM-1, which mediate leukocyte adhesion through interactions with integrin receptors and are both upregulated by inflammation. Interestingly, previous work has shown that effector T cells are temporarily entrapped in the pulmonary vasculature on their way to lymph nodes during systemic inflammation^63^. T cell entrapment in the lung is reduced in mice lacking ICAM-1 and the related ICAM-2 molecule, whereas neutrophil recruitment is unaffected^63^. Endothelial VCAM-1 participates in leukocyte diapedesis, which also involves downstream signalling events that help to open endothelial junctional cell-cell contacts^77–79^. This might also explain why some of our findings link A13 and APJ/Aplnr internalization to junctional localization of VE-cadherin, whereas *Cdh5* transcript levels are not altered. Other processes, including altered expression of the inflammatory cytokines CCL2 and IL6 (Supplementary Fig. 20b), might also help to explain why A13 administration delays immune cell trafficking through the lung and thereby suppresses the development of EAE. Similarly, the persistence of immune cell clusters in the lung of A13-treated mice at peak EAE might be caused by altered cytokine expression, the initial delay in immune cell accumulation in the lung or impaired migration towards lymphatic vessels. Regarding the latter, it should be noted that various studies have revealed important roles of apelin signaling in the growth and remodeling of the lymphatic vasculature^80–82^. Genetic approaches could be used to distinguish between the effects of A13 on the ECs of blood vessels or those of the lymphatic vasculature in future studies.

There is currently no cure for autoimmune disorders such as MS, and available treatments can have harmful side effects and need to be carefully monitored because they generate an increased risk of infection^83,84^. Further research will be needed to address whether A13 or other mediators of apelin signaling might be useful for the suppression of acute or chronic inflammation either alone or in combination with other treatment options.

## Methods

### Mice and EAE mouse model

To generate EC-specific *Aplnr* knockouts (*Aplnr*^iECKO^), mice carrying a loxP-flanked *Aplnr* allele^62^ were interbred with *Cdh5-CreERT2* ^61^ transgenic animals. For analysis at postnatal day 6 (P6), 50 μl of 1 mg/ml tamoxifen (Sigma T5648) was administered at P1, P2, and P3. For studies in adult mice, 200 μl of 10 mg/ml tamoxifen were given on 3 consecutive days, 1-2 weeks prior to analysis or EAE induction. For the analysis of interactions between ECs and immune cells, *Aplnr-CreERT2*^85^ or *Apln*-*CreERT2* mice^86^ were bred to *R26-mTmG* Cre reporter animals^87^. The resulting offspring were treated with tamoxifen as described above. EAE was induced in 8-12-week-old C57Bl/6 wild-type females or in *Aplnr*^iECKO^ or *Aplnr-CreERT2 R26-mTmG* females and littermate controls, respectively. Experimental procedures adhered to previous studies^88^. Briefly, a subcutaneous injection of 150 μl of MOG_35-55_ (112 μg/ml in emulsion with Complete freunds adjuvant (CFA)) was administered near the tail base, along with 100 μl of Pertussis toxin (Sigma P7208, 2 μg/ml) via the tail vein. The following day, 100 μl of Pertussis toxin (2 μg/ml) was administered once again. Throughout the experiment, 100 μl of A13 (10 nM, Bio-techne, #2420) or PBS was administered intraperitoneally to the mice, and body weight and disease severity according to the EAE clinical severity scale^89^ were assessed daily. During EAE experiments, vehicle control and A13-treated mice were kept in separate cages within the same room. Animal experiments were not blinded because treatments had to be indicated on cage labels and in our animal database for legal reasons. The size of experimental groups was selected on the basis of previous experiments^88^. Moreover, A13-treated animals showed obvious phenotypic differences during the course of the EAE experiments. Mice were euthanized and dissected on the designated day as detailed in the main text, following terminal anesthesia. All animals were housed in a dedicated pathogen-free facility, and experiments were conducted in compliance with applicable laws and institutional guidelines. The experiments were performed after ethical review and with the necessary permissions granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany.

### Intranasal LPS challenge

A concentration of 2.5 mg/ml of LPS (Sigma, L2630) was dissolved in PBS, with or without A13 (10 nM). 8-12 week-old female C57Bl/6 wild-type mice were sedated using isoflurane. Subsequently, 20 μl of LPS solution was administered to the nostrils of each mouse under anesthesia. Mice were kept in an upright position until they regained consciousness. Animals were sacrificed and lungs were prepared for further processing after 18 h for section staining and 4 or 24 h for BALF analysis.

### Organ isolation and immunostaining

Mice were examined for reflexes following anesthesia induced by Rompun and Ketamine. Anesthetized mice had their caudal vein cut and the chest was opened. DPBS (Dulbecco’s Phosphate-Buffered Saline) was injected through the right ventricle until the lung became pale. Subsequently, 0.1% low melting agarose was administered via the trachea, and the trachea was clamped for 15 minutes. The organs were then prepared and fixed in 4% PFA (Paraformaldehyde) overnight at 4 °C. Vibratome (Leica VT1200S) was used to cut the organs into 100μm or 200μm slices. Sections were stored in an anti-freezing media at −20 °C until use. To remove the anti-freezing media prior to staining, sections were rinsed three times with PBS (Phosphate-Buffered Saline). A blocking buffer and antibody diluent containing 5% Donkey serum in 0.1% Triton X-100 PBST (Phosphate-Buffered Saline with 0.1% Tween-20) were used. The blocking and antibody treatment was performed overnight at 4 °C. Finally, samples were washed three times for 15 minutes each with 0.1% Triton X-100 PBST at room temperature.

### Analysis of CD3e polarity

Utilizing Fiji, individual cells identified through CD45 staining were delineated and a macro was employed to partition these cell into semicircles, measuring CD3e staining intensity on each side separately. The ratio of intensity between one semicircle and the other was computed. Subsequently, the dividing line oft he semicircle was rotated by 45 degrees and intensity measurement and calculation was repeated three more times. The results from these four calculations were aggregated for each cell and cells with calculated values exceeding 2 or below 0.5 were classified as polarized.

### Antibodies

A list of antibodies used in the study is shown in Table 1.

**Table 1:** List of antibodies used in the study

Antibody	Company	Catalog number	Usage	Dilutions
alpha-SMA-eFluor-660	eBioscience	50-9760-82	Immunostaining	1:400
anti chicken Alexa Fluor-488	Jackson Laboratories	703-545-155	Immunostaining	1:400
anti goat Alexa Fluor-647	Invitrogen	A21447	Immunostaining	1:400
anti goat Alexa-594	Invitrogen	A11058	Immunostaining	1:400
anti goat DyLight-405	Jackson Immuno Research	705-475-147	Immunostaining	1:400
anti hamster Alexa Fluor-647	Invitrogen	A21451	Immunostaining	1:400
anti mouse Alexa Fluor-405	Abcam	ab175658	Immunostaining	1:400
anti mouse IgG-HRP	Amersham	NA931-1ml	Western	1:10,000
anti rabbit Alexa Fluor-488	Invitrogen	A21206	Immunostaining	1:400
anti rabbit Alexa Fluor-546	Invitrogen	A10040	Immunostaining	1:400
anti rabbit Alexa Fluor-594	Invitrogen	A21207	Immunostaining	1:400
anti rat Alexa Fluor-488	Invitrogen	A21208	Immunostaining	1:400
anti rat Alexa Fluor-594	Invitrogen	A21209	Immunostaining	1:400
anti rat Alexa Fluor-647	Jackson ImmunoResearch	712-605-153	Immunostaining	1:400
CD19	Abcam	ab245235	Immunostaining	1:100
CD31	R&D Systems	AF3628	Immunostaining	1:100
CD31-APC	R&D	FAB3628A	FACS	1:50
CD3e	BioRad	MCA27690GA	Immunostaining	1:100
CD3e FITC	Thermo	11-0031	FACS	1:50
CD4	Biolegend	BLD-100506	Immunostaining	1:100
CD4-APC	Thermo	17-0042-82	FACS	1:50
CD45	Becton Dickinson	550539	Immunostaining	1:100
CD45 APC-Cy7	BD Pharmingen	557659	FACS	1:50
CD45 PE-Cyanine7	Thermo	25-0451-82	FACS	1:50
CD45-PE	BD Pharmingen	553081	FACS	1:50
CD8a PE	BD Pharmingen	553033	FACS	1:50
F4/80	AbD Serotec	MCA497	Immunostaining	1:100
GFAP	Novus	NB100-53809	Immunostaining	1:100
GFP	2BScientific Ltd	GFP-1010	Immunostaining	1:100
GLUT-1	Millipore	07-1401	Immunostaining	1:100
Iba 1	Novus Biologicals	NB100-1028	Immunostaining	1:100
ICAM1	Abcam	ab222736	Immunostaining	1:100
IFNγ- PE-Cyanine7	Biolegend	505826	FACS	1:50
IL-17A Alexa Fluor 488	Biolegend	506910	FACS	1:50
Myelin basic protein	Abcam	ab7349	Immunostaining	1:100
Olig 2	R&D	AF2418	Immunostaining	1:100
PDPN-PE	eBioscience	Dec 81	FACS	1:50
Prox1	ReliaTech	102-PA32AG	Immunostaining	1:100
RFP	MBL	PM005	Immunostaining	1:100
Tubulin	Sigma	T7451	Western	1:1000
VE-Cadherin	R&D	AF1002	Immunostaining	1:100
VE-Cadherin	Santa Cruz	sc-9989	Immunostaining/western	1:100/1:1000

### Lung dissociation for the scRNA sequencing and EC isolation

Lung tissue was dissociated using a solution containing papain (Worthington, LK003150) and liberase (Roche, 5401054001). Dissociation was carried out for 40 minutes at 37 °C in a water shaker. Cells were collected by centrifugation and the pellet was resuspended in MEM. The cell suspension was then filtered through a 100μm mesh to remove large debris, followed by treatment with RBC lysis buffer (Sigma, R7757) to eliminate red blood cells. A second filtration step using a 40-μm mesh was performed. The cell count was determined using a cell counter (Logos, L10001). For single-cell RNA sequencing, the cell suspension was diluted and aliquoted at a concentration of 40,000 cells per 100 μl in FACS buffer (0.2% FBS, 2 mM EDTA in PBS). The BD Rhapsody single-cell analysis system was utilized to prepare the single-cell RNA libraries, which were subsequently sequenced using the Illumina Next-seq 500 platform with a mid-output setting. To isolate ECs, CD45+ cells were depleted using the MACS method and CD45 microbeads (Miltenyi Biotec, 130-052-301). Next, cells were stained with PDPN-PE (12-5381, eBioscience), CD45-Pecy7 (25-0451-82, eBioscience), and CD31-APC (FAB3628A, R&D) for 30 minutes at 4 °C. The stained cells were washed three times with FACS buffer. Using FACS ARIA (BD, FACSARIA IIIU), CD45-negative cells were gated, and CD31 + PDPN- cells were sorted for further applications.

### FACS analysis for the brain and lung-infiltrating immune cells

Mice were anesthetized using Ketamine and Rompun. Peripheral blood was collected from the caudal vein using a needle and syringe into an anticoagulant tube. To remove red blood cells, the collected blood was treated three times with RBC lysis buffer (Sigma cat. R7757). Cells were then kept in FACS buffer on ice for further FACS analysis. For the analysis of brain and lung tissue, mice were perfused with DPBS as described in the method section on organ isolation. Lungs and brains were minced in a 2 ml eppendorf tube, and 1 ml of FACS buffer was added until the color became homogeneous. Lung and brain pieces were dissociated in FACS buffer in a 6-well plate using a 100μm mesh and plunger. The cell suspension was collected with 10 ml of FACS buffer and centrifuged to obtain a cell pellet. Cell pellets were resuspended in 37% Percoll and loaded on top of 70% Percoll (Cytiva, 17089102). After centrifugation, the mononuclear cell layer was collected. Cell pellets were resuspended in 1 ml of FACS buffer and the cell concentration was measured using a cell counter. For CD45, CD4, and CD8 T cell analysis, 10^5^ cells were stained directly with CD45-APCcy7, CD3e-FITC, CD4-APC, and CD8-PE at 4 °C for 20 minutes, followed by three washes with FACS buffer. The stained cells were then analyzed using a FACS analyzer (FACSymphony A3). The remaining cells were cultured with 10% FBS RPMI 1640 medium supplemented with 10 ng/ml PMA (Sigma, P1585), 1 μg/ml ionomycin (Sigma, IO634), and 10 μg/ml Brefeldin A (Sigma, B6542) for 6 hours. For IFNγ-PECy7 and IL-17A Alexa Fluor 488 staining, the BD Cytofix/Cytoperm kit (BD, VDV554715) was used according to the manufacturer’s instructions, followed by staining with CD45-PE and CD4-APC. The stained cells were then analyzed using a FACS analyzer (FACSymphony A3). Gating strategies are shown in Supplementary Figs. 21 and 22.

### Cell culture and flow experiment

HUVECs were cultured in EC proliferation medium (Provitro, 201 0001) on dishes coated with 0.5% gelatin. Cells were used in experiments until passage 5. For the flow experiment, 10^5^ cells were seeded on gelatin-coated 0.6 mm u-slide I Luer chambers (ibidi 80186). The media was changed 4 hours after seeding to complete media before cells were incubated overnight in a 5% CO2, incubator at 37 °C. Subsequently, cells were starved for 12 hours using starvation media. Slides were then connected to the flow system (Ibidi, 10902). Shear stress (15 dyn/cm^2^) was applied to cells for 12 hours, followed by an additional 6 hours of shear stress exposure with or without 1 μM A13.

### Transendothelial cell migration assay

10^5^ HUVECs were seeded on Fibronectin-coated inserts of transwells (Corning, 3415) and cultured for 24-36 hours until they reached confluence. After the medium was then replaced by medium with or without 1 μM A13, cells were placed in the cell culture incubator for an additional 48 hours. After removing the medium, 10^5^ human CD4 T cells in 0.5% BSA/RPMI medium were added to the insert, which was placed in a well filled with chemoattractant medium (50 ng/ml Cxcl12, R&D, 350-NS-010/CF and 0.5% BSA/RPMI). After six hours, cells in the suspension of the lower chamber were counted.

### Lentivirus generation and infection

The lentiviral APJ-GFP vector was purchased from Origene (RC207576L2) and coding sequences for tdTomato and APJ-T2A-GFP were inserted into the same lentiviral vector backbone. Vectors were expanded using DH5a cells and a Midiprep kit (Macherey-Nagel, MN740410.50). Lentiviruses were generated by transfecting 293 T cells with the lentiviral vector and packaging vectors (pMD2.G and psPAX2). The lentivirus-containing media were concentrated using Lenti X concentrator (Takara, PT4421-2) to 100x and stored at −80 °C. The concentrated lentiviruses were used to treat P1 HUVECs with 8 µg/mL polybrene overnight. The following day, the medium was replaced and the lentivirus-treated HUVECs were used for further assays and analysis.

### BALF cell isolation and blood cell contents measuring

Mice were fully anesthetized with Rompun and Ketamin before an incision was made in the neck to remove the salivary gland and expose the trachea. The head was fixed to straighten the trachea and intubation needles were inserted. Needles were slowly withdrawn while keeping the tube inside the trachea. The trachea and tube were tightly secured with nylon threads. A 1 ml syringe filled with 600 μl of DPBS was connected to the tube. DPBS was injected slowly and drained three times by manipulating the plunger, with the collected fluid being transferred to a 2 ml Eppendorf tube. This DPBS collection process was repeated three times. Blood was obtained from the abdominal vein and collected in a heparin-coated tube. The collected DPBS volume was measured using a pipette, and cell concentration was determined using a Luna cell counter. The BALF and blood cells were analyzed using the Scil Vet abc Plus+ system following the manufacturer’s instructions.

### Knockdown of APLNR

For the downregulation of the apelin receptor in HUVECs, siAPLNR (Invitrogen, HSS100324) was used with siCont (Invitrogen, 12935200) serving as control. The transfection reagent was prepared by mixing 3.6 µL of siRNA (20pmol/µL) and 9 µL of RNAiMax (Invitrogen, 13778075) diluted in Opti-MEM before the mixture was incubated for 20 minutes. The transfection reagent was then added to 10^5^ adherent HUVECs and allowed to incubate overnight. The assay was conducted between 24-48 hours post-transfection.

### Bulk RNA seq and qPCR

RNA from HUVECs, tissues, and sorted cells was isolated using the RNeasy Plus Micro kit (Qiagen, 74034). For qPCR analysis, cDNA was synthesized using the iScript cDNA synthesis Kit (Bio-Rad, 1708891), and qPCR was carried out using TaqMan primers (listed below) and the SsoAdvanced Universal Probes Supermix (Bio-Rad, 1725284). For bulk RNA-seq, libraries were generated using NEBNext (NEB, E7760L), and sequencing was performed on an Illumina NextSeq 500 with mid output.

The following primers were used for qPCR: Cdh5(Mm00486938_m1), Cldn5(Mm00727012_s1), Klf4(Mm00516104_m1), Apln(Mm00443562_m1), Aplnr(Mm00442191_s1), Icam1(Mm00516023_m1), Il6(Mm00446190_m1), Ccl2(Mm00441242_m1), Gja4(Mm01179783_m1), Actb(Mm00607939_s1).

### Bioinformatics analysis

The sequencing data in FASTQ format was processed using the BD Rhapsody WTA Analysis pipeline (version 1.0) on the SevenBridges Genomics online platform. The resulting expression matrix was used for further data analysis. Data normalization, dimensionality reduction, and visualization were performed using Seurat (version 4.3.0) unless specified otherwise.

For initial quality control of the extracted gene-cell matrices, cells were filtered using the following parameters: nFeature_RNA > 500 & nFeature_RNA < 6000 for the number of genes per cell, percent.mito <25 for the percentage of mitochondrial genes, and genes with parameter min.cells = 3. Filtered matrices were normalized using the LogNormalize method with a scale factor of 10,000. Variable genes were identified using the FindVariableFeatures function with the following parameters: selection.method = “vst”, nfeatures = 2000, trimmed for the genes related to cell cycle (GO:0007049), and then used. Data integration was performed using the FindIntegrationAnchors and IntegrateData functions with default options. Statistically significant principal components were determined using the JackStraw method, and the first 9 principal components were used for UMAP non-linear dimensional reduction.

Unsupervised hierarchical clustering analysis was performed using the FindClusters function in the Seurat package. We tested different resolutions between 0.1 ~ 0.9 and selected the final resolution using the clustree R package to determine the most stable and relevant resolution for our previous knowledge. The cellular identity of each cluster was determined by finding cluster-specific marker genes using the FindAllMarkers function with a minimum fraction of cells expressing the gene over 25% (min.pct=0.25) and a log2 fold change threshold of 0.25 (logfc.threshold=0.25).

For subclustering analysis, specific cluster(s) were isolated using the subset function, and the data matrix was extracted from the Seurat object using the GetAssayData function. The whole analysis pipeline was then repeated from data normalization. The FeaturePlot, VlnPlot, and DoHeatmap functions of the Seurat package were used for visualization of selected genes. Gene set enrichment analysis (GSEA) was performed using the Molecular Signatures Database (MSigDB) v7.1 hallmark gene sets (mouse version) with the fgsea R package (version 1.24.0).

For bulk RNA-seq analysis, total RNAs were extracted using the RNeasy Plus Micro kit (Qiagen). The quality and quantity of RNA samples were analyzed with a Bioanalyzer and RNA 6000 pico kit (Agilent). Double-stranded cDNA was synthesized using the SMART-Seq v4 Ultra Low Input RNA kit for Sequencing (Takara), and sequencing libraries were constructed with the Nextera XT DNA Library Preparation Kit (Illumina). The resulting sequencing libraries were sequenced with 2 × 75 bp paired-end reads on the NextSeq 500 sequencer (Illumina). Sequenced reads were aligned to the human (hg38) reference genome using TopHat (version 2.1.1), and the aligned reads were used for transcript quantification by using HTSeq-count (version 0.6.1). DESeq2 (version 1.44.0) was used to identify differentially expressed genes across the samples.

### T cell isolation

In line with Dutch legislation and the Declaration of Helsinki, 50 mL peripheral whole blood was drawn from healthy volunteers. All volunteers provided informed consent and all protocols were approved by the Amsterdam University Medical Centre ethical committee (METC). Blood was processed within 2 hours of donation.

First, 10–20 mL of blood was mixed 1:1 with PBS + 5% TNC (tri-sodiumcitrate, Merck, 1.06447.5000) and gently layered on top of 12.5 mL Ficoll (Cytiva, 17144003) in a 50 mL tube. This tube was centrifuged at 800 x *g* for 20 minutes with slow start and no brake. After centrifugation, the PBMC ring was pipetted out carefully and pipetted into a fresh 50 mL tube. The PMBC fraction was washed once in PBS + 5% TNC, after which they were centrifuged for 10 min at 300x g. Remaining erythrocytes were then lysed with 45 mL ice-cold lysis buffer (155 mM NH4CL, 10 mM KHCO_3_, 0.1 mM EDTA, pH7.4 in Milli-Q (Gibco, A1283-01) for 15 min at ice, with a 10 min 300 x *g* centrifuge step after lysis. Cells were then resuspended in RT HEPES+ (20 mM HEPES, 132 mM NaCl, 6 mM KCL, 1 mM CaCl_2_, 1 mM MgSO_4_, 1.2 mM K2HPO4, 5 mM glucose (All Sigma-Aldrich), and 0.4% (w/v) human serum albumin (Sanquin Reagents), pH7.4) and total cell numbers were counted.

To isolate CD4+ T cells from the PBMC fraction, a negative selection separation kit (Miltenyi Biotec, 130-096-533) was used according to manufacturer’s instructions. After isolation, CD4+ T cells were resuspended 2 mil/mL in RPMI 1640 medium (Gibco, 11875093) with 100 U/mL penicillin and streptomycin (P/S) and were kept in a 12 well plate overnight at 37 °C in 5% CO2.

### Flow assay

The protocol for the leukocyte flow assays is based on a previous study^90^. 30000 HUVECs, expressing either APJ-GFP or tdTomato, per lane were seeded into a FN-coated Ibidi μ-slides VI0.4 (Ibidi, Munich, Germany) and grown for 72 hours. Medium was refresh twice daily. 24 hours before the experiment, 1/1000 A13, or DMSO was added to the HUVECs. 4 hours before the experiment, 10 ng/mL LPS (Sigma, L2880) was added to all HUVEC to mimic inflammation. A13 and DMSO were refreshed also.

CD4 + T cells were resuspended 10^6^/mL in 37°C HEPES+ and labelled using VybrantTM DiD Cell-labeling solution (1/6000) for 20 minutes. The ibidi flow slides were connected to a perfusion system and underwent shear flow of 0.8 dyn/cm^2^. Flow was turned on 3 minutes before 700.000 CD4+ T cells were injected upstream of the ibidi flow chamber. CD4 + T cell TEM (transendothelial migration) dynamics were recorded using an Axiovert 200 M widefield microscope, equipped with a 10x NA 0.30 DIC Air objective (Zeiss). Fluorescent excitation was induced by a HXP 120 X light source (100% intensity). For transmitting light, a TL Halogen Lamp at 6.06 V. An AxioCam Icc 3 (Zeiss) camera was used for detection. In the phase-contrast channel, an exposure of 32 ms was used. In the DiD/Far-red channel, an exposure of 3000 ms with an 625-655 excitation filter, a 660 beam splitter and a 655-715 emission filter were used.

To analyse CD4 + T cell crawling dynamics and preferred route of diapedesis, images were taken approximately every 5 seconds for 20 minutes at 3 positions in the middle of the ibidi lane. Immediately after time-lapse acquisition, tile-scans were performed to later quantify total adhesion and transmigration efficacy. Images were taken using Zen Blue software from Zeiss. The tile-scan was stitched in this software too, based on the phase-contrast image.

### Flow assay analysis

All analyses were performed in Imaris version (10.0.0) and were based on earlier publications^90^. Total adhesion and diapedesis efficacy were measured by performed a spot analysis on the tile-scans. Spots were detected based on DiD signal, with an estimated diameter of 8 μm. Spots were manually thresholded based on Imaris’ quality parameter. Transmigrated and non-transmigrated CD4+ T cells were distinguished based on their intensity in the phase contrast channel, where non-transmigrated CD4+ T cells were white and transmigrated CD4+ T cells black. Total adhesion was calculated as # non-transmigrated CD4+ T cells + transmigrated CD4+ T cells. CD4+ T cell diapedesis efficacy was quantified as (# transmigrated CD4+ T cells) / (# non-transmigrated CD4+ T cells + transmigrated CD4+ T cells) * 100%.

To quantify crawling dynamics, the same spot analysis was performed on CD4+ T cells during the time-lapses. CD4+ T cells were detected up until their moment of diapedesis, again based on their intensity in the phase-contrast channel. An auto-regressive motion tracking algorithm in Imaris was added to connect all detected spots in the video, allowing a maximum distance of 20 μm between frames. A gap size (a frame without spot detected) of 1 was allowed in this algorithm. All tracks with less than 4 spots were filtered out to ensure only proper crawling tracks were measured. Crawling speed, duration and length were extracted from these data.

In the time-lapses, we manually counted for each diapedesis event if it took place at a cell-cell junction (paracellular diapedesis), or through the cell body (transcellular diapedesis). Data were displayed as percentages for each donor.

### Serum sample collection and ELISA analysis from MS patients

A total of 108 serum samples were collected from 36 male and 72 female participants (Supplementary Data 1). Samples were divided into three groups based on health status: healthy donors, multiple sclerosis (MS) relapse, and MS remission. The study was approved by the local ethics committee Ärztekammer Westfalen-Lippe under the approval numbers 2016-053-f-S and 2010-262-f-S. All patients provided written consent. The human A13 level in the collected serum samples was examined using the CUSABIO ELISA Kit (CSB-E13072h) according to the manufacturer’s instructions. Sample selection and serum analysis were done independently. Health status information was unblinded after ELISA assays.

### Statistics

Reproducibility was ensured by analyzing 3 independent samples or by conducting 3 independent experiments, unless indicated otherwise. No statistical method was used to predetermine sample size, and no animals were excluded from the analysis. All quantifications were performed using GraphPad Prism (GraphStats Technologies, version 9). For disease incidence and score, a two-way ANOVA with Geisser-Greenhouse correction was applied. Other quantifications were analyzed with a two-sided Student’s *t*-test. Differential expression testing for DEG analysis was performed based on the two-sided Negative Binomial model for bulk RNA-seq (Figs. 2c and 6b) and on the two-sided non-parametric Wilcoxon rank sum test for scRNA-seq (Fig. 3f, Supplementary Fig. 10c, 11c, 12a). DEGs were visualized with volcano plots using the EnhancedVolcano R package (version 1.10.0).

### Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Data 1

### Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the gene expression omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE230551 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230551). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

# Supplementary material for: Apelin modulates inflammation and leukocyte recruitment in experimental autoimmune encephalomyelitis
**Source:** Nat Commun. 2024 Jul 25;15:6282. doi: 10.1038/s41467-024-50540-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **Apelin modulates inflammation and leukocyte recruitment in experimental autoimmune encephalomyelitis**

Hongryeol Park<sup>1</sup>, Jian Song<sup>2</sup>, Hyun-Woo Jeong<sup>1</sup>, Max L. B. Grönloh<sup>3</sup>, Bong Ihn Koh<sup>1</sup>, Esther Bovay<sup>1</sup>, Kee-Pyo Kim<sup>4</sup>, Luisa Klotz<sup>5</sup>, Patricia A. Thistlethwaite<sup>6</sup>, Jaap D. van Buul<sup>3</sup>, Lydia Sorokin<sup>2</sup>, Ralf H. Adams<sup>1,#</sup>

## **Table of contents**

### **Supplementary Figures. 1-22**

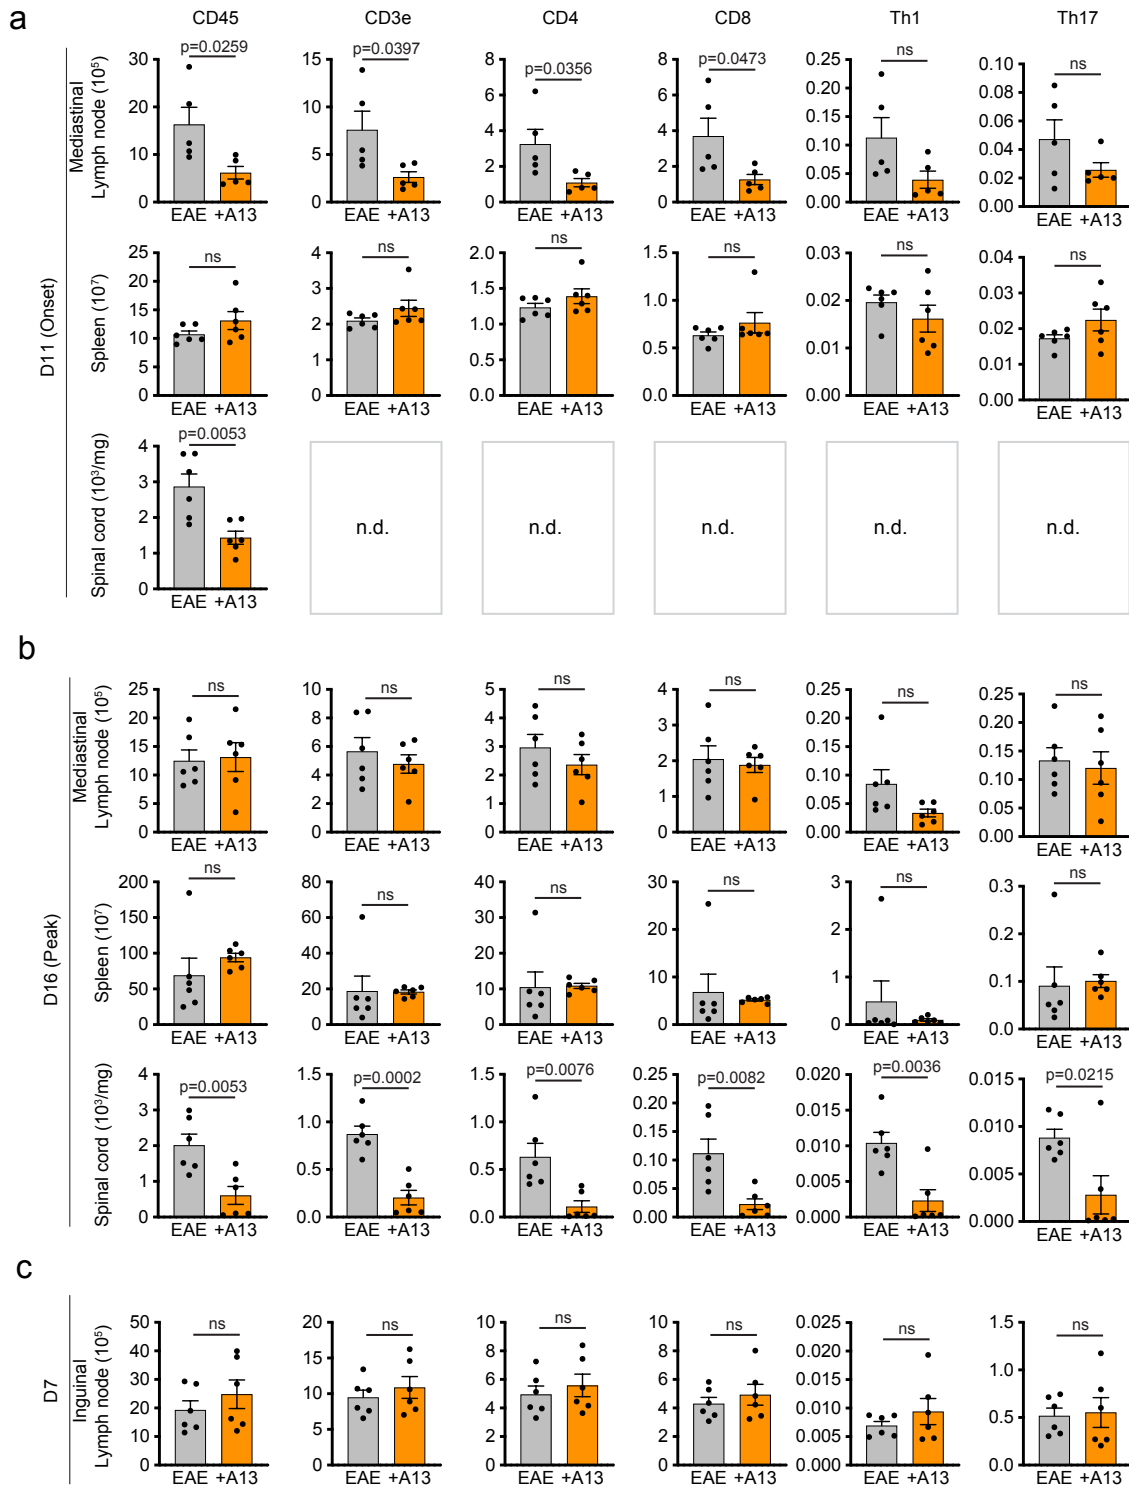

Supplementary Figure 1. Effect of A13 on lymph nodes, spleen and spinal cord.

a, b, Number of the indicated immune cell populations in mediastinal lymph node, spleen, and spinal cord from EAE +vehicle (grey boxes) and +A13 (orange boxes) mice at D11 (a) and D16 (b). T cell populations were below detection limit ("n.d.") in spinal cord at D11. Error bars, s.e.m. p-value, student t-test (\* $p < 0.05$ , \*\* $p < 0.01$ , ns, not statistically significant). c, Number of immune cells in inguinal lymph nodes from EAE +vehicle (grey boxes) and +A13 (orange boxes) mice at D7. Error bars, s.e.m. Student t-test (ns, not statistically significant). The number of mice is 6 for each group, except for the D11 Mediastinal Lymph node group, which has 5 mice each.

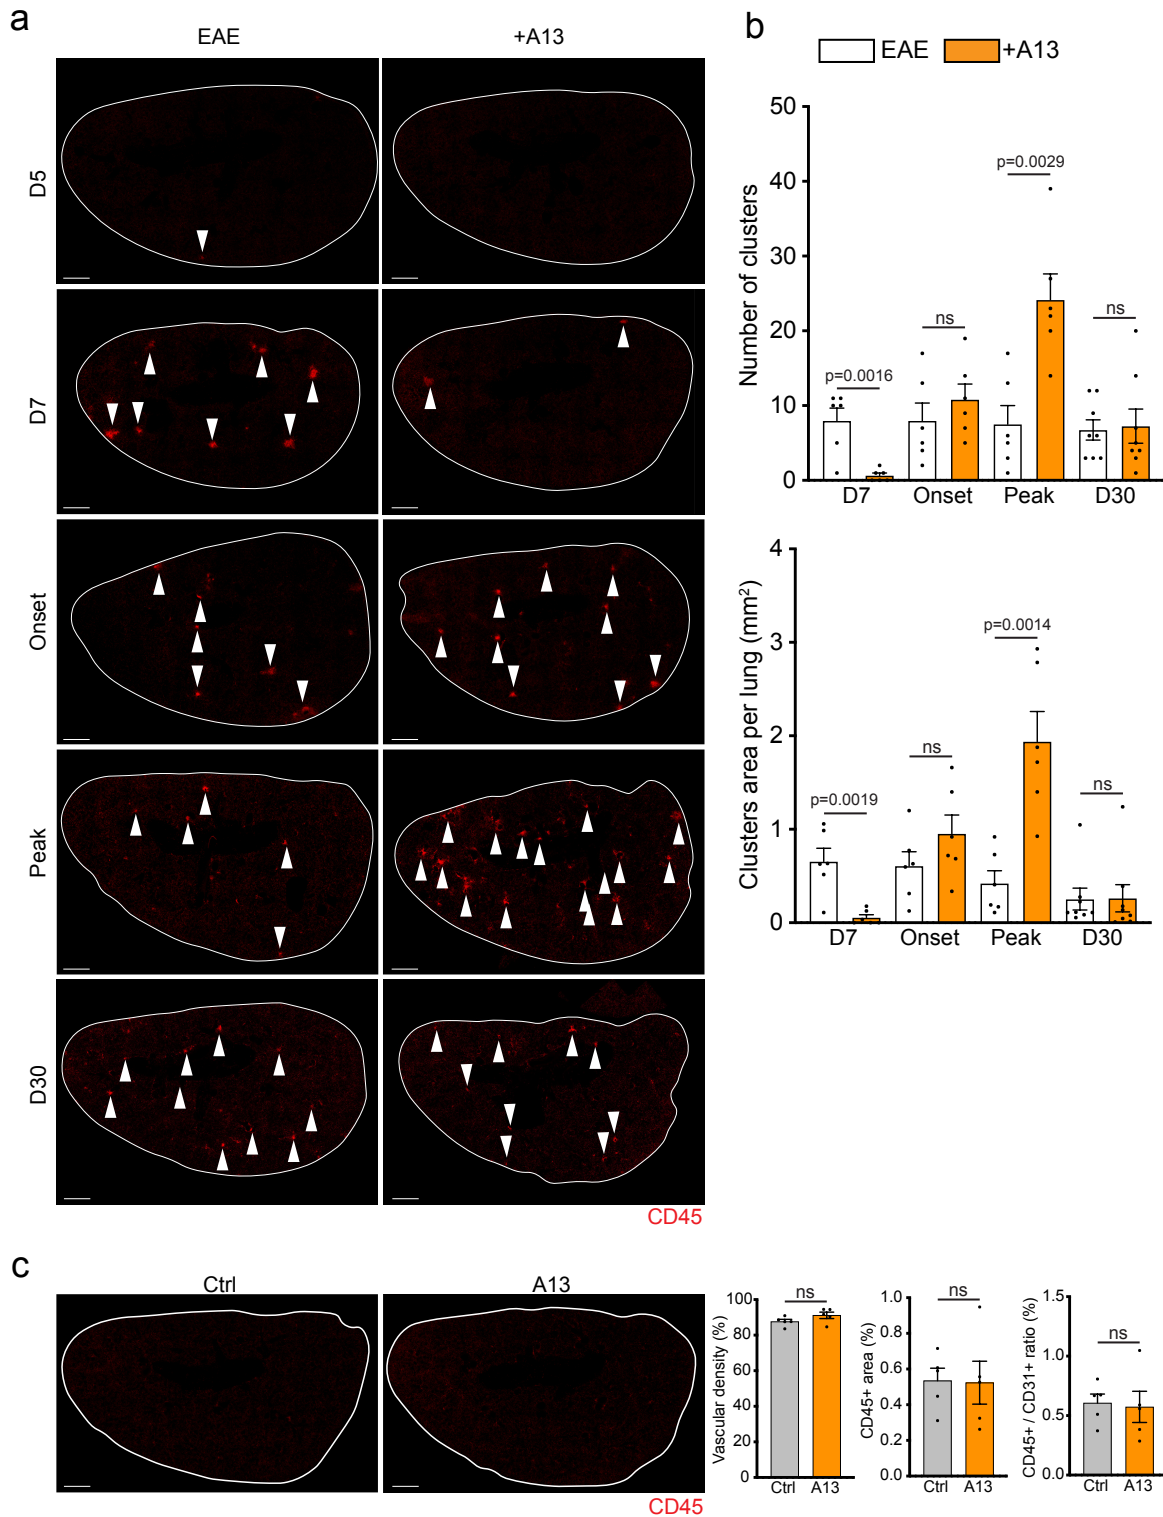

**Supplementary Figure 2. CD45+ cell accumulation in EAE lung.**

a, CD45+ immune cell clusters (arrowheads) in lung lobe sections (white outline) at the indicated stages after EAE induction. Note that A13 delays immune cell accumulation but, at peak EAE, also the resolution of CD45+ clusters. Scale bar, 1mm. b, Quantification of number of CD45+ immune cell clusters and clusters per area in lung sections. Error bars, s.e.m. Student t-test (ns, not statistically significant). The number of mice is 6 for each group, except for the D30 group, which has 8 mice each. c, Absence of CD45+ cell clusters in the lung of naïve mice treated with A13 for 14 days. Graphs on the right show that vascular density, CD45+ area and ratio of CD45+ and CD31+ areas are unaffected by A13. Error bars, s.e.m. Student t-test (ns, not statistically significant). The number of mice is 5 for each group.

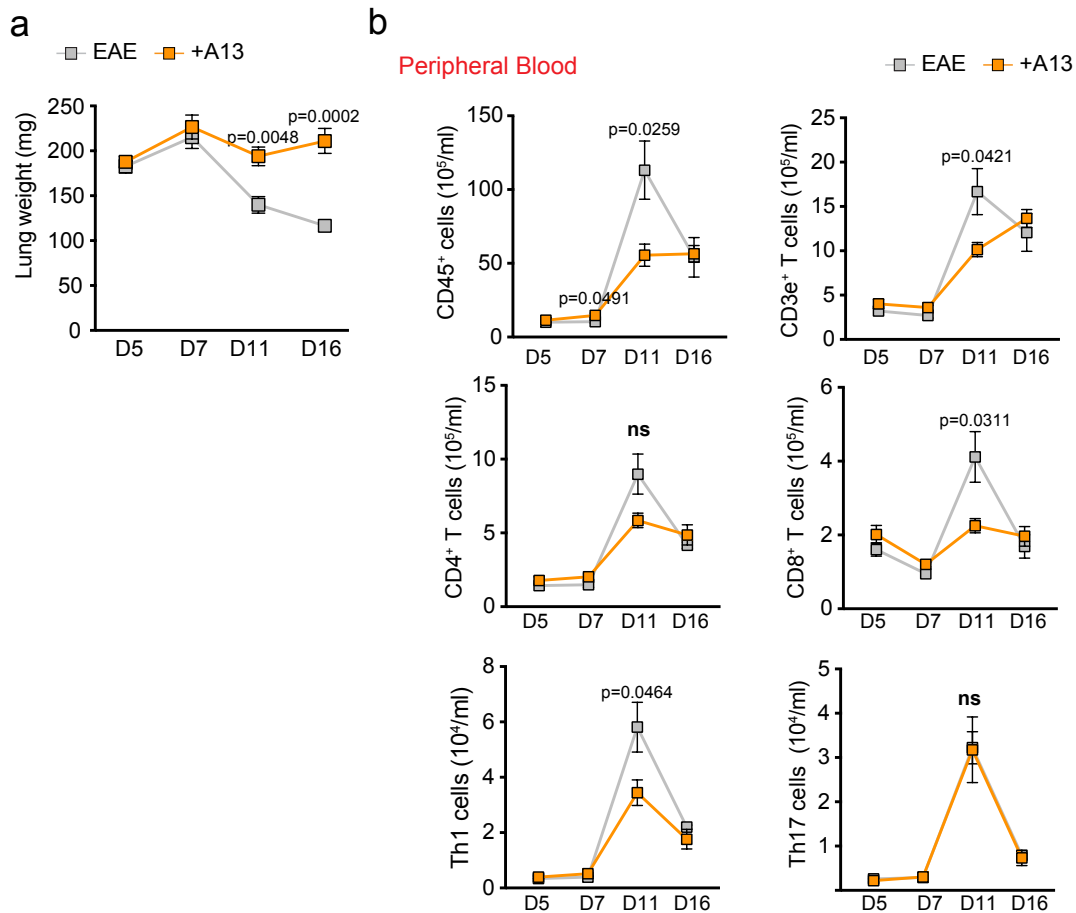

Supplementary Figure 3. Effect of A13 on lung weight and circulating immune cells.

a, Lung weight during EAE progression (grey line) and impact of A13 treatment (orange line). Error bars, s.e.m. Student t-test. The number of mice is 5 for each group. b, Number of immune cell populations in EAE (grey lines) and A13-treated (orange) peripheral blood at the indicated days after immunization. Error bars, s.e.m. Student t-test (ns, not statistically significant). The number of mice is 5 for each group.

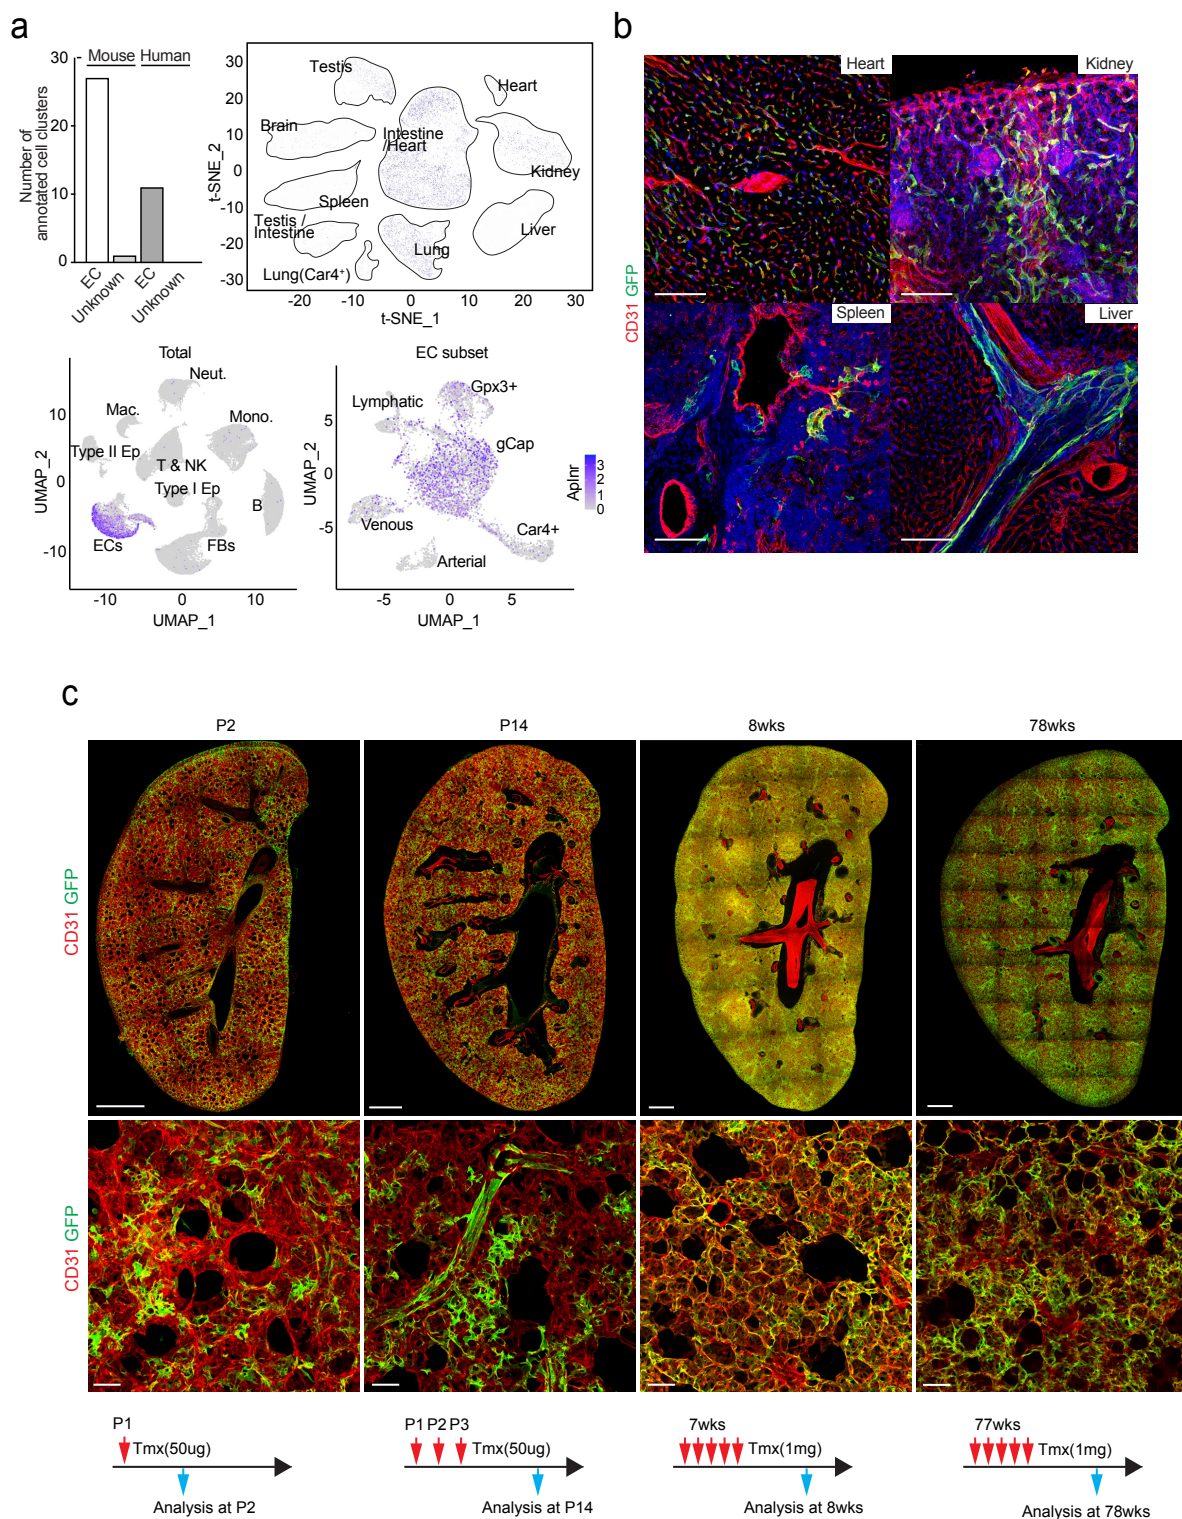

Supplementary Figure 4. Organ-specific differences in *Aplnr* expression.

a, Apelin receptor transcript expression in single-cell RNA-seq data. APLNR (human) or *Aplnr* (murine) expression is mostly confined to ECs according to different scRNA-seq databases (<https://panglaodb.se/>) (upper left). *Aplnr* expression in different adult organs according to the endothelial cell atlas<sup>24</sup> ([https://endotheliomics.shinyapps.io/ec\\_atlas/](https://endotheliomics.shinyapps.io/ec_atlas/)) (upper right). 

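Over the 3 lung libraries, Aplnr was found in 17.1% (95% Wilson interval 16.3 to 18.0%) of ECs. It was found in 0.410% of type II epithelial cells, 0.268% of matrix fibroblasts, 0.147% of fibroblasts marked by Col14a1, 0.0922% of neutrophils and 0.0785% of naïve CD4 T cells, none of them above the share in B cells. In ECs the gene measured 0.619 counts per 10000, and in B cells 0.0211.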

*Aplnr* expression in lung scRNA-seq data from the current study (bottom left) and in the endothelial cell subset (bottom right). b, Confocal image of GFP expression (green) in the indicated *Aplnr*-CreERT2 R26i-mTmG adult organs after treatment with tamoxifen. ECs, CD31 (red). c, Images shown GFP+ cells in *Aplnr*-CreERT2 R26i-mTmG lung sections. Tamoxifen administration schemes and time of tissue analysis are indicated at the bottom. ECs, CD31 (red). Scale bar, 1 mm (upper panels), 50  $\mu$ m (lower row).

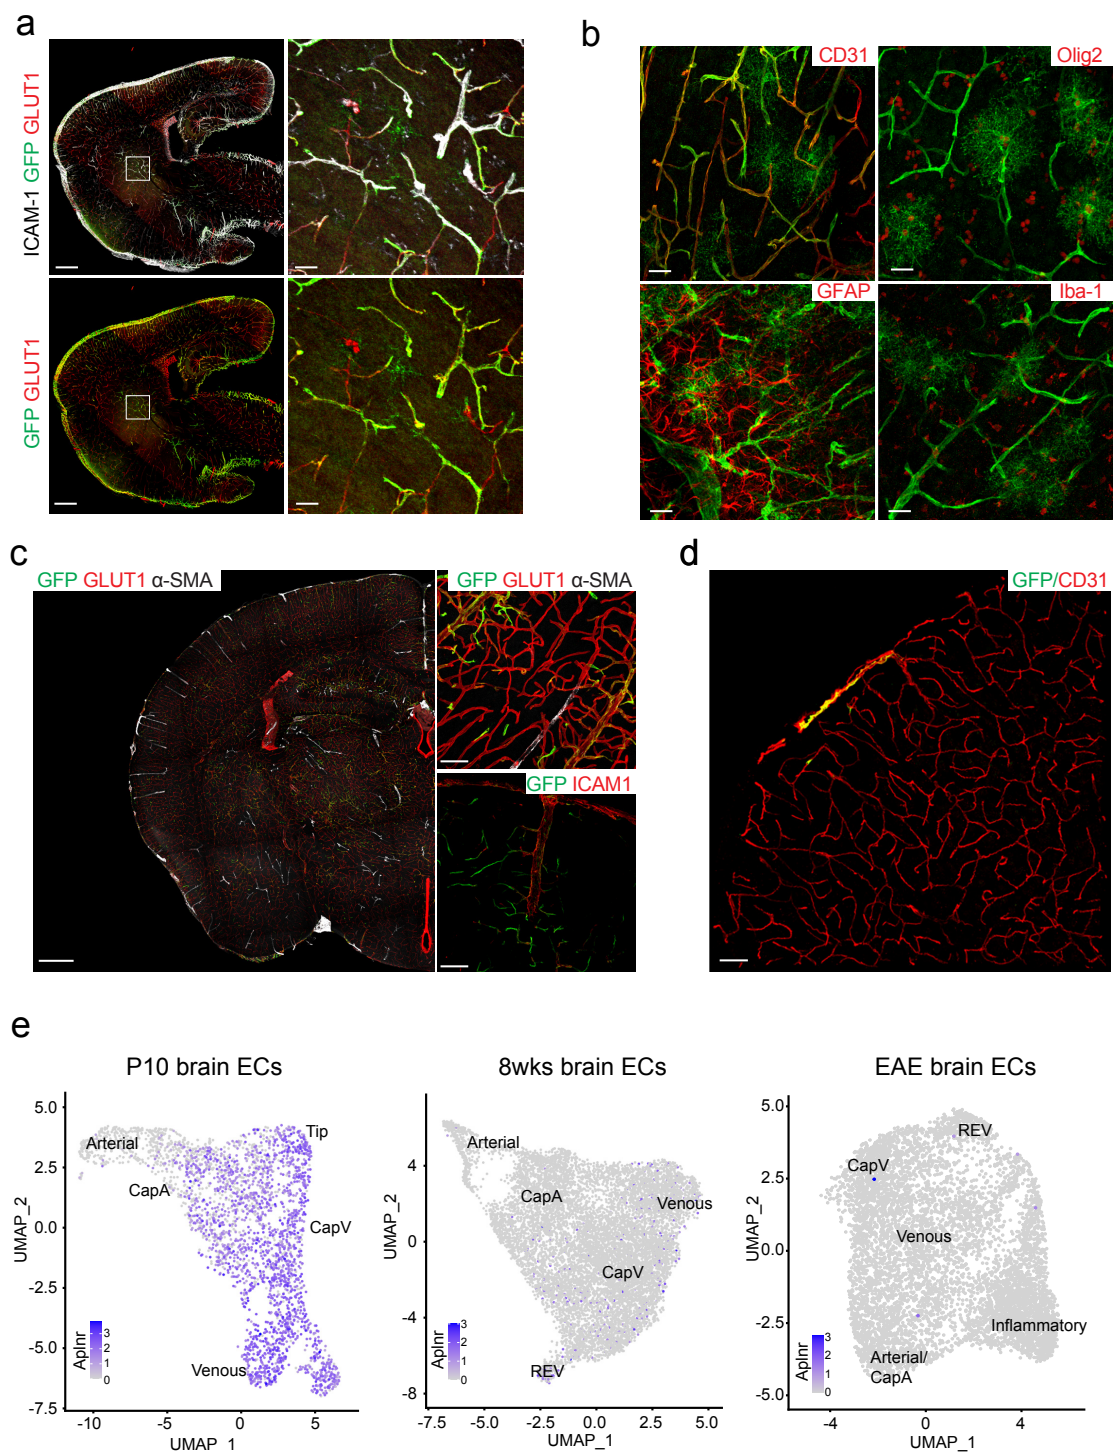

Supplementary Figure. 5: Aplnr expression in the brain vasculature.

a-d, Confocal images showing Aplnr-CreERT2 R26-mTmG sagittal brain sections. For acute labelling of Aplnr<sup>+</sup> cells, tamoxifen was given at different developmental stages: P2 brain, with tamoxifen treatment at P1, immunostained for ICAM-1 (white) and GLUT1 (red) (a). P14 brain from mice treated with tamoxifen at P1-P3 and stained individually for CD31, Olig2, GFAP, and Iba-1 (b). P13 brains after treatment with tamoxifen at P12. Sections were stained for CD31 (red), SMA (white), and ICAM-1 (red), as indicated (c). GFP signal (green) is largely absent in 8-week-old brain treated with tamoxifen at 7 weeks. ECs, (red). (d). Scale bars, 200µm (left panels in a), 20µm (right panels in a), 10µm (b), 500µm (left panel in c), 100µm (right panels in c), 50µm (d). e, UMAP plots of EC subsets in scRNA-seq data from naïve P10 and 8-week-old brain cortex as well as adult EAE brain cortex.

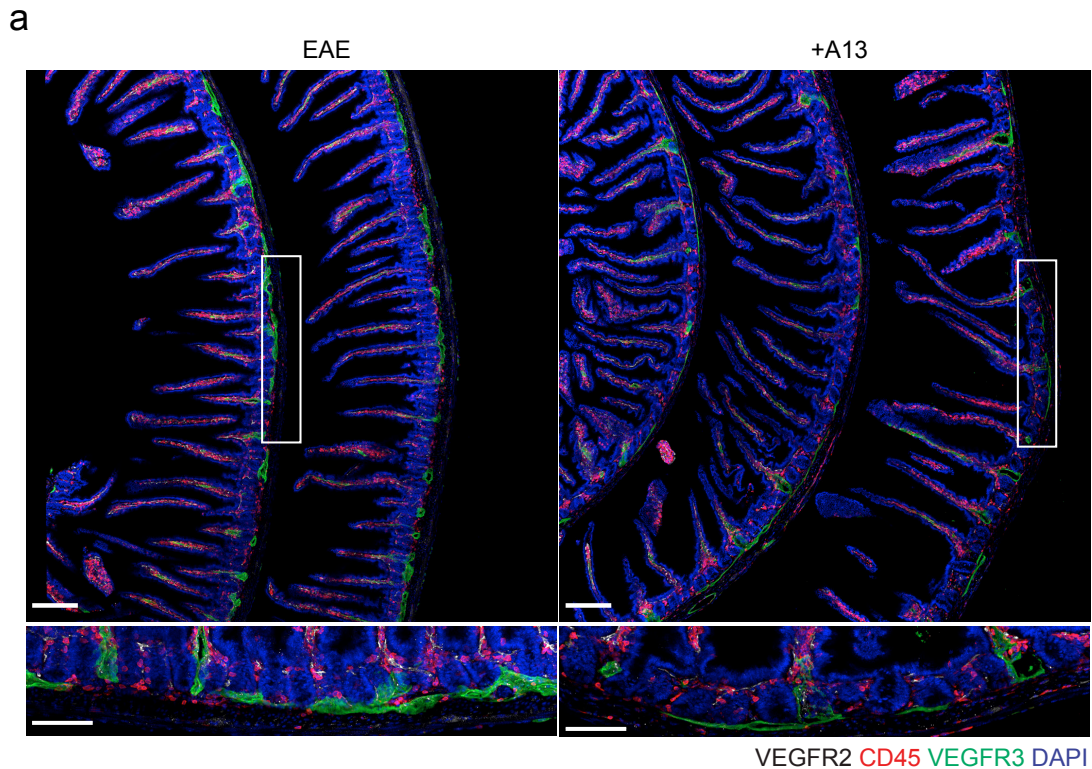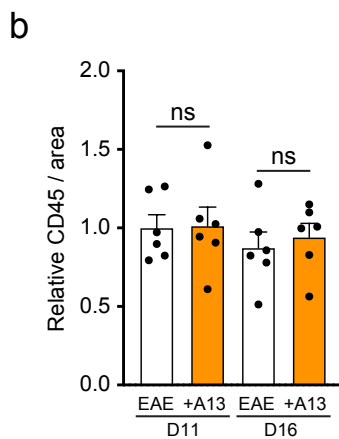

Supplementary Figure 6. A13 does not alter CD45+ cells in intestinal villi.

a, Confocal image of sectioned EAE and +A13 intestine at D16, stained for KDR/VEGFR2 (white), FLT4/VEGFR3 (green), CD45 (red) and DAPI (blue). Images in lower row show higher magnification of the indicated areas of the intestinal wall. Scale bars, 200 $\mu$ m (upper panels) and 100 $\mu$ m (lower panels).  
b, Quantification of CD45+ per area at D11 and D16. Error bars, s.e.m., Student t- test (ns, not statistically significant). ). The number of mice is 6 for each group.

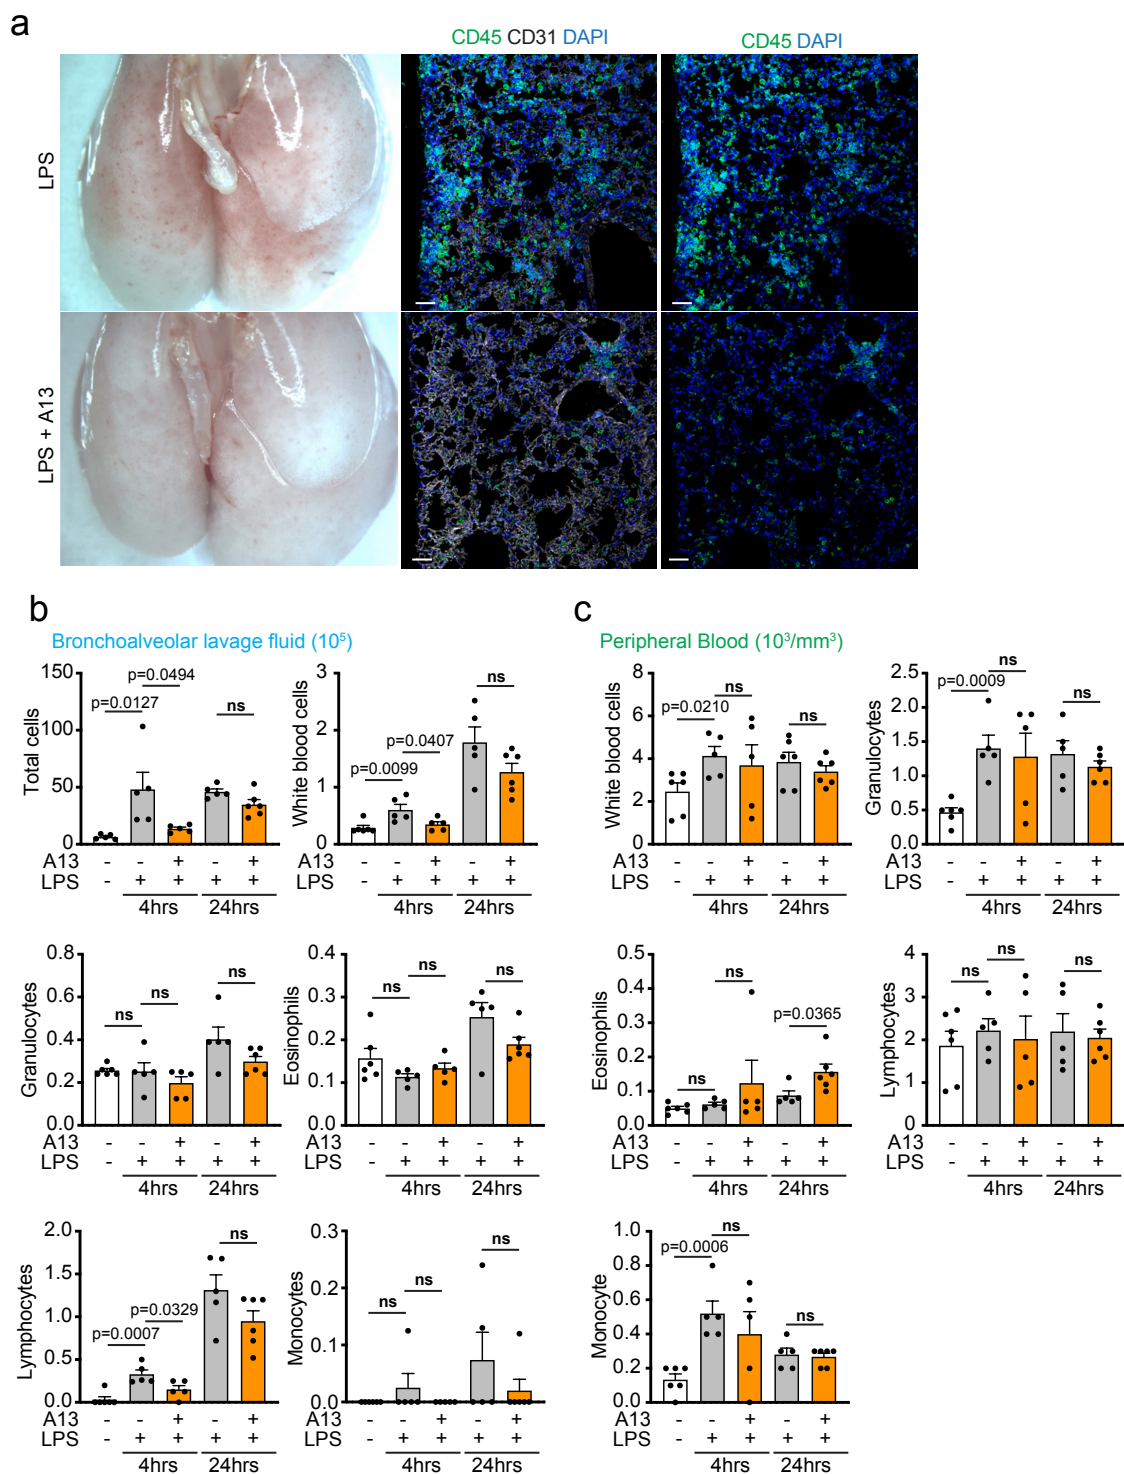

Supplementary Figure 7. A13 reduces LPS-induced lung inflammation.

a, Freshly isolated whole lungs and confocal images of lung sections stained for CD45 (green), CD31 (white), and with DAPI (blue) 18hrs after intranasal LPS administration. Scale bar, 50µm. b, c, The number of white blood cells and hematopoietic cell subpopulations in bronchoalveolar lavage fluid (b) and peripheral blood (c) at 4hrs and 24hrs after intranasal administration of LPS with or without A13 treatment, as indicated. Error bars, s.e.m. Student t-test (ns, not statistically significant). The number of mice is 5 for each group, except for the Naïve and 24hr A13 treated, which has 6 mice each.

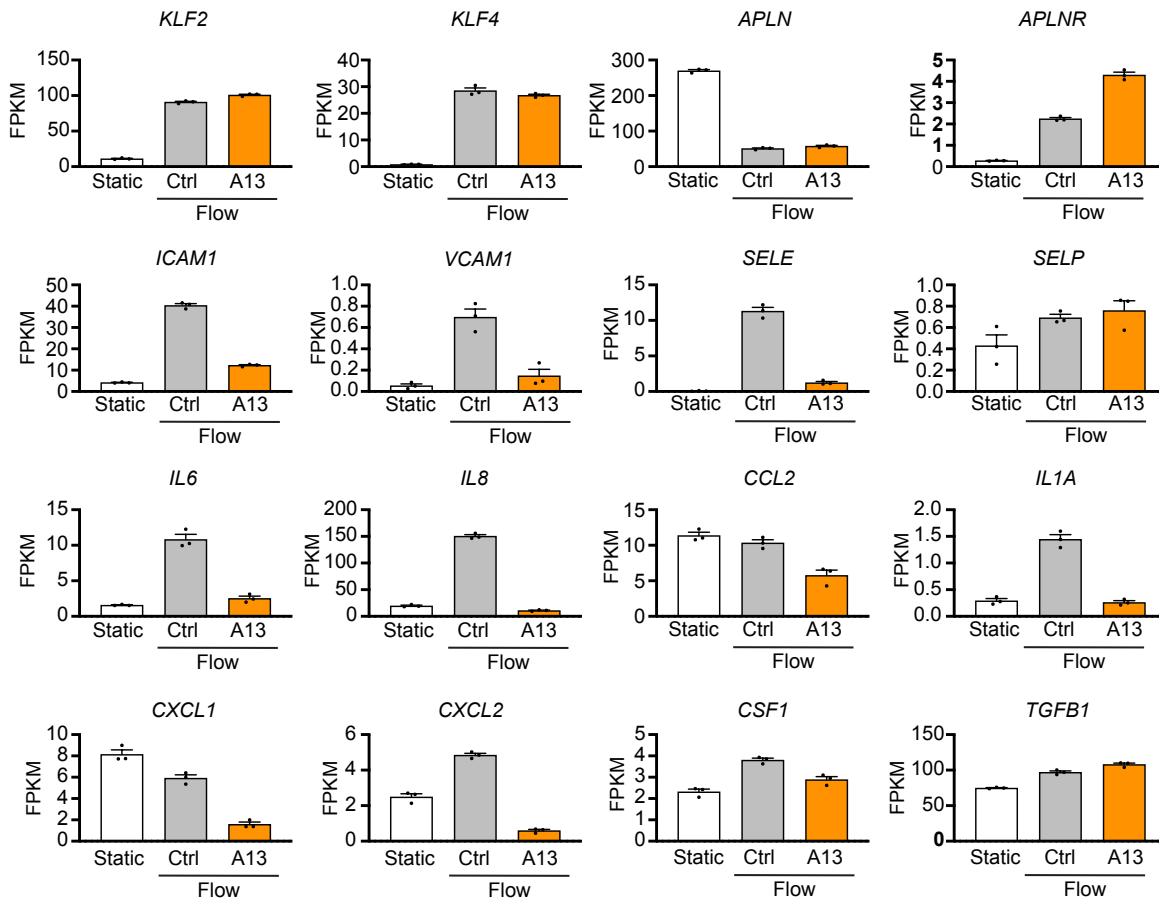

Supplementary Figure 8. Impact of flow and A13 on the expression of selected genes.

Analysis of the indicated gene transcripts in cultured HUVECs under static conditions, flow (15 dyn/cm<sup>2</sup> for 18 hours) or flow +Apelin-13 (A13) based on bulk RNA sequencing. Expression is shown as Fragments Per Kilobase of transcript per Million mapped reads (FPKM). Error bars, s.e.m. The number of samples is 3 for each group.

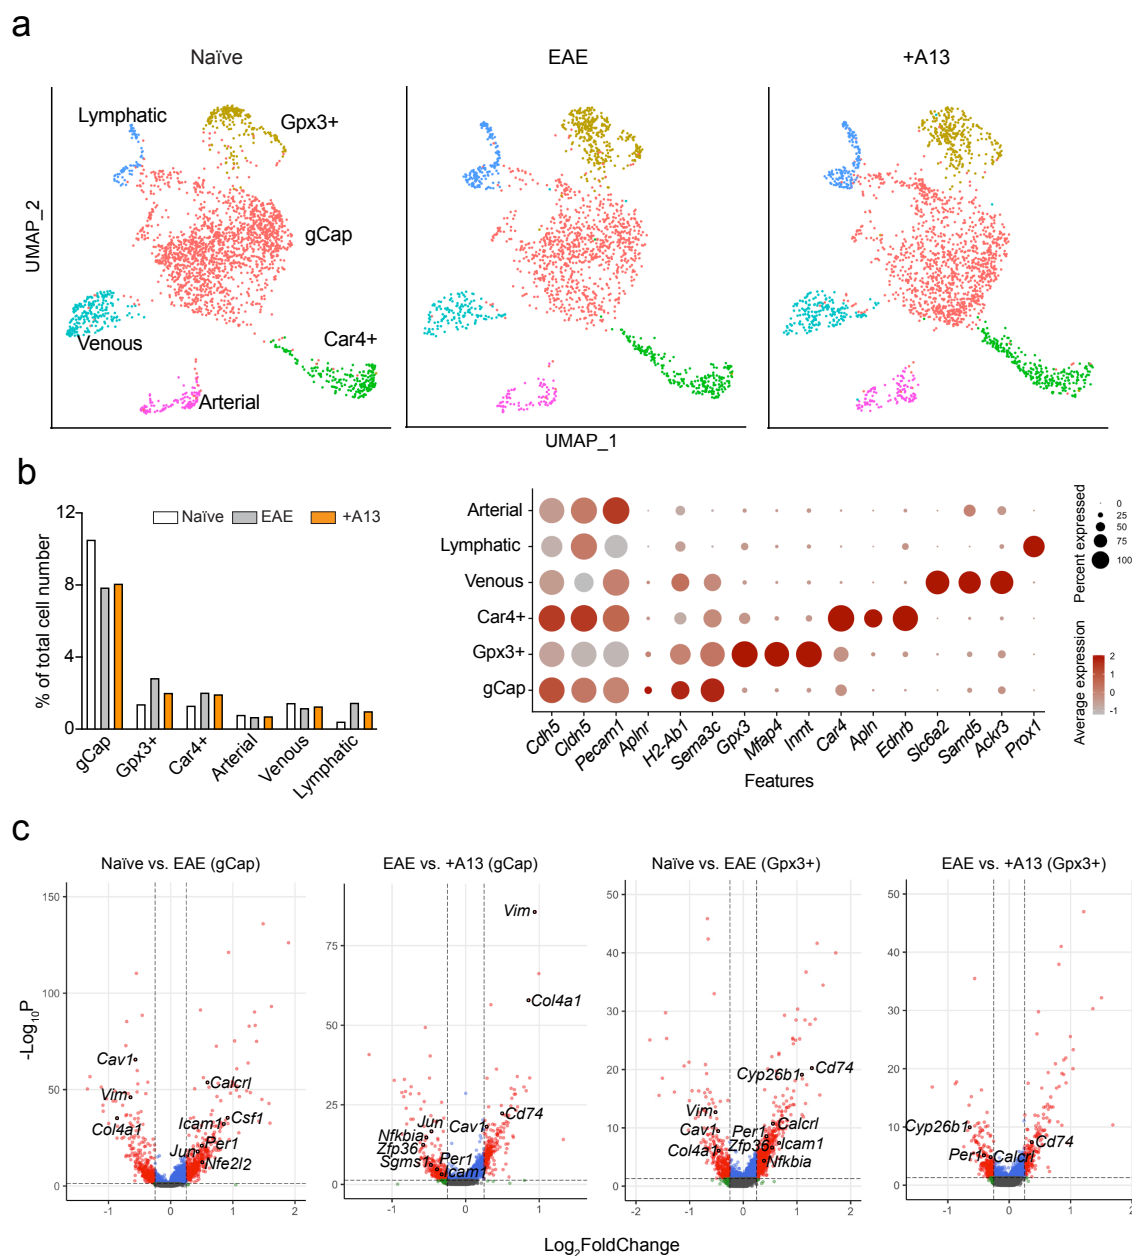

Supplementary Figure 10. Lung EC subset analysis by scRNA-sequencing.

a, UMAP plots of EC subsets from naïve, EAE, and EAE +A13 lungs. b, Percentage of total cell number represented by EC subclusters in the 3 conditions along with dot plot showing marker expression of EC subclusters. c, Volcano plots of gCap and Gpx3+ ECs comparing naïve with EAE or EAE with EAE +A13 conditions.

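In gCap ECs, 430 DEGs were higher and 218 lower in EAE than in Naïve, and 192 were higher and 95 lower in EAE + A13 than in EAE. Of the genes higher in EAE than in Naïve, 63 were lower with A13 and 25 were higher still. Of the genes lower in EAE, 63 were higher with A13 and 2 were lower still. In Gpx3+ ECs, 240 DEGs were higher and 91 lower in EAE than in Naïve, and 102 were higher and 79 lower in EAE + A13 than in EAE. Of these, 42 genes that were higher in EAE were lower with A13, and 34 genes that were lower in EAE were higher with A13. Because the EAE library enters both comparisons, a gene that is high or low in this library by chance counts as a change and its return. After Cyp26b1, the largest falls from EAE to EAE + A13 in gCap ECs were those of Per2 (-1.82) and Cdca7l (-1.75). Scn3b (1.66) and Gbp6 (1.60) were among the 3 largest rises. From Naïve to EAE, Scn3b fell by 2.4 and Npr3 fell by 1.78 on the log2 scale, and Cdo1 (3.32) and Apoe (2.87) were among the 3 largest rises. In both comparisons the remaining gene of the 3 is a marker gene of the Gpx3+ ECs and is not reported.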

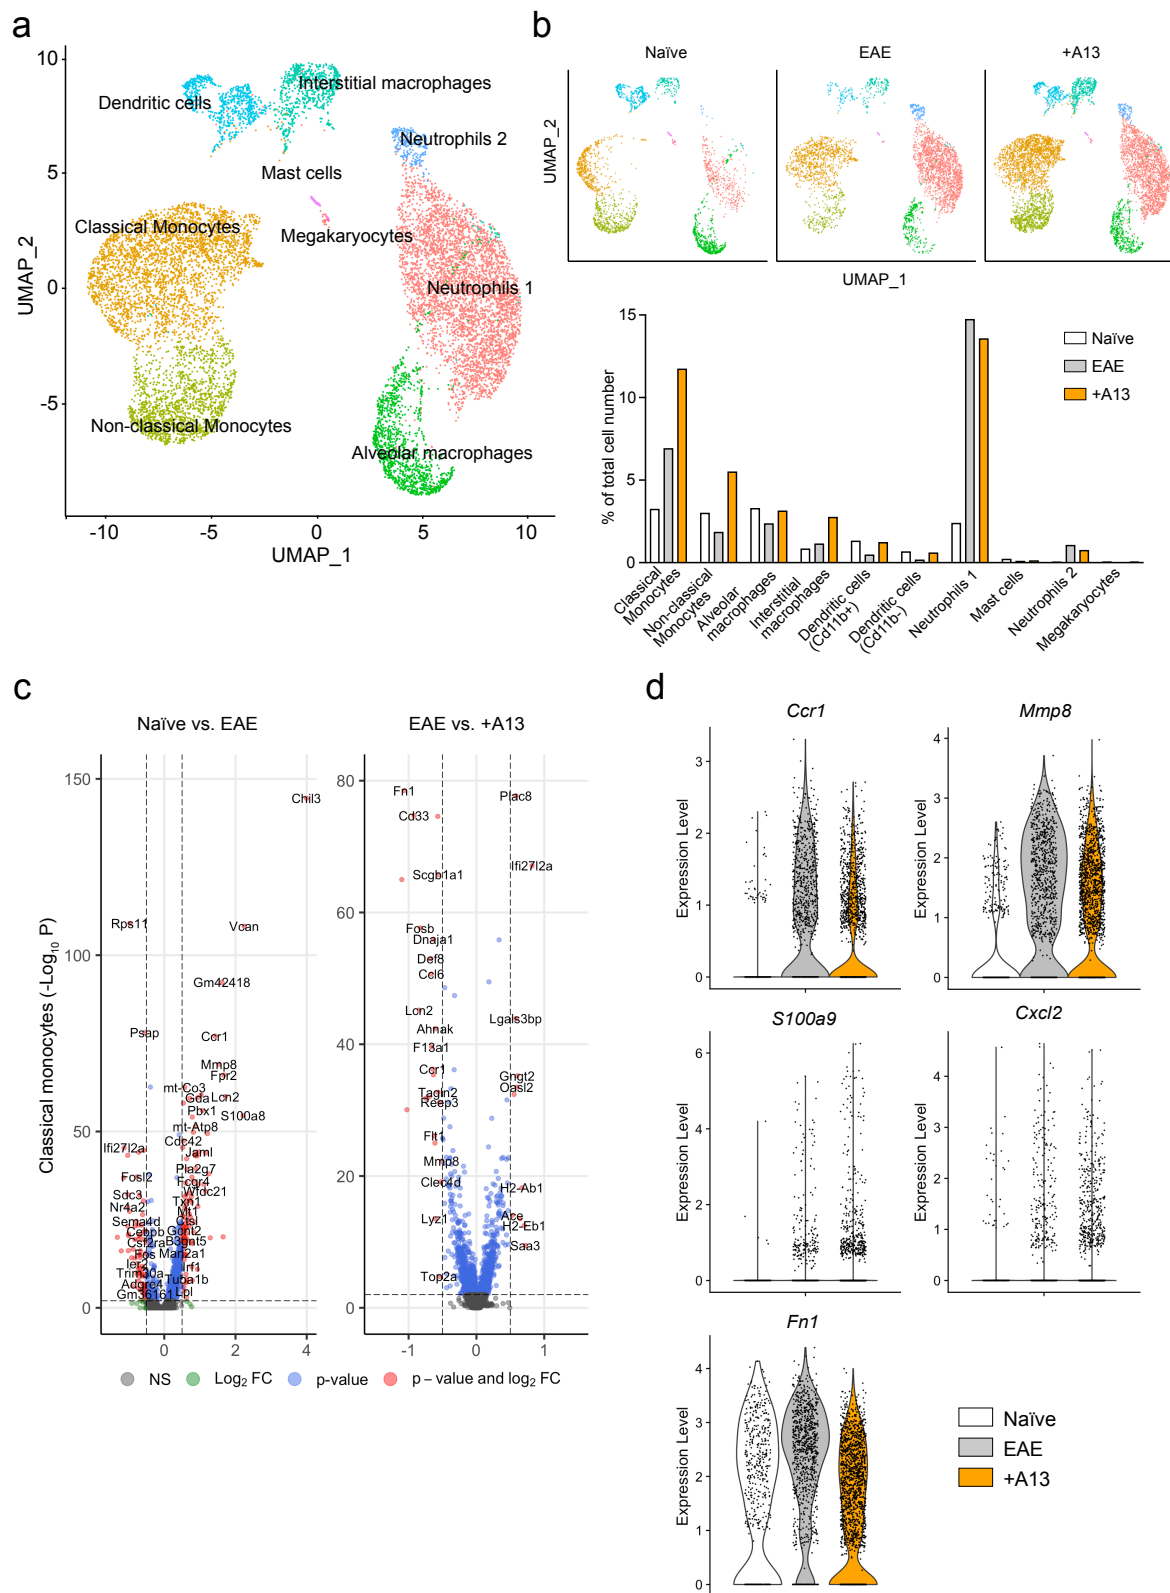

Supplementary Figure 11. Myeloid subset analysis lung by single-cell RNA sequencing.

a, UMAP plot of the myeloid cell subset. b, UMAP plots of myeloid cell subclusters separated by conditions (top panels) along with the percentage of total cell number in each subcluster (bottom). c, Volcano plots comparing classical monocytes between Naïve and EAE as well as EAE and EAE +A13. d, Violin plots showing the expression distribution of selected genes in classical monocytes.

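Among the other myeloid cells, alveolar macrophages made up 3.26%, 2.36% and 2.96% of the Naïve, EAE and EAE + A13 cells, interstitial macrophages 0.668%, 0.842% and 1.85% and conventional DCs of type 1 0.755%, 0.224% and 0.833%. The fold from EAE to EAE + A13 was 1.25 (95% interval 1.09 to 1.45) for alveolar macrophages, 2.19 (95% interval 1.76 to 2.76) for interstitial macrophages and 3.72 (95% interval 2.48 to 5.76) for conventional DCs of type 1. Of the DEGs of classical monocytes, 422 were higher and 169 lower in EAE than in Naïve, and 78 were higher and 104 lower in EAE + A13 than in EAE. In non-classical monocytes, 360 and 49 DEGs were called.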

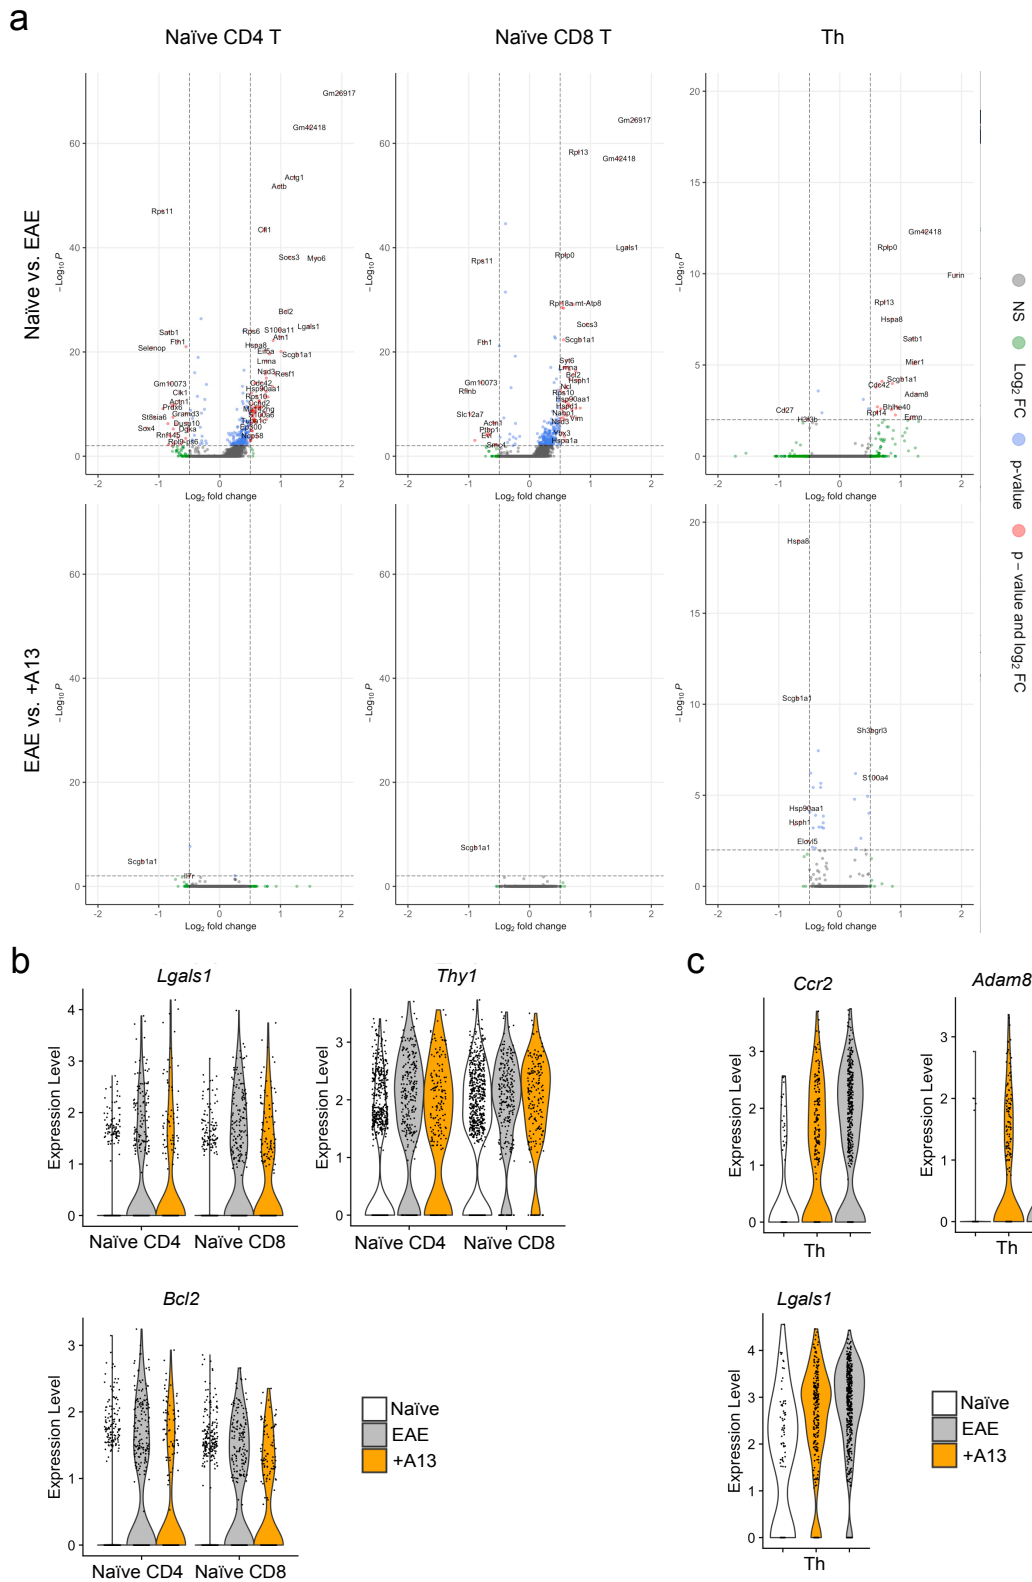

Supplementary Figure 12. Gene expression analysis of T lymphocytes.

a, Volcano plots comparing CD4 T cells, CD8 T cells, and Th cells from lung between naïve and EAE as well as EAE and +A13 conditions. b, Violin plots showing the expression of *Lgals1*, *Thy1*, and *Bcl2* in CD4 and CD8 T cells from lung in different conditions. c, Violin plots showing the expression of *Ccr2*, *Adam8*, and *Lgals1* in Th cells.

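In naïve CD4 T cells, the largest rises from Naïve to EAE were those of Gm26917 (3.29), Lgals1 and Scgb1a1 (2.19), and the largest falls those of St8sia6 (-1.51), Selenop (-1.33) and Oat (-1.32), among 2470 genes with at least 50 counts in both libraries. From EAE to EAE + A13, Scgb1a1 (-1.92), Mir142hg (-1.34) and Fosb (-1.07) fell most, and Ifi27l2a (1.18) and Nr4a2 (1.00) were among the largest rises. Scgb1a1 is a secretory gene of airway epithelium. It was found in 20.0%, 57.5% and 28.8% of naïve T cells of the Naïve, EAE and EAE + A13 libraries and in 23.4%, 61.6% and 37.7% of all cells, so that its level in naïve T cells moved with that in the whole library. The ratio of Nr4a2 fell to 0.14 with T and NK clusters clustered again together, chosen after seeing the data. In Th cells, Ifitm1 (1.63), Tnfsf11 (1.14) and Ifitm2 (1.13) rose most from EAE to EAE + A13, and Il6ra (-1.27), Bcl2 and Sftpc, another epithelial gene (-1.35), fell most. The log2 ratio of Hspa8 in Th cells was 0.67 (95% interval 0.54 to 0.81) from Naïve to EAE and -0.70 (95% interval -0.77 to -0.62) from EAE to EAE + A13, where genes of the heat shock response were lower in all 25 other cell types as well.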

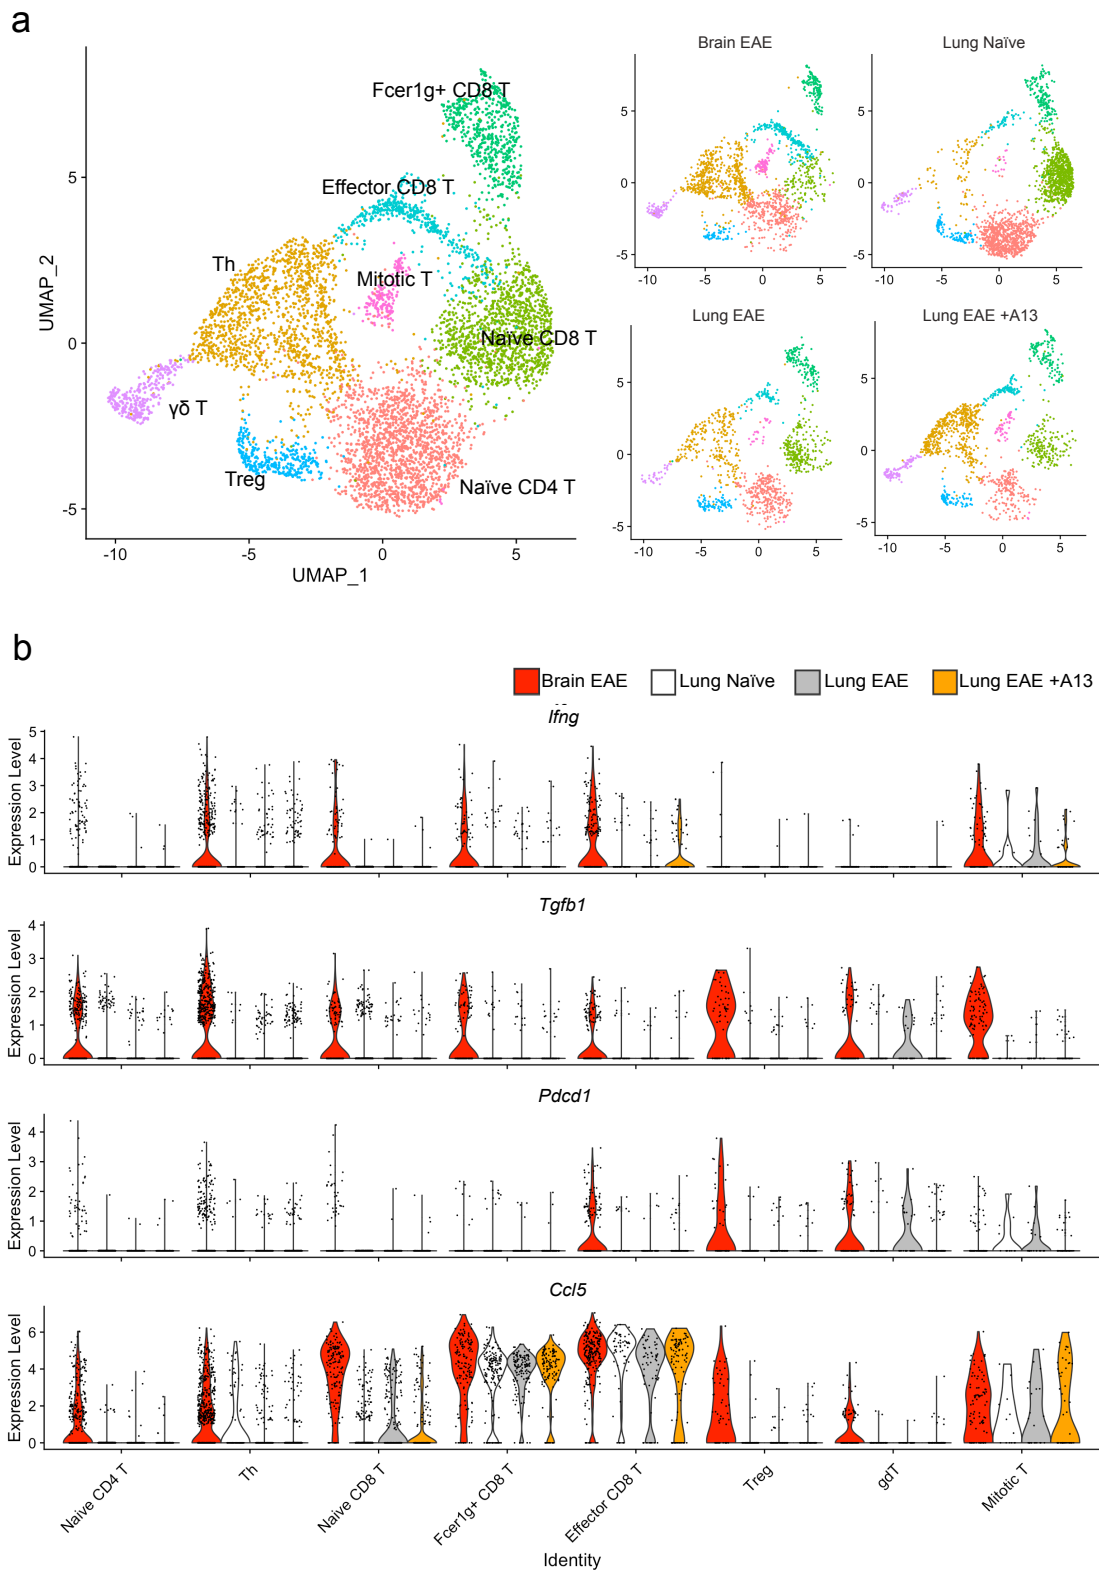

Supplementary Figure 13. Analysis of T cell scRNA-seq data from brain and lung.

a, UMAP plots showing the distribution of total T cells and samples from individual conditions, namely EAE brain, naïve lung, EAE lung, and EAE +A13 lung. b, Violin plots depicting the expression of *Ifng*, *Tgfb1*, *Pdcd1*, and *Ccl5* in T cell subclusters for the different conditions. Note high expression of *Ifng*, *Tgfb1* and *Pdcd1* in T cells from EAE brain relative to lung samples.

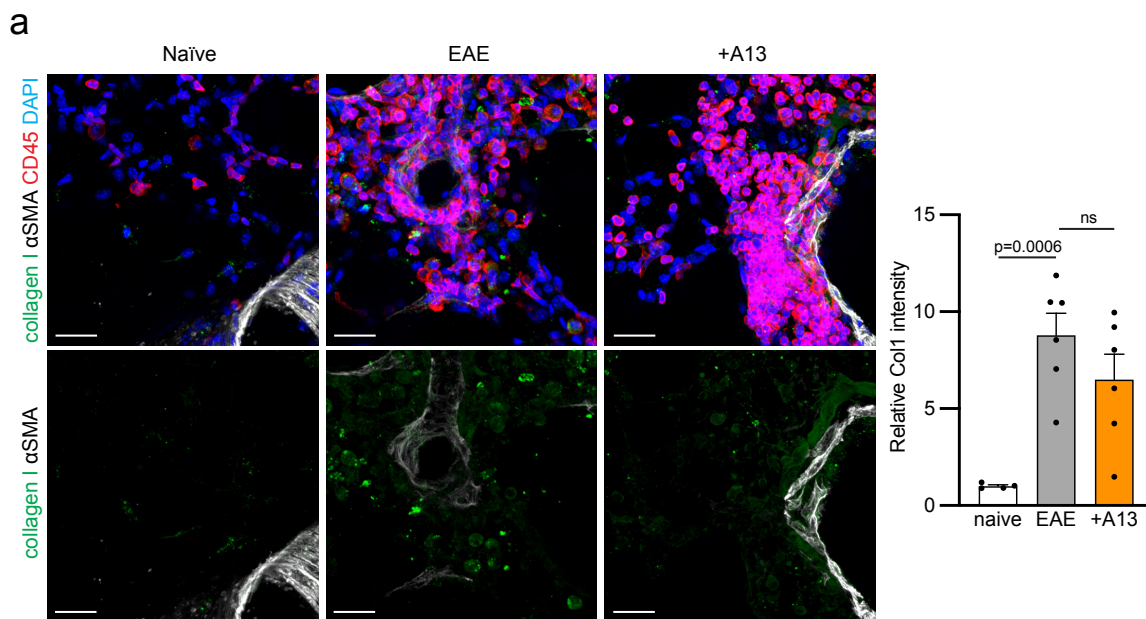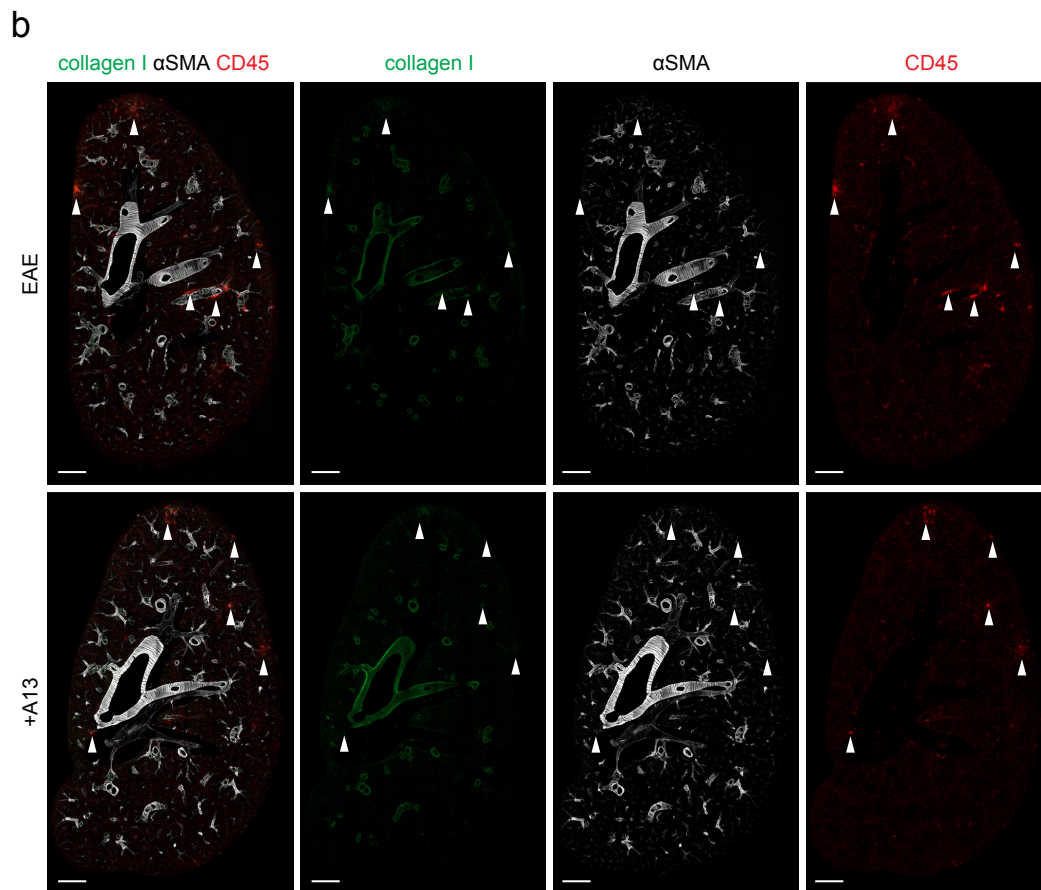

Supplementary Figure 14. No indication of lung fibrosis due to A13-induced CD45+ cell accumulation.

a, Lung sections from naïve, EAE, and EAE +A13 (D16) stained for collagen type I (green), αSMA (white), CD45 (red) and with DAPI (blue). Note absence of increased αSMA immunosignals in areas containing CD45+ cells. Quantitation of collagen type I intensity normalized by naïve lung. Error bars, s.e.m. Student t-test (ns, not statistically significant), Scale bar, 30μm. The number of mice is 6 for each group, except for the Naïve, which has 4 mice. b, Representative confocal image of sectioned EAE and +A13 lung lobe at D30 stained with collagen type I (green), αSMA (white), and CD45 (red). Scale bar, 1 mm.

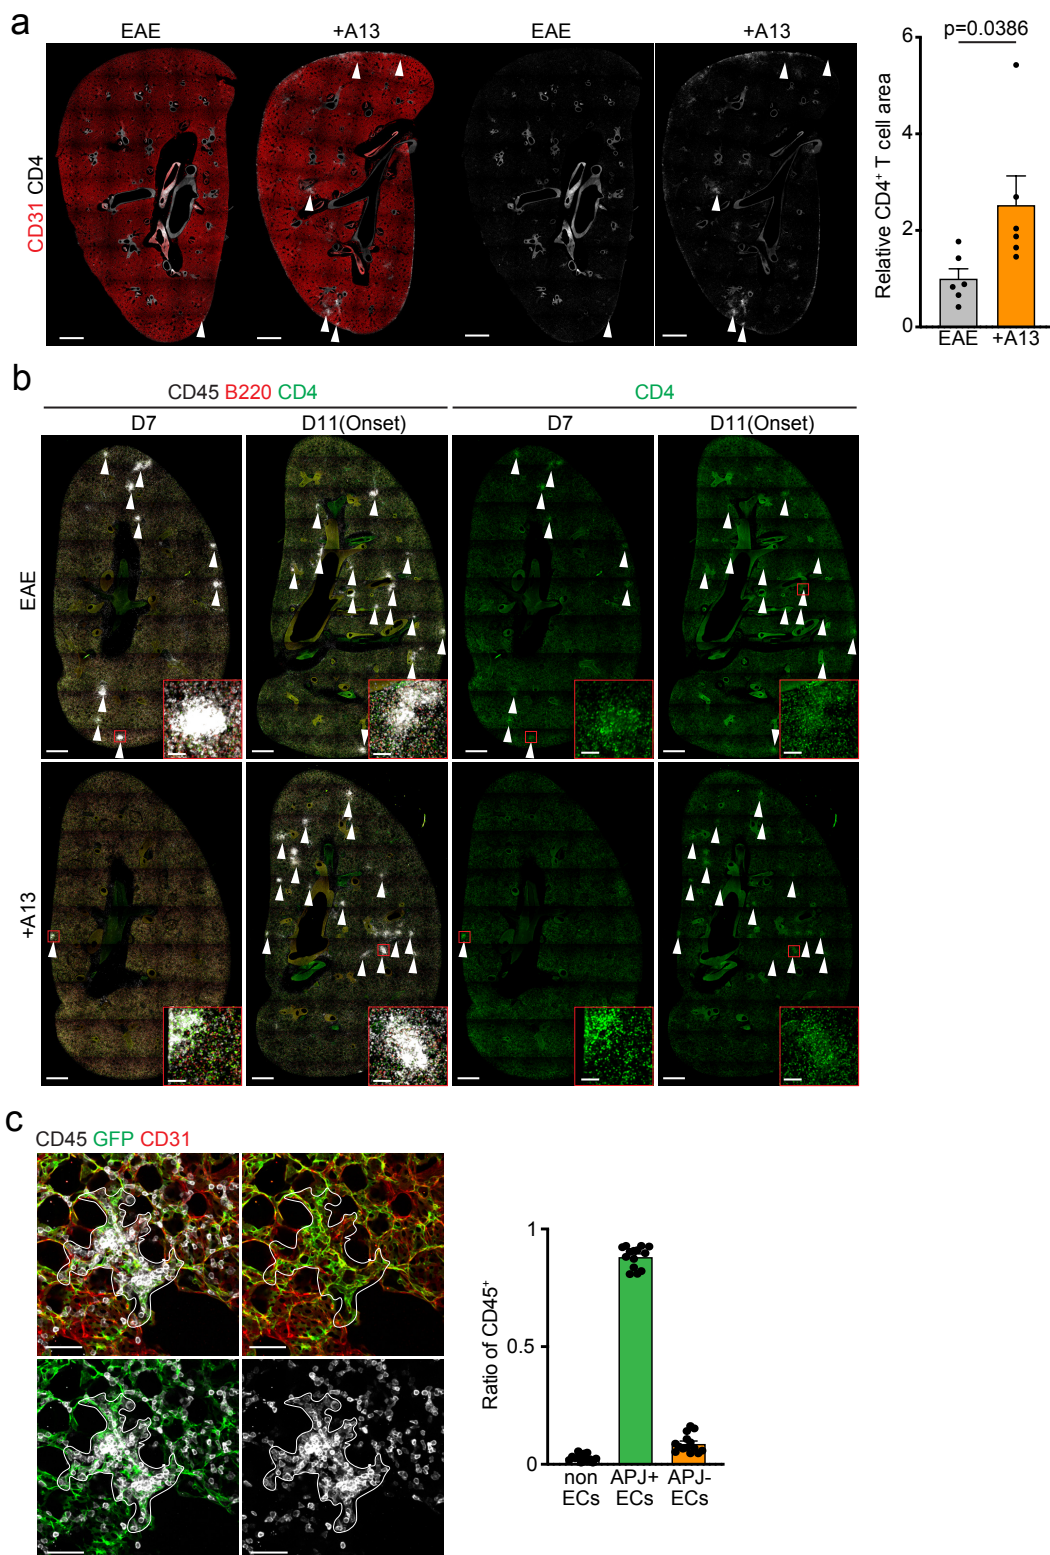

Supplementary Figure 15. A13 delays T cell accumulation in lung during EAE.

a, Confocal images of lung sections and corresponding quantitation from EAE and +A13 conditions (at D16), immunostained for CD31 (red) and CD4 (white). White arrowheads indicate immune cell clusters. Scale bar, 1 mm. Error bars, s.e.m. Student t-test. The number of mice is 6 for each group. b, EAE and +A13 lung sections taken at D7 or D11 stained for CD45 (white), B220 (red), and CD4 (green). White arrowheads indicate immune cell clusters. Note that A13 causes an initial delay in immune cell cluster formation. Scale bar, 1mm. c, Confocal images of CD45<sup>+</sup> (white) immune cell cluster (white outline) in tamoxifen- treated *Aplnr*-CreERT2 R26i-mTmG lungs stained for GFP (green) and CD31 (red). Scale bar, 100  $\mu$ m. Graph on the right shows ratio of CD45<sup>+</sup> cells in proximity of GFP<sup>+</sup> (*Aplnr*/APJ<sup>+</sup>) ECs, APJ<sup>-</sup> ECs or without contact to ECs (no ECs). 14 areas from 3 mice for EC GFP<sup>+</sup> (*Aplnr*/APJ<sup>+</sup>) analysis (as shown in c).

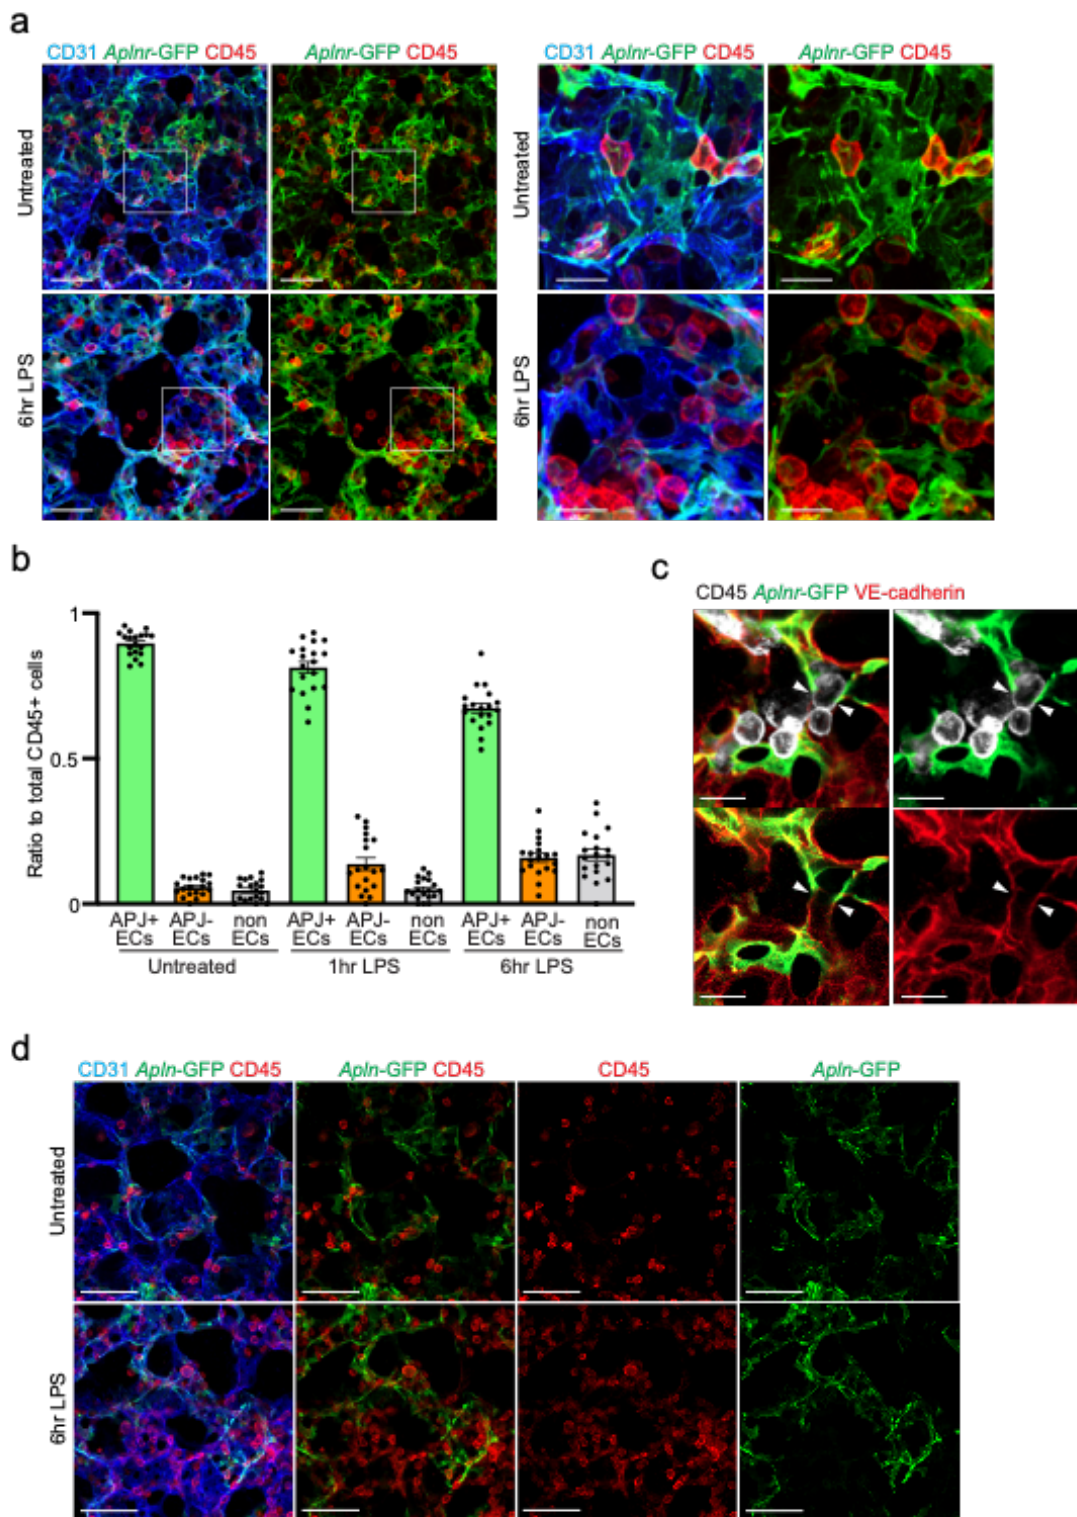

Supplementary Figure 16. Immune cells and *Aplnr*<sup>+</sup> ECs in LPS-treated lungs.

a, Confocal images of lung sections from LPS-treated *Aplnr*-CreERT2 R26-mTmG mice stained for CD31 (blue), CD45 (red) and GFP (green). Scale bar, 30µm. Panels on the right show higher magnification of insets. Scale bar, 10µm. b, Quantitation of immune cell contact with GFP<sup>+</sup> (*Aplnr*<sup>+</sup>) CD31<sup>+</sup> ECs and GFP<sup>-</sup> CD31<sup>+</sup> ECs or without CD31 cell contact in lung or after intranasal LPS administration. Error bars, s.e.m. 19 images from 3 mice for each conditions. c, High-magnification images of *Aplnr*-CreERT2 R26-mTmG lung sections exposed to EAE. Immunostaining shows CD45 (white), VE-cadherin (red) and GFP (green). White arrowhead indicate immune cell transmigration through *Aplnr*<sup>+</sup> ECs. d, Confocal image of lung sections from LPS-treated *Aplnr*-CreERT2 R26-mTmG lung and untreated control stained for CD31 (blue), CD45 (red) and GFP (green). Scale bar, 50µm.

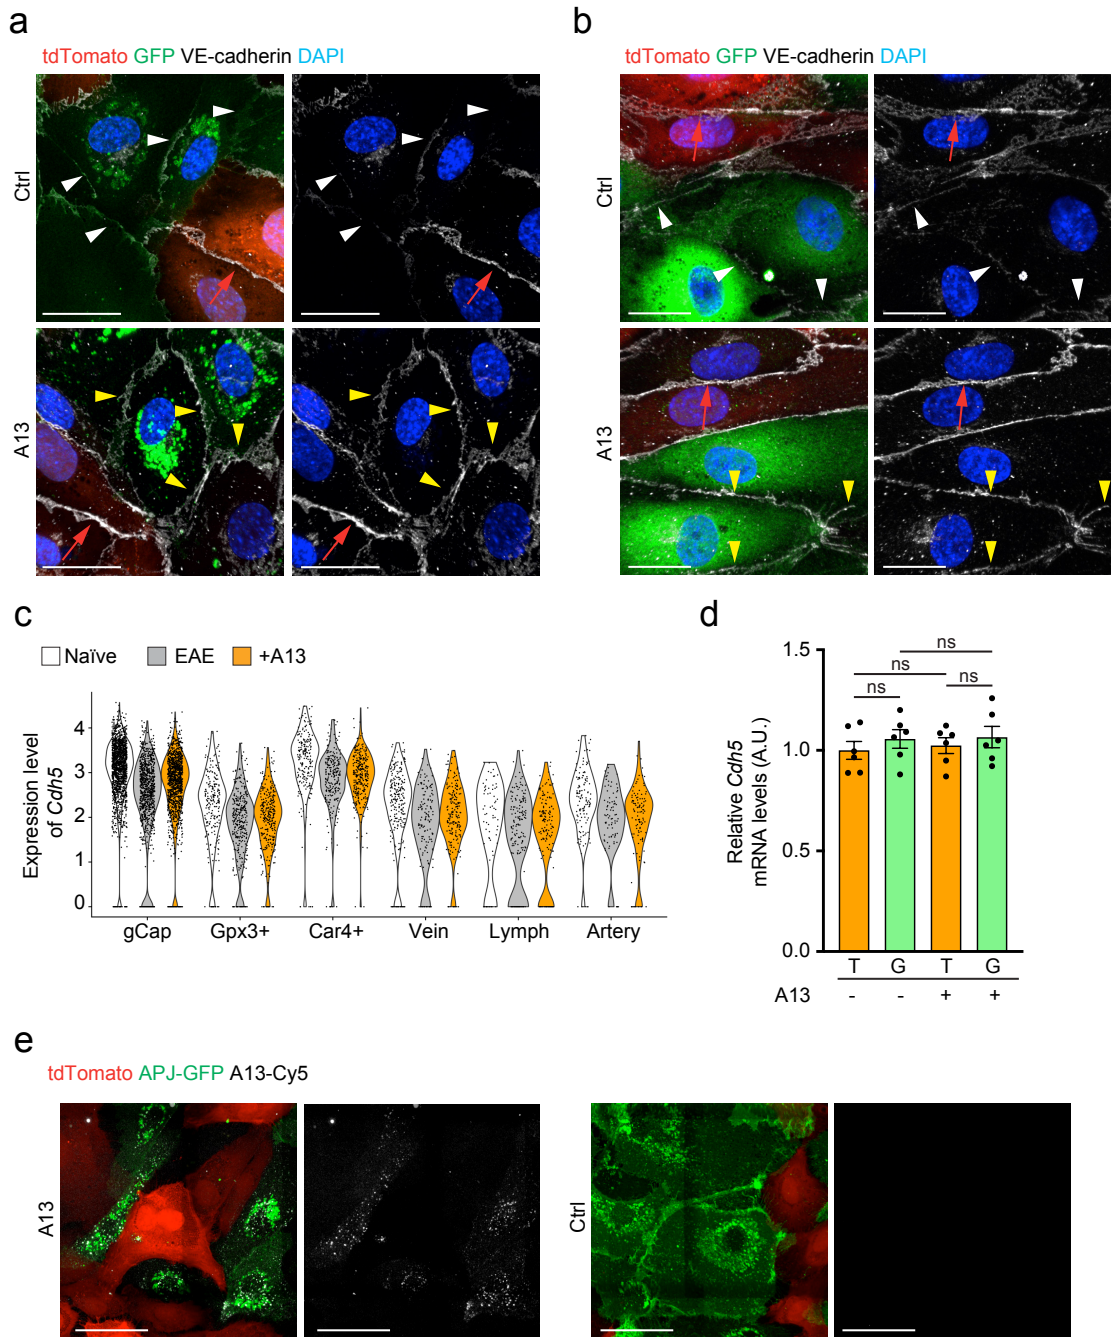

Supplementary Figure 17. Effect of APJ overexpression and A13 on junctional VE- cadherin.

a, Confocal images of co-cultured HUVECs expressing GFP-tagged APJ (APJ-GFP, green) or tdTomato (red), with or without A13 treatment. Cells were stained with antibody against VE-cadherin (white) and DAPI (blue). Junctional VE-cadherin of APJ-GFP+ HUVECs before (white arrowheads) and after A13 treatment (yellow arrowheads) is indicated. Red arrows mark junctions between tdTomato+ cells. Scale bar, 20  $\mu$ m. b, Confocal images of co-cultured HUVECs expressing APJ-T2A-GFP or tdTomato, with or without A13 treatment. Cells were stained with antibodies binding VE-cadherin (white) and DAPI (blue). Junctional VE-cadherin of APJ-T2A-GFP+ HUVECs before (white arrowheads) and after A13 treatment (yellow arrowheads) is indicated. Red arrows mark junctions between tdTomato+ cells. Scale bar, 20  $\mu$ m. c, *Cdh5* expression in scRNA-seq data of lung EC subsets from Naïve, EAE (vehicle-treated control), and EAE +A13 conditions. d, RT-qPCR analysis of *Cdh5* expression in APJ-GFP or tdTomato HUVECs with or without A13 treatment. Error bars, s.e.m. Student t-test (ns, not statistically significant), Duplication of 3 samples (total 6) for each conditions. e, Confocal images of co-cultured APJ-GFP (green) and tdTomato-expressing (red) HUVECs with or without treatment with Cy5-tagged A13 (A13-Cy5, white). Scale bar, 50 $\mu$ m.

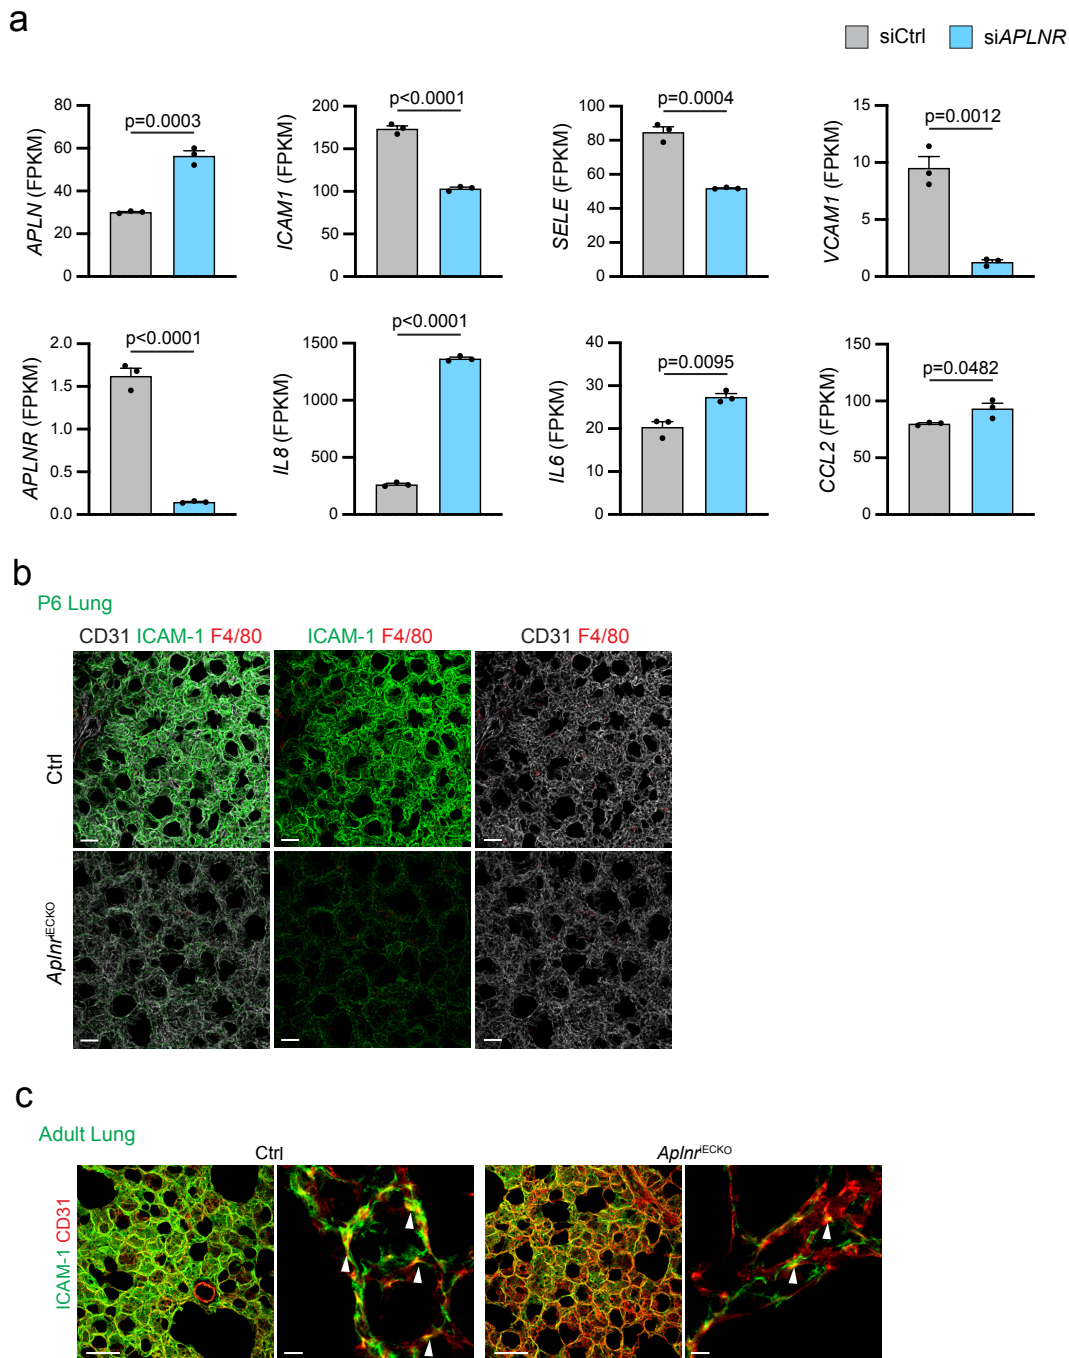

Supplementary Figure 18. Loss of *Aplnr* reduces ICAM-1 expression in ECs.

a, Bulk RNA-seq analysis (FPKM values) of selected genes from siCtrl or siAPLNR treated HUVECs under flow (\* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$ ). The number of samples is 3 for each group. b, P6 lung of *Aplnr*<sup>IECKO</sup> and littermate control after treatment with tamoxifen at P1-3 and staining for CD31 (white), ICAM-1 (green), and F4/80 (red). Scale bar, 100 $\mu$ m. c, Confocal images of lung sections from adult *Aplnr*<sup>IECKO</sup> mutants and littermate controls at D16 stained for ICAM-1 (green) and CD31 (red). Arrowheads indicate endothelial ICAM-1 and downregulation in *Aplnr*<sup>IECKO</sup> lung. Scale bar, 100 $\mu$ m (left) and 10 $\mu$ m (right).

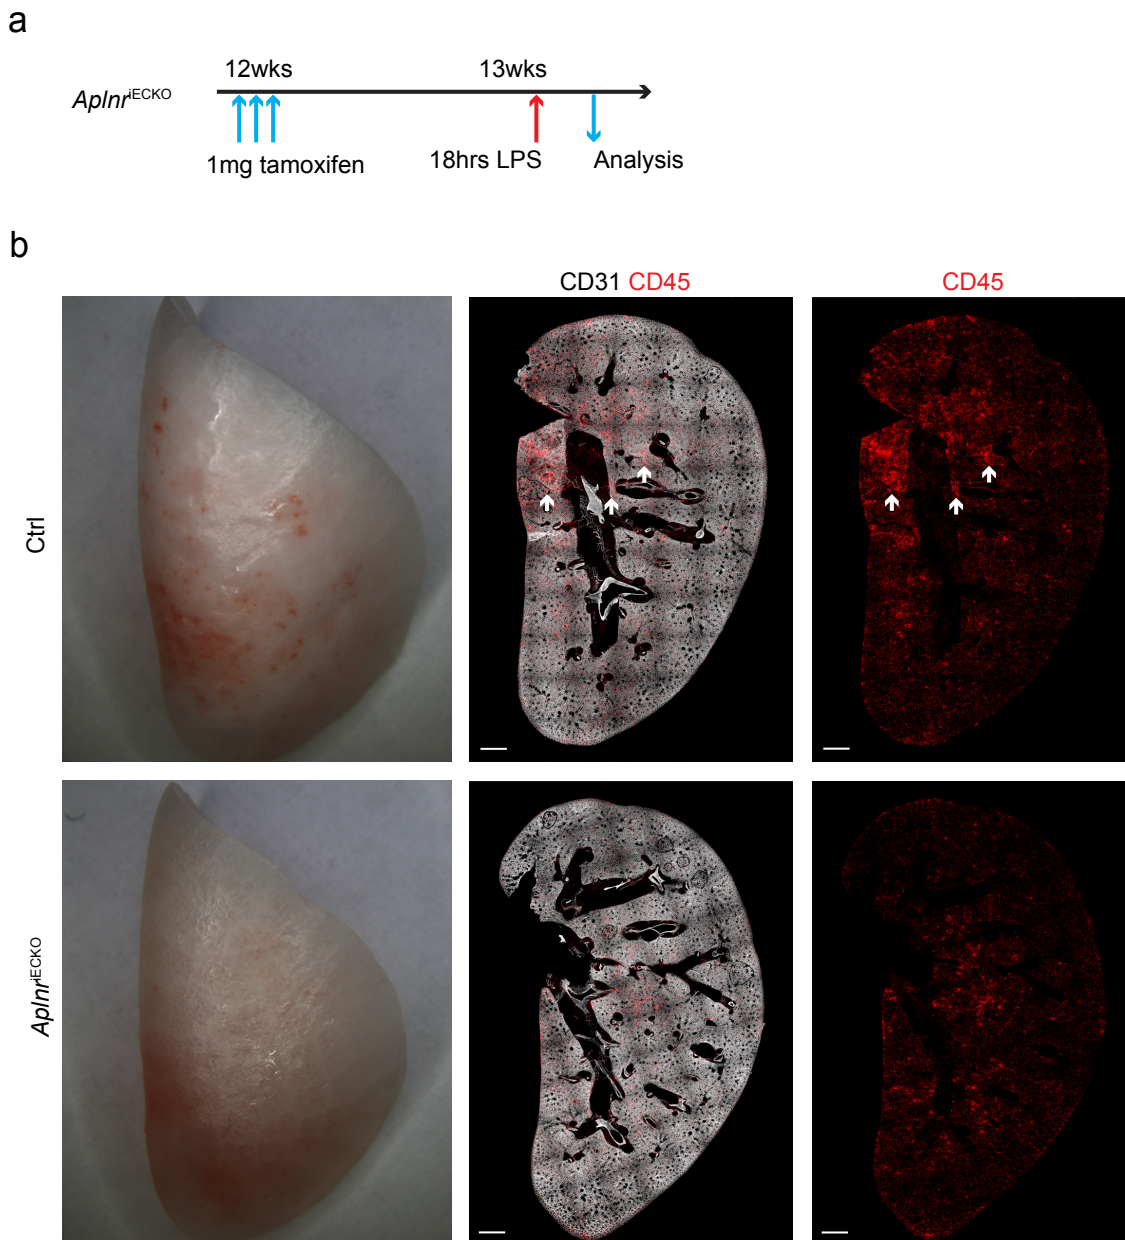

Supplementary Figure 19. LPS-induced lung inflammation in *ApInr<sup>iECKO</sup>* mutants.

a, 12-week-old female and sex-matched littermate controls were treated with tamoxifen for 3 days and subsequently challenged with LPS for 18 hours at 13 weeks. b, Freshly isolated lung lobes and confocal images of section stained for CD31 (white) and CD45 (red). Note reduction of CD45<sup>+</sup> clusters (arrowheads) in *ApInr<sup>iECKO</sup>* lung. Scale bar, 1 mm.

a

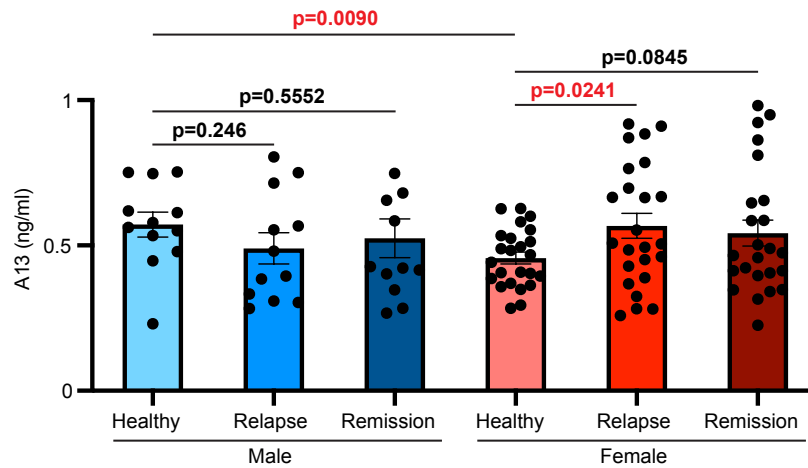

b

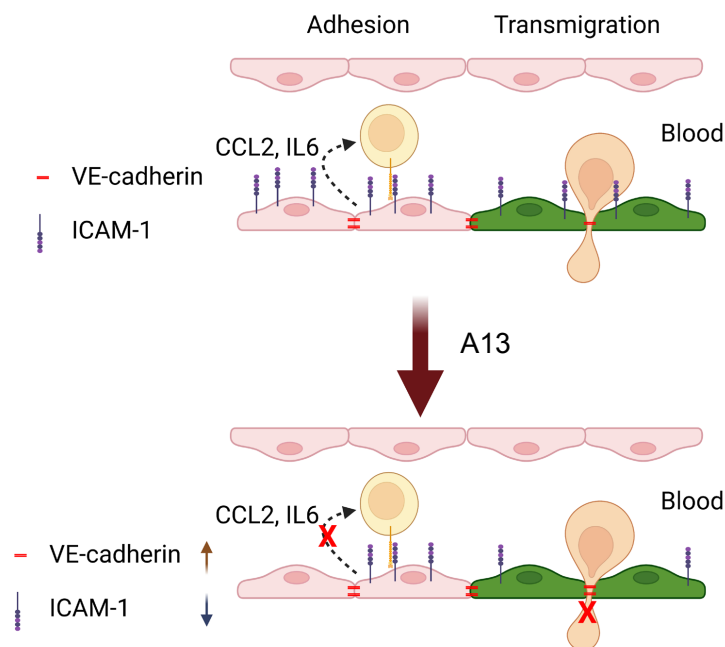

Adapted from "Alveolar-Capillary Barrier (Background)", by BioRender.com (2023).  
Retrieved from <https://app.biorender.com/biorender-templates>

Supplementary Figure 20. Role of A13 in immune cell recruitment.

a, A13 levels in human serum measured by Elisa. Samples were taken from male (12 people for each condition) or female (24 people for each condition) healthy donors, MS patients in relapse, and MS patients in remission. Patient Metadata is provided as Supplementary Dataset 1. Statistical significance is indicated by red p-values (student t-test). b, Schematic diagram showing the effect of A13 on endothelial cells and the resulting impairment of immune cell adhesion and transendothelial migration.

## FACS gating strategy

a, For EC isolation

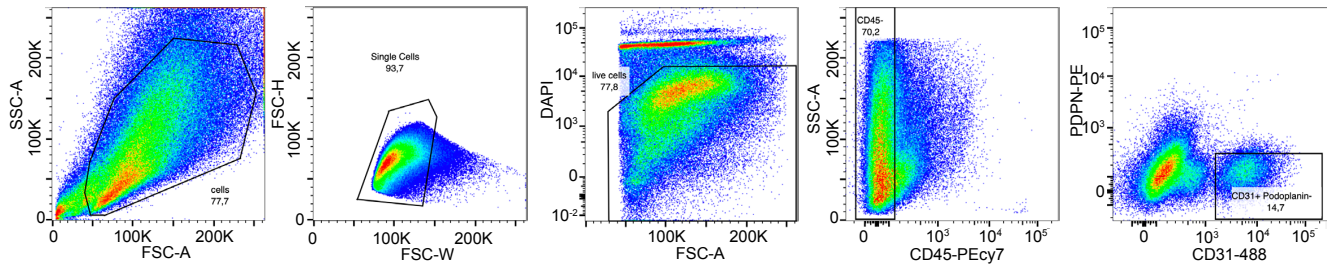

b, For CD45, CD4 and CD8 T cell analysis in brain (before activation for Th cell)

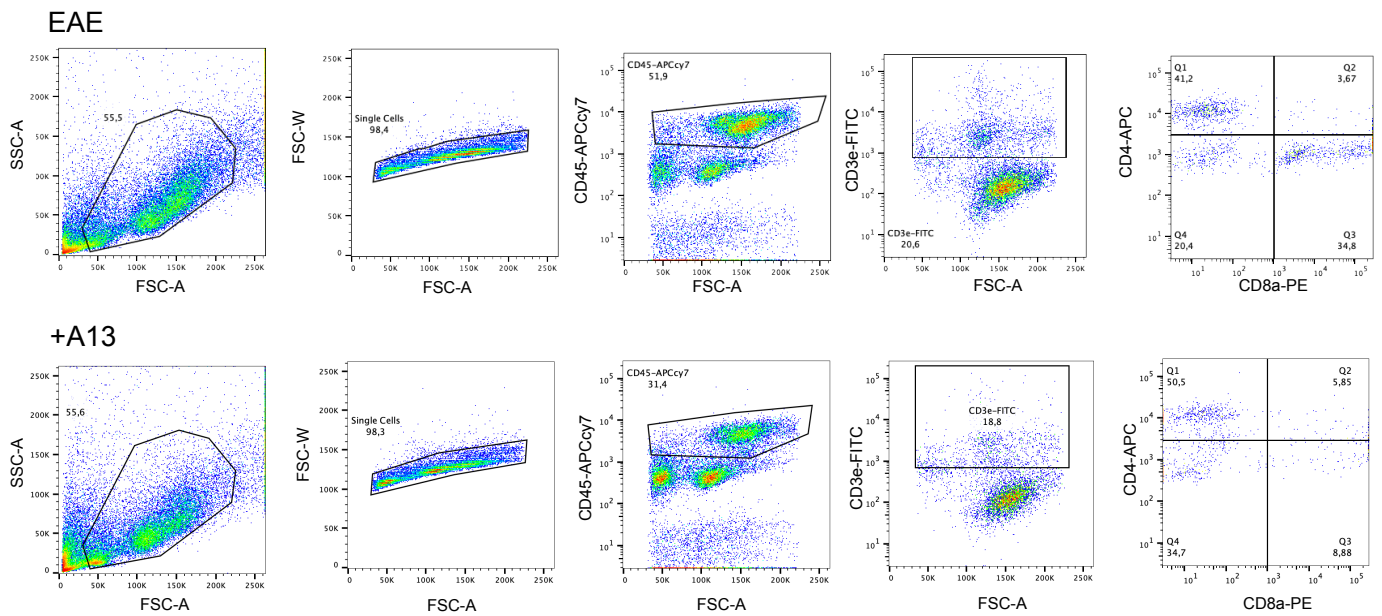

c, For CD4 Th1 and Th17 cell analysis in brain (after activation for Th cell)

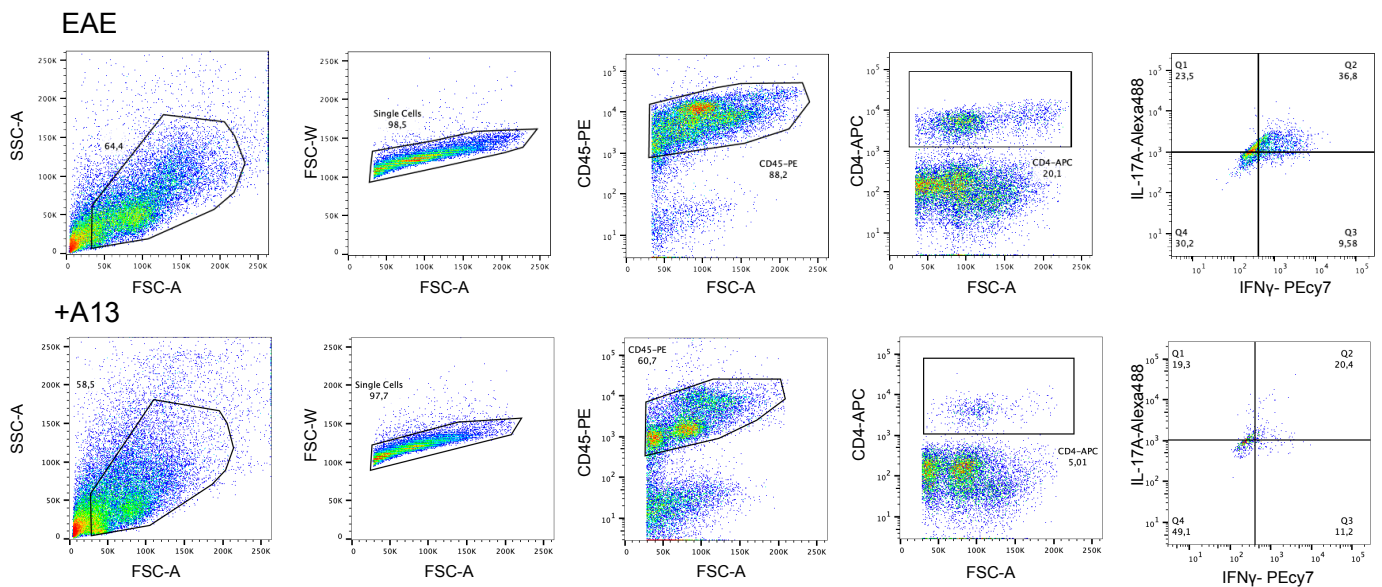

a, For CD45, CD4 and CD8 T cell analysis in lung (before activation for Th cell)

EAE

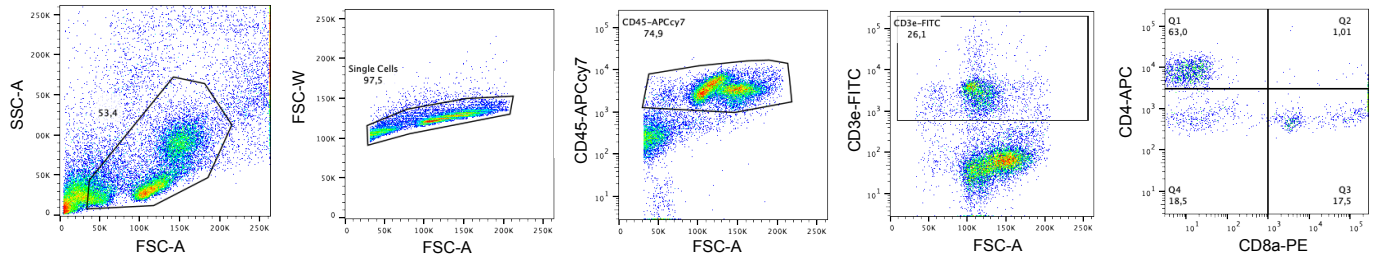

+A13

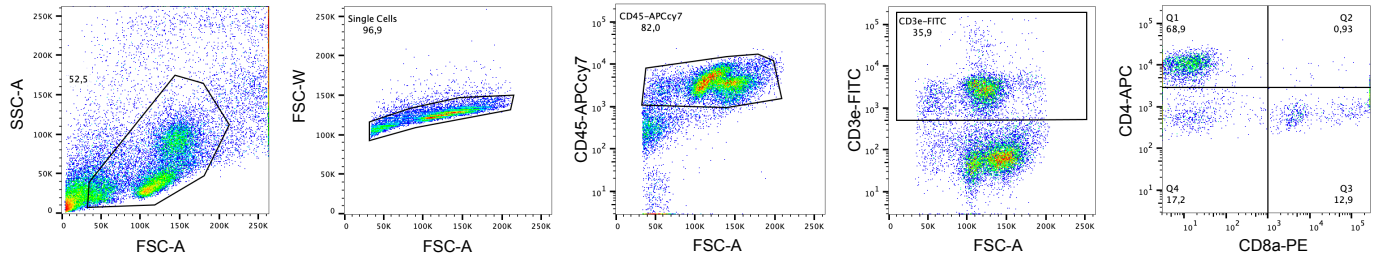

b, For CD4 Th1 and Th17 cell analysis in lung (after activation for Th cell)

EAE

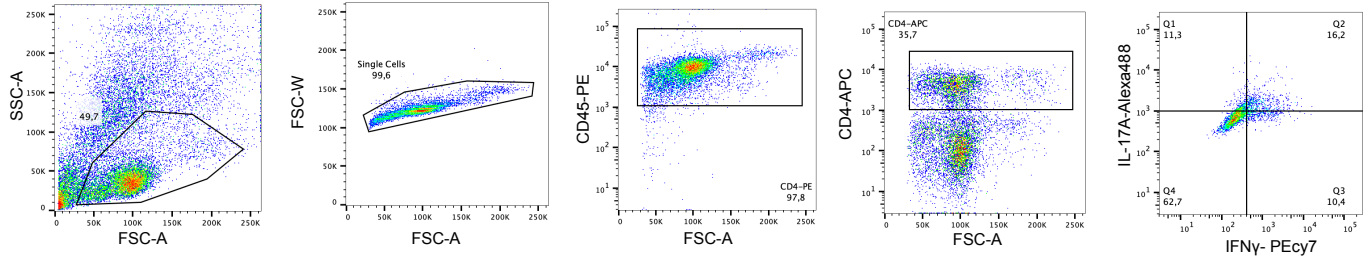

+A13

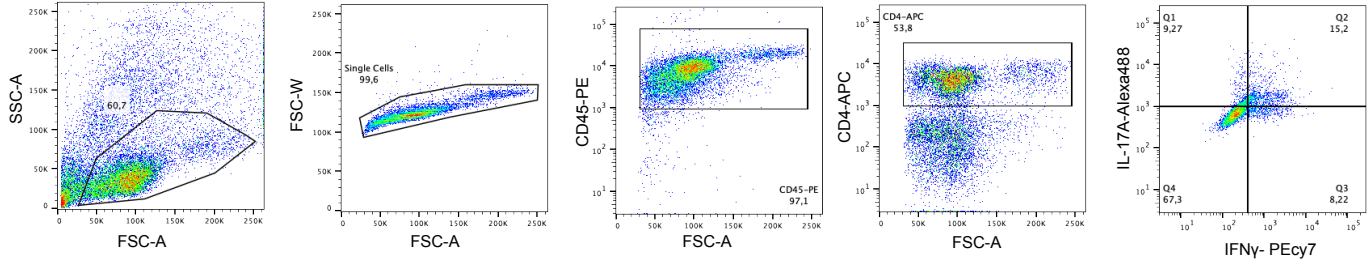

c, For CD45, CD4 and CD8 T cell analysis in blood (before activation for Th cell)

EAE

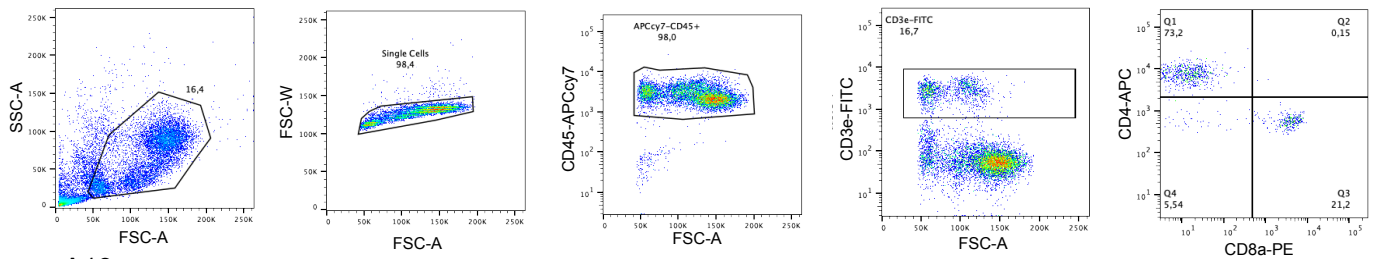

+A13

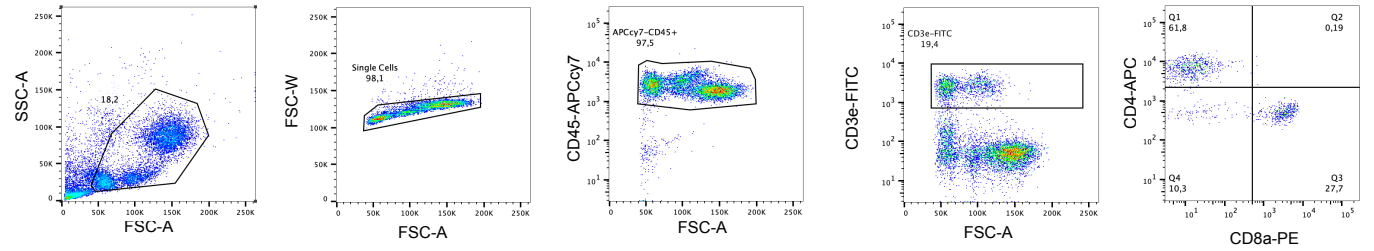

d, For CD4 Th1 and Th17 cell analysis in blood (after activation for Th cell)

EAE

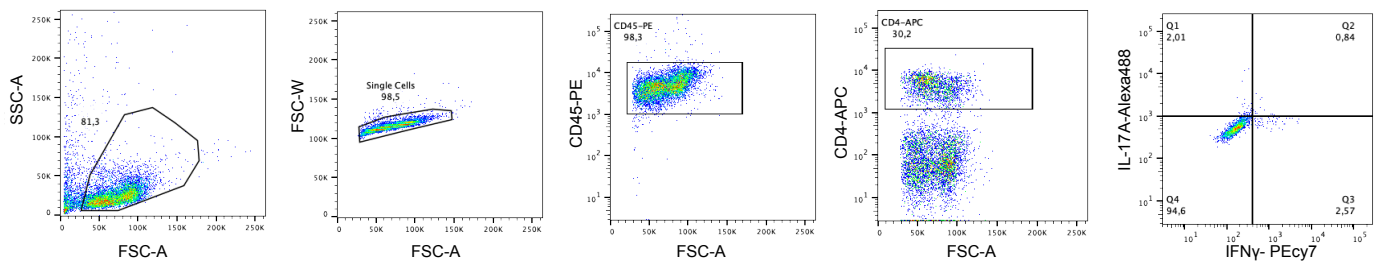

+A13

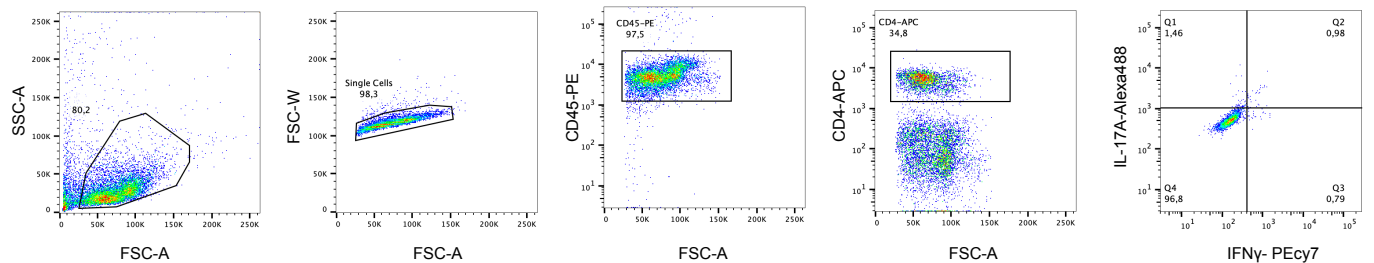

Supplementary Figures 21. Representative FACS plots showing gating strategies.

FACS for Th1 and Th17 required stimulation, fixation and permeabilization of cells.

Figure 5D

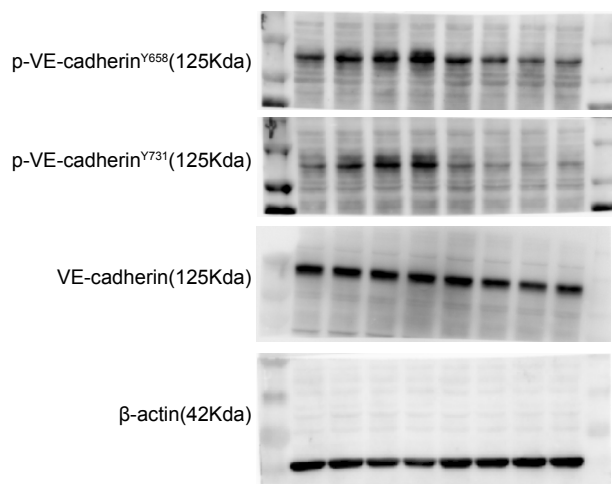

Supplementary Figure 22. Uncropped Western blots.

Uncropped Western blots for data in Fig. 5d.

# Supplementary material for: Apelin modulates inflammation and leukocyte recruitment in experimental autoimmune encephalomyelitis
**Source:** Nat Commun. 2024 Jul 25;15:6282. doi: 10.1038/s41467-024-50540-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Patient information for A13 levels in human serum Elisa experiment in Supplementary Figure 20a (Age, Sex, MS Type, Diagnosis, Therapy).

File Name: Supplementary Movie 1

Description: tdTomato HUVEC and T cells.

File Name: Supplementary Movie 2

Description: APJ-GFP HUVEC and T cells.

File Name: Supplementary Movie 3

Description: tdTomato HUVEC and T cells treated with A13.

File Name: Supplementary Movie 4

Description: APJ-GFP HUVEC and T cells treated with A13.

How the deposited data were processed for this re-analysis (not part of the article)

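Cells of the whole lung were measured in 3 single-cell RNA-seq libraries, each made from the pooled lungs of 3 female C57BL/6 mice: untreated mice (Naïve), vehicle-treated mice with EAE (EAE) and A13-treated mice with EAE (EAE + A13), the last 2 on day 16 after immunization. The dissociation time is 40 minutes in the paper and 30 minutes in the sample labels. The authors made the molecule counts, per the file headers, with the BD Rhapsody WTA Analysis Pipeline against GRCm38 and the GENCODE M19 annotation, which calls putative cells and counts the unique molecular identifiers of each cell and gene after RSEC error correction, and deposited these counts without normalization. The header names version 1.10.1 for the Naïve library and 1.9.1 for the EAE and EAE + A13 libraries, where the paper names version 1.0. Raw molecule counts and read counts were deposited by the authors beside them. The libraries hold 187496163, 224959505 and 245385034 reads behind the counted molecules in the order Naïve, EAE and EAE + A13, or 2.87, 2.86 and 2.26 reads per raw molecule. Depth differed, with a median of 2554, 4028 and 4764 molecules per kept cell. The median mitochondrial share of kept cells was 9.18, 7.04 and 7.35%.

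The counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, figures were drawn with matplotlib 3.10.9, and clustering used R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5, where the authors used Seurat 4.3.0. Cells with over 500 and under 6000 genes and under 25% mitochondrial counts were kept, with genes found in at least 3 cells. These filters include no separate removal of doublets. Cells that carry another lineage's markers, as defined with the alternatives, were kept in the reported values. In the order Naïve, EAE and EAE + A13, they made up 46.3%, 51.7% and 61.3% of gCap ECs. For type II epithelial cells the shares were 83.0%, 94.2% and 93.2%, and for Gpx3+ ECs 98.9%, 100% and 99.4%. Counts were log-normalized with a scale factor of 10000. The 2000 most variable genes without cell cycle genes were used to integrate the libraries with default options, and the first 9 principal components to cluster the cells at resolution 0.8, Seurat's default, because the paper gives a range of resolutions. Cell cycle genes were Seurat's own human lists with the symbols written as mouse symbols, in place of the gene ontology term of the paper. A cluster was named after the type whose markers had the highest mean z-score. Marker genes are not reported as results. Gpx3, which the paper names, was not among them. Endothelial, T cell and myeloid clusters were clustered again in the same manner. Since no Th cluster came out of the T cell clusters, T and NK clusters were also clustered again together, which was chosen after seeing the data and gives the T cell subsets other than naïve T cells.

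The design has 1 library per condition, so that no test between conditions was made and no replicate could be left out. Naïve was compared with EAE, and EAE with EAE + A13. Shares of cells carry 95% Wilson intervals, and folds and log2 ratios exact binomial intervals of counting error. A share was compared between 2 libraries only where the median log2 ratio of the type's own markers within the type was within 1.5-fold, and other clusters were left out of the comparison. DEGs were called by the two-sided Wilcoxon rank-sum test over cells with Bonferroni adjustment, at an adjusted p-value below 0.05, an absolute log2 fold change above 0.25 and detection in at least 10% of cells of either library. These counts describe 2 libraries. For log2 ratios, the counts of a gene were summed over the cells of a type and divided by the total of the type, and a ratio needed more than 3 counts in both libraries. The genes named are those the paper names for the lung scRNA-seq data and those marked in Fig. 3d and Supplementary Figs. 10c, 11c and 12a, in the cell types the paper names them for. For gCap ECs, classical monocytes, naïve CD4 T cells and Th cells, the 3 genes with the largest rise and the 3 with the largest fall in each comparison were added, among genes with at least 50 counts in both libraries.

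The Hallmark gene sets were not at hand, so that gene lists written before the data were examined took their place: immediate early and dissociation-sensitive genes of the TNF/NF-κB response (46 genes), other genes of that response (110), TGFβ response (51), interferon response (44), heat shock (20), the genes of Fig. 3d (20), abundant fibroblast genes (20) and abundant type II epithelial genes (10). They are not the Hallmark sets, and the genes of Fig. 3d were chosen by the paper on these libraries. The median log2 ratio of the list's genes with at least 20 counts was set against 10000 random lists of the same size, drawn from the 50 genes nearest in mean expression to each list gene. Over genes with at least 50 counts in both libraries, the median log2 ratio in gCap ECs was 0.02 from Naïve to EAE and -0.07 from EAE to EAE + A13. Free RNA was estimated from 14 airway and type II epithelial genes in T, B and NK cells, as 2.37%, 2.45% and 2.21% of the counts of these cells in the Naïve, EAE and EAE + A13 libraries.

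The statistics were tested on counts simulated from gCap ECs, at the cell numbers and depths of the EAE and EAE + A13 libraries. Other cell types and the wider difference in depth between Naïve and EAE were not simulated. With 200 genes changed by known folds, the rank-sum test called 192 of them (96%) and 1 other among 5051 genes, and the negative binomial model called 193 and 0 other. With no gene changed they called 0 and 1 of 5067 genes. The 95% intervals of log2 ratios held the true value for 94.1% of 12147 genes. A list of 40 raised genes came out at percentile 100 and a list of 40 unchanged genes at percentile 64.0. Random splits of a cell type into 2 equal groups of cells within 1 library, drawn 5 times in gCap ECs, classical monocytes, naïve CD4, naïve CD8 and Th cells, gave 0 DEGs in every draw.

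The alternatives were, for shares, no integration, resolution 0.4, cells with over 1000 genes, each cell assigned by its own marker score, and the ratio to stromal, epithelial and endothelial cells. For DEGs they were the same number of cells (68 of each type and library, drawn 10 times), counts thinned to the same mean, the negative binomial model of the Fig. 3 legend, an absolute log2 fold change above 0.5, no integration, resolution 0.4 and cells with over 1000 genes. For log2 ratios and list medians they were the mean of per-cell normalized values, raw molecules, free RNA subtracted, cells without another lineage's markers (fewer than 2 genes or 3 molecules of them), no integration, resolution 0.4 and cells with over 1000 genes, and for lists also genes with at least 100 counts. All were set before the data were examined except the joint clustering of T and NK cells. Chosen after seeing the data as well, the draws of 68 cells in EC subsets were also thinned to a mean of 2383 molecules per cell, the lowest mean of an EC subset in a library. T cells of the brain, with which the paper compares lung T cells, were not analysed here, nor were gene set enrichment with the Hallmark sets and the imaging, flow cytometry and qPCR data.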

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

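Both tests of this result were run on a pattern noticed in the data, the test of where the molecules lie was chosen only after the result was seen, and the limit of 10 molecules that defines the cells was set after their values were seen. The EAE + A13 library held 108 cells with at least 10 molecules each of Krt13 and Krt4, keratin genes of squamous epithelium, a share of 0.652% (95% Wilson interval 0.540 to 0.786%). The paper does not report such cells. They were singled out because the Naïve and EAE libraries held 0 of 17074 and 0 of 12952, with upper 95% Wilson limits of 0.0225% and 0.0297%. In the Naïve, EAE and EAE + A13 libraries, Krt13 had 29, 15 and 58144 molecules, Krt4 101, 24 and 45754, Krtdap 0, 6 and 21608, and Sprr3 0, 0 and 4952.

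A few keratinized cells are a candidate source of the genes of cornified epithelium, rather than free RNA spread over all cells. These cells held 99.2% of the Sprr3 molecules of the library, with 98.6% of Krtdap and 98.7% of Lor, and had a median of 19706 molecules each. They held 54.1% of the Krt5, 53.5% of the Krt15 and 44.9% of the Krt14 molecules. Of all cells of the library, 135, 146 and 95 carried at least 10 molecules of these 3 genes, so that other cells are a source of these keratins as well. Airway epithelial cells of the lung itself are argued against by Nkx2-1, a transcription factor gene of lung epithelium. At least 1 Nkx2-1 molecule was found in 1.85% (95% Wilson interval 0.509 to 6.50%) of these cells, against 70.2% of club cells, 75.4% of type II epithelial cells and 0.245% of B cells as background. Tissue other than lung in the pool of 3 mice and a change of epithelium with A13 stay open. With 1 library per condition, a property of that preparation and an effect of A13 cannot be told apart, and an effect of A13 on the epithelium was not tested.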

How the results depend on the processing

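No paired analysis was possible because there is 1 library per condition, so that no replicate could be left out and no split of the samples could be drawn either. Each alternative changed 1 choice and kept the others. All alternatives were set before the data were examined, except the joint clustering of T and NK cells, which was chosen after seeing the data and from which the Th cells are taken. The draws of 68 cells from EC subsets with equal molecules per cell were also chosen after seeing the data, as a test, and are not counted here. The alternatives for DEGs were not run for cell types other than those given here. A fold in share, log2 ratio or list median is said to have moved when it left the 95% interval of the reported value, and a number of DEGs when it changed by more than 1.5-fold. The alternatives were run for 13 folds in share, those of neutrophils, classical and non-classical monocytes, B cells and the EC subsets from Naïve to EAE and of Th cells and both kinds of monocytes from EAE to EAE + A13. All 13 kept their direction under the 5 alternatives, and 43 of 65 alternative values stayed within the interval. The other folds in share that are given were set only against stromal, epithelial and endothelial cells, where that of neutrophils from EAE to EAE + A13 turned from 0.898 to 1.03. Of the log2 ratios of named genes, 170 kept and 13 changed their direction under at least 1 alternative, and 1027 of 1268 values stayed within the interval. Where an alternative left 3 counts or fewer of a gene in a library, it gave no ratio. Of the 16 list medians in gCap ECs, 13 kept their direction, and 117 of 128 values stayed within the interval. Of the 186 alternative numbers of DEGs, 107 were within 1.5-fold of the reported number.

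With 68 cells drawn from each cell type and library, the number of DEGs between Naïve and EAE was 8 in ECs, 51 in type I epithelial cells, 54 in matrix fibroblasts, 12 in gCap ECs, 16 in Car4+ ECs, 60.5 in Gpx3+ ECs, 11.5 in arterial ECs, 14.5 in venous ECs, 8 in lymphatic ECs, 45.5 in classical monocytes, 15.5 in naïve CD4 T cells, 14 in naïve CD8 T cells and 13.5 in Th cells, and between EAE and EAE + A13 it was 1.5 in ECs, 16 in type I epithelial cells, 21.5 in matrix fibroblasts, 2.5 in gCap ECs, 6 in Car4+ ECs, 20 in Gpx3+ ECs, 1 in arterial ECs, 3 in venous ECs, 1.5 in lymphatic ECs, 4.5 in classical monocytes, 1 in naïve CD4 T cells and 0 in Th cells. Fewer cells were tested under this alternative, which lowers a count by construction, so that the reported numbers of DEGs rank cell types in part by their number of cells.

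With an absolute log2 fold change above 0.5, the number of DEGs between Naïve and EAE was 199 in ECs, 235 in type I epithelial cells, 253 in matrix fibroblasts, 206 in gCap ECs, 194 in Gpx3+ ECs, 176 in classical monocytes and 106 in naïve CD4 T cells, and between EAE and EAE + A13 it was 50 in ECs, 48 in type I epithelial cells, 83 in matrix fibroblasts, 71 in gCap ECs, 72 in Gpx3+ ECs, 1 in arterial ECs, 9 in lymphatic ECs, 35 in classical monocytes, 3 in naïve CD4 T cells and 14 in Th cells. This threshold is stricter, which lowers a count by construction.

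With the counts of the deeper library thinned to the same mean per cell, the number of DEGs between Naïve and EAE was 507 in type I epithelial cells, 24 in arterial ECs, 133 in naïve CD4 T cells, 38 in naïve CD8 T cells and 67 in Th cells. Thinning removes molecules and lowers power by construction. The Naïve library held fewer molecules per cell, so that its depth limits the genes that can be called against it.

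With the negative binomial model, the number of DEGs between Naïve and EAE was 533 in Gpx3+ ECs, 147 in arterial ECs, 196 in venous ECs, 55 in lymphatic ECs, 361 in naïve CD4 T cells, 215 in naïve CD8 T cells and 291 in Th cells, and between EAE and EAE + A13 it was 7 in arterial ECs and 1 in naïve CD8 T cells. This model does not adjust for molecules per cell, which were fewer in the Naïve library. How far this changed the numbers was not tested.

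Among cells with over 1000 genes, the fold in share between Naïve and EAE was 13.2 for neutrophils, 0.509 for B cells, 1.70 for lymphatic ECs, 0.595 for gCap ECs and 1.83 for Gpx3+ ECs. The number of DEGs between Naïve and EAE was 77 in Car4+ ECs, 28 in Gpx3+ ECs, 23 in arterial ECs, 0 in lymphatic ECs, 131 in naïve CD8 T cells and 36 in Th cells, and between EAE and EAE + A13 it was 14 in Gpx3+ ECs, 24 in venous ECs, 0 in lymphatic ECs and 3 in naïve CD8 T cells. The list median in gCap ECs between EAE and EAE + A13 was -0.58 for the genes of Fig. 3d and -0.24 for abundant fibroblast genes, and between Naïve and EAE it was 0.43 for abundant fibroblast genes. This alternative leaves fewer cells, yet naïve CD8 T cells had more DEGs than with the reported settings. The cause of the changes in folds, numbers of DEGs and list medians was not tested.

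When each cell was assigned by its own marker score, the fold in share between Naïve and EAE was 2.86 for classical monocytes, 1.05 for lymphatic ECs, 0.636 for gCap ECs, 1.15 for Car4+ ECs and 0.713 for arterial ECs, and between EAE and EAE + A13 it was 1.20 for Th cells. The cause was not tested.

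Relative to stromal, epithelial and endothelial cells, the fold in share between Naïve and EAE was 5.29 for neutrophils, 1.79 for classical monocytes, 0.328 for B cells, 0.660 for gCap ECs and 0.561 for non-classical monocytes, and between EAE and EAE + A13 it was 1.84 for classical monocytes. These changes follow from the denominator, whose share of all cells differs between the libraries.

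Without integration, the fold in share between Naïve and EAE was 2.73 for classical monocytes. The number of DEGs between Naïve and EAE was 24 in arterial ECs, 157 in naïve CD8 T cells and 37 in Th cells, and between EAE and EAE + A13 it was 1 in arterial ECs, 2 in naïve CD8 T cells and 37 in Th cells. The cause was not tested.

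At resolution 0.4, the fold in share between Naïve and EAE was 2.58 for classical monocytes, 0.676 for gCap ECs and 0.873 for non-classical monocytes, and between EAE and EAE + A13 it was 1.42 for classical monocytes. The number of DEGs between Naïve and EAE was 26 in arterial ECs, 202 in naïve CD8 T cells and 63 in Th cells, and between EAE and EAE + A13 it was 2 in naïve CD8 T cells and 36 in Th cells. The list median in gCap ECs between EAE and EAE + A13 was -0.24 for the other TNF/NF-κB genes and -0.21 for abundant fibroblast genes, and between Naïve and EAE it was 0.59 for abundant fibroblast genes. The cause was not tested.

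With T and NK clusters clustered again together, chosen after seeing the data, the number of DEGs between Naïve and EAE was 247 in naïve CD8 T cells, and between EAE and EAE + A13 it was 1 in naïve CD8 T cells. The cause was not tested.

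Without cells that carry another lineage's markers, the list median in gCap ECs between EAE and EAE + A13 was 0.65 for the interferon response genes, -0.62 for the genes of Fig. 3d and -0.34 for abundant fibroblast genes. With free RNA subtracted, the list median in gCap ECs between Naïve and EAE was 1.49 for abundant fibroblast genes and -1.72 for abundant type II epithelial genes. The cause was not tested. The use of raw molecules, of the mean of per-cell normalized values and of list genes with at least 100 counts moved none of the list medians.

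The direction of the following log2 ratios and list medians changed, and the cause was not tested. Gpx3 in arterial ECs between EAE and EAE + A13 went from -0.08 to 0.24 without cells that carry another lineage's markers and 0.34 without integration. Cdh5 in Car4+ ECs between EAE and EAE + A13 went from 0.05 to -0.0032 at resolution 0.4. Cdh5 in arterial ECs between EAE and EAE + A13 went from 0.04 to -0.09 without integration, -0.12 at resolution 0.4 and -0.13 in cells with over 1000 genes. Cldn5 in Gpx3+ ECs between EAE and EAE + A13 went from -0.02 to 0.0046 as the mean of per-cell normalized values. Cldn5 in venous ECs between EAE and EAE + A13 went from -0.07 to 0.18 without integration, 0.10 at resolution 0.4 and 0.0081 in cells with over 1000 genes. Cldn5 in lymphatic ECs between EAE and EAE + A13 went from -0.20 to 0.92 in cells with over 1000 genes. Vcam1 in gCap ECs between EAE and EAE + A13 went from 1.23 to -0.0036 without cells that carry another lineage's markers, -0.18 at resolution 0.4 and -0.32 in cells with over 1000 genes. Il6 in gCap ECs between Naïve and EAE went from 0.08 to -0.64 as the mean of per-cell normalized values and -0.32 with free RNA subtracted. Ccl2 in gCap ECs between EAE and EAE + A13 went from 1.98 to -0.32 without integration and -0.30 at resolution 0.4. Thy1 in naïve CD8 T cells between EAE and EAE + A13 went from 0.06 to -0.03 in cells with over 1000 genes. Cd44 in naïve CD8 T cells between EAE and EAE + A13 went from 0.16 to -0.39 without cells that carry another lineage's markers, -0.46 without integration and -0.43 with T and NK cells clustered together. Tgfb1 in Th cells between Naïve and EAE went from -0.24 to 0.18 without integration and 0.32 in cells with over 1000 genes. Tgfb1 in Th cells between EAE and EAE + A13 went from 0.05 to -0.07 without integration and -0.0043 in cells with over 1000 genes. The median of the interferon response genes between Naïve and EAE went from -0.02 to 0.0097 with raw molecules and 0.0091 for genes with at least 100 counts. The median of abundant fibroblast genes between EAE and EAE + A13 went from 0.20 to -0.02 as the mean of per-cell normalized values, -0.34 without cells that carry another lineage's markers, -0.03 without integration, -0.21 at resolution 0.4 and -0.24 in cells with over 1000 genes. The median of abundant type II epithelial genes between EAE and EAE + A13 went from -0.11 to 0.02 with free RNA subtracted, 0.24 without cells that carry another lineage's markers and 0.03 without integration.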

Differences from the paper's values

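Values are given in the order Naïve, EAE and EAE + A13. Smooth muscle cells made up 1.39%, 1.37% and 1.26% of the cells, against the paper's 2.39559%, 2.60891% and 2.31335% in its Source Data. Of the alternatives set before the data were examined, resolution 0.4 (3.00%, 3.68% and 3.26%) and the assignment of each cell by its own marker score (1.80%, 1.91% and 1.73%) came within 1.5-fold of the paper's values in all 3 libraries, cells with over 1000 genes only in the Naïve library (1.77%), and clustering without integration in none of them.

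T cells made up 8.06%, 4.01% and 2.93% of the cells, against the paper's 12.6615%, 9.21815% and 8.58964%. The Naïve value came within 1.5-fold of the paper's without integration (10.5%), at resolution 0.4 (8.78%) and among cells with over 1000 genes (9.99%), while the values of both EAE libraries did not under these 3 alternatives. With each cell assigned by its own marker score, the shares were 11.1%, 8.38% and 7.79%, within 1.5-fold in all 3 libraries. NK cells made up 9.53%, 8.03% and 9.49%, against the paper's 4.6532%, 2.81597% and 4.12066%. The assignment of each cell by its own marker score gave 4.83%, 2.97% and 4.21%, within 1.5-fold in all 3 libraries. Clustering without integration came within 1.5-fold in the Naïve library alone (6.82%), and neither resolution 0.4 nor cells with over 1000 genes in any library. With T and NK clusters clustered again together, an alternative chosen after seeing the values, T cells made up 12.4%, 8.88% and 8.19% and NK cells 4.75%, 3.01% and 4.04%, within 1.5-fold of the paper's values.

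In naïve CD8 T cells, 78 DEGs were called between Naïve and EAE, against the paper's 278 in its Source Data. The negative binomial model gave 215 and resolution 0.4 gave 202, within 1.5-fold, while the same number of cells, thinned counts, the stricter fold change, no integration (157) and cells with over 1000 genes (131) did not. The joint clustering of T and NK cells, chosen after seeing the values, gave 247. Between EAE and EAE + A13, 0 DEGs were called in naïve CD8 T cells, against the paper's 2. Clustering without integration gave 2, resolution 0.4 gave 2 and cells with over 1000 genes gave 3, within 1.5-fold, and the other alternatives set before the data were examined, the negative binomial model (1) included, did not.

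In Th cells, taken from the joint clustering chosen after seeing the data, 106 DEGs were called between Naïve and EAE, against the paper's 43, and 56 between EAE and EAE + A13, against the paper's 35. Clustering without integration (37 and 37), resolution 0.4 (63 and 36) and cells with over 1000 genes (36 and 39) came within 1.5-fold for both comparisons. The same number of cells, thinned counts, the negative binomial model and the stricter fold change did not for either. In effector CD8 T cells, 5 DEGs were called between Naïve and EAE, against the paper's 0. In mitotic T cells, 1 DEG was called between Naïve and EAE and 2 between EAE and EAE + A13, against the paper's 0 and 0. The alternatives were not run for effector CD8 and mitotic T cells.

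Beyond these values, the paper names gCap ECs as the EC subset with most DEGs. With 68 cells per subset and library, Gpx3+ ECs had 60.5 and gCap ECs 12 DEGs between Naïve and EAE, and 20 and 2.5 between EAE and EAE + A13. Car4+ ECs (16 and 6) and venous ECs (14.5 and 3) were also above gCap ECs in both comparisons, and arterial and lymphatic ECs were not. Fibroblast RNA in Gpx3+ ECs was not separated from their own RNA in these counts. Gpx3+ ECs also had 1 DEG more than gCap ECs at resolution 0.4 between Naïve and EAE and with an absolute log2 fold change above 0.5 between EAE and EAE + A13 (72 and 71). With 68 cells also thinned to the same mean number of molecules, chosen after seeing the values, Gpx3+ ECs had 22.5 and 6.5 and gCap ECs 7 and 1, where venous ECs had 8 between Naïve and EAE and lymphatic ECs 2 between EAE and EAE + A13. In the remaining comparisons under the alternatives set before the data were examined, gCap ECs had the most, also among cells with over 1000 genes, where Gpx3+ ECs had 28 and 14. In connection with A13, the paper describes the level of Cdh5 in pulmonary EC subsets as without major change. From EAE to EAE + A13, its log2 ratio was highest in gCap ECs, at 0.31, and it was called a DEG there. The paper reports lower Apln after A13 by qPCR of lung, with another length of treatment. Here the log2 ratio of Apln in Car4+ ECs was 1.59 from EAE to EAE + A13. The paper's Source Data name the larger of 2 granulocyte populations Eosinophils. Both were set here, as a sum, against the neutrophil and immature neutrophil clusters. The paper names Csf1 and Sgms1 among the genes lowered by A13. In gCap ECs, they were not called with the reported settings, at a log2 ratio of -0.22 for Csf1 and -0.74 for Sgms1. Csf1 was called a DEG in that direction under none of the alternatives run. Sgms1 was called a DEG with thinned counts. The paper names Thy1 and Cd44 among the genes raised in EAE. In naïve CD8 T cells, they were not called with the reported settings, at a log2 ratio of 0.18 for Thy1 and 0.57 for Cd44. Thy1 was called a DEG in that direction under none of the alternatives run. Cd44 was called a DEG with T and NK cells clustered together, chosen after seeing the values. The paper finds more lymphatic ECs among the cells in EAE. Against the reported fold of 3.47 (95% interval 2.61 to 4.66), the fold was 1.05 with each cell assigned by its own marker score.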

Other observations

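The tests of the immediate early genes against Aplnr-carrying ECs, of the interferon response genes, of Gm42418 and Gm26917, of Gpx3 in gCap ECs, of the loss of Aplnr, of the number of molecules per cell in Gpx3+ ECs and of a loss of cells other than ECs were chosen only after the result was seen. The immediate early genes of TNF/NF-κB signaling were lower in gCap ECs of the EAE + A13 library than of the EAE library. Free RNA is argued against as the cause, since the median log2 ratio was -0.60 with free RNA subtracted. An effect confined to ECs that carry Aplnr is also argued against, because the highest upper limit of the list median in Car4+, arterial and lymphatic ECs was -0.18. In the EAE library, Aplnr was found in 2.04% of arterial and 0.559% of lymphatic ECs, against 11.2% of gCap ECs. In Car4+ ECs the share was 9.70%, so that the argument rests on arterial and lymphatic ECs. Dissociation or handling that differed between the libraries stays open. The median was below 0 in 17 of 20 cell types outside the endothelium, with a median over the types of -0.16, but reached 0.31 in alveolar macrophages. With 1 library per condition, handling and an effect of A13 on these genes cannot be told apart.

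In gCap ECs, 44 interferon response genes had a median log2 ratio of 0.42 (95% interval 0.34 to 0.54) from EAE to EAE + A13, at percentile 100 of the random lists, and -0.02 (95% interval -0.27 to 0.31) from Naïve to EAE, at percentile 24.2, which turned positive with raw molecules (0.0097). The rise from EAE to EAE + A13 was seen in 19 of 20 cell types outside the endothelium, with a median over the types of 0.41, which is consistent with a difference between the libraries as a whole. Whether this comes from A13, from the mice pooled or from the preparation was not tested. In the same cells, 20 heat shock genes had a median log2 ratio of -0.39 (95% interval -0.47 to -0.21) from EAE to EAE + A13, at percentile 0, and 0.37 (95% interval 0.19 to 0.63) from Naïve to EAE, at percentile 100.0. The heat shock genes that fell in Th cells with A13 had a median below 0 in 25 of 25 other cell types, with a median over the types of -0.38, which is consistent with dissociation or handling that differed between the libraries. Abundant fibroblast genes, of which 20 were listed, had a median log2 ratio of 0.88 (95% interval 0.67 to 1.32) from Naïve to EAE and 0.20 (95% interval -0.14 to 0.74) from EAE to EAE + A13 in gCap ECs, at percentiles 100 and 100, and the latter turned negative under 5 of 8 alternatives, the mean of per-cell normalized values (-0.02) among them. For 10 abundant type II epithelial genes the medians were -0.80 (95% interval -1.46 to -0.30) and -0.11 (95% interval -0.64 to 0.44), at percentiles 0 and 43.8, and the latter turned positive under 3 of 8 alternatives, free RNA subtracted (0.02) among them. Both comparisons share the EAE library, so that chance alone moves their values in opposite directions.

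Gpx3+ ECs carry fibroblast genes. If they were ECs captured or clustered together with fibroblasts, all abundant fibroblast genes would imply the same share of fibroblast counts. Over 19 genes the median implied share was 38.8%, from 21.0 to 53.3%. Gpx3 and the 2 genes that name the subset implied up to 73.8%, so that the test leaves this open. Doublets are consistent with the number of molecules. The median per Gpx3+ EC was at least 2.91 times that of gCap ECs in each library, and in the Naïve library it was 6108 against a sum of 6117 for 1 gCap EC and 1 matrix fibroblast. In the EAE and EAE + A13 libraries it was 8611 and 9824, above the sums of 6924 and 8924. Random doublets of 1 EC and 1 fibroblast are argued against, because cells with the markers of both, relative to the product of both lineages, were 4.69 times as frequent as the highest of 9 other pairs of lineages. Pairs that were not separated in dissociation, and single cells that express both sets of genes, cannot be told apart by these counts.

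Gpx3 was higher in gCap ECs of the EAE library than of the Naïve library, with a log2 ratio of 2.56 (95% interval 2.44 to 2.67). Free RNA of fibroblasts is argued against as the whole cause, since Gpx3 per 10000 counts in gCap ECs was 3.99 times that in B cells and naïve CD4 T cells of the EAE library. Without cells that carry another lineage's markers the log2 ratio was 1.97, which argues against such cells, doublets with fibroblasts among them, as the whole cause. Cells with fibroblast RNA below the limit for these markers stay open. The fall of Aplnr in gCap ECs from Naïve to EAE, a log2 ratio of -2.11, was larger than that of the other endothelial genes Cdh5 (-0.84), Cldn5 (-0.76) and Cav1 (-0.73), which argues against a general loss of endothelial transcripts as the whole cause. An effect of EAE on Aplnr stays a hypothesis, since the Naïve library was also processed a year later with another pipeline version.

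Scgb1a1, a gene of airway epithelium, was lower in T cells of the EAE + A13 library than of the EAE library. It was lower in 22 of 26 cell types, with a median log2 ratio of -1.10 and an SD over the types of 0.946. Free RNA of airway epithelial cells would lower it alike in all types, and the spread over the types leaves this explanation open. Gm42418 was higher in the EAE than in the Naïve library in 26 of 26 cell types, with a median log2 ratio of 1.70, which is consistent with a batch of processing or library, as the Naïve library was processed a year later with another pipeline version. The pipeline and EAE itself are confounded here. Gm26917, in contrast, was higher in 13 of 24 cell types and lower in the others, which argues against such a batch as its cause.

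Of the EC subsets, gCap ECs had the most DEGs with all cells. At equal numbers of cells they had a median of 2.5 DEGs between EAE and EAE + A13, and Gpx3+ ECs had 20, which is consistent with the number of cells as a reason for their first place. Gpx3+ ECs hold more molecules per cell, and depth stayed unequal in these draws. With the mean number of molecules per cell made equal as well, Gpx3+ ECs had a median of 22.5 DEGs between Naïve and EAE (15 to 29 over the draws) against 7 (5 to 12) in gCap ECs, which argues against depth as the whole reason for their lead there. Between EAE and EAE + A13 the medians were 6.5 (4 to 10) and 1 (0 to 5), and since these draws overlap, depth stays open as the reason. Among cells with over 1000 genes, where numbers of cells were not made equal, Gpx3+ ECs had 28 and 14 DEGs, while the numbers in gCap ECs stayed within 1.5-fold of those with all cells. A response of the subsets to EAE or A13 that differs in strength was not tested, nor was the part of fibroblast RNA in the DEGs of Gpx3+ ECs. Lymphatic ECs took a larger share in the EAE than in the Naïve library. A loss of cells other than ECs from the total is argued against, as the fold of lymphatic to other ECs was 3.61 (95% interval 2.72 to 4.85). A loss that took other ECs as well would raise this fold too and stays open, as gCap ECs had a fold in share of 0.777 (95% interval 0.719 to 0.839). B cells took a smaller share, and the fold of B cells to stromal, epithelial and endothelial cells was 0.328 (95% interval 0.308 to 0.350), which argues against neutrophils and monocytes added to the total as the whole cause. Naïve T cells had more DEGs between Naïve and EAE than between EAE and EAE + A13. The lower depth of the Naïve library is argued against as the whole cause, since 133 DEGs were called in naïve CD4 T cells between Naïve and EAE with counts thinned to the same mean, against 8 between EAE and EAE + A13 with all counts. The pipeline version differed as well and was not tested here.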
